# Stable maintenance of MERVL-positive embryonic stem cells reveals sustained transcriptional programs and enhancer remodeling

**DOI:** 10.1016/j.jbc.2026.113166

**Published:** 2026-05-15

**Authors:** Rui Geng, Benjamin L. Kidder

**Keywords:** 2CLC, chromatin, ChIP-seq, embryonic stem cell, epigenetics, MERVL, LTR, pluripotency, super enhancer, two-cell, totipotency, RNA-seq

## Abstract

Mouse embryonic stem cells (ESCs) occasionally transit into a rare two-cell-like (2C) state characterized by transient activation of endogenous retroviruses such as MERVL and expression of 2C-specific genes including the Zscan4 cluster. These 2C-like cells resemble early blastomeres and display expanded developmental potential, but their unstable and sporadic nature has hindered mechanistic studies. Here, we demonstrate the transiently stable maintenance of MERVL-positive ESCs that exhibit persistent MERVL expression and activation of 2C-associated genes. Live-cell imaging revealed uniform and sustained MERVL activity in these MERVL-positive ESCs, contrasting with the heterogeneous and transient expression observed in conventional ESCs. Transcriptome profiling demonstrated robust induction of 2C-specific regulatory networks, and embryoid body differentiation combined with machine learning uncovered increased lineage variability and altered developmental trajectories. Single-cell RNA sequencing revealed clear separation of control ESCs from MERVL-positive populations and redistribution across distinct transcriptional states, with Red and Mosaic lines showing graded shifts within a shared transcriptional manifold. Epigenomic profiling further revealed distinct chromatin states, specialized super-enhancer landscapes, and active enhancer marking at MERVL loci. Together, these findings demonstrate that stable maintenance of MERVL-positive ESCs is achievable *in vitro*, providing a powerful model to dissect endogenous retroviral element -driven transcriptional regulation, epigenomic remodeling, and 2C-like transcriptional and epigenetic programs.

Mouse embryonic stem cells (ESCs), derived from the inner cell mass of blastocyst-stage embryos, are pluripotent and capable of generating derivatives of all three embryonic germ layers. In contrast, totipotent cells such as zygotes and two-cell (2C) stage blastomeres can give rise to both embryonic and extraembryonic lineages (1). Understanding how cells transition into the totipotent state is a central question in developmental biology, as it defines the earliest developmental potential. In mice, zygotic genome activation (ZGA) peaks at the 2C stage (2), coinciding with robust expression of repetitive sequences such as major satellites (3, 4), endogenous retroviral elements (ERVs) including MERVL (4, 5, 6), and numerous 2C-specific genes (7, 8, 9).

ESC cultures occasionally generate rare two-cell-like cells that transiently resemble blastomeres and co-express MERVL with genes such as Zscan4 (6, 10, 11). These cells revert rapidly, and MERVL expression is silenced beyond the 2C stage (12, 13). Many 2C-specific genes are directly driven by MERVL long terminal repeat (LTR) promoters, highlighting a functional role for retroelements in totipotent-like gene activation (4, 11). Transposable elements account for more than half of the mammalian genome, with ERV-derived LTR retrotransposons representing a major class (14). While ESCs are characterized by transcriptional and epigenetic heterogeneity (15, 16, 17), evidence suggests that epigenetic mechanisms such as histone modifications contribute to MERVL activation. Within ESC cultures, MERVL-positive cells represent a transient and unstable subpopulation, and MERVL-positive ESCs display elevated histone acetylation (4, 18), and perturbations that alter chromatin states can increase or decrease the frequency of MERVL-expressing cells (4, 18, 19, 20, 21, 22, 23, 24, 25, 26). These findings link chromatin remodeling to ERV activity, yet mechanistic analysis has been hindered by the fleeting nature of the 2C-like state.

A barrier in the field has been the inability to stably capture a homogeneous population of 2CLCs without extensive perturbation of the epigenome. As a result, the transcriptional and chromatin mechanisms sustaining totipotent-like identity have remained incompletely defined. We hypothesized that stable maintenance of MERVL-positive ESCs would overcome this limitation by enabling long-term analysis of MERVL-driven transcription and chromatin states. Here, we report the stable maintenance of MERVL-positive ESCs (sMERVL ESCs), characterized by persistent expression of MERVL and 2C-specific genes. Transcriptome and epigenome profiling revealed a distinct regulatory network, altered differentiation potential, and unique enhancer landscapes marked by activating histone modifications and super enhancer (SE) formation. The sMERVL ESC model provides a tractable system for dissecting ERV-driven transcriptional regulation, epigenomic remodeling, and totipotent-like developmental potential.

## Results

### Identification and prospective isolation of transiently stable MERVL-positive ESCs

To visualize and track sMERVL ESCs, we generated stable integrations of a MERVL promoter-driven 2C::tdTomato reporter (4) (Fig. 1*A*; See Experimental procedures). Flow cytometry of bulk cultures revealed ∼15–16% reporter-positive cells (Fig. S1), representing the presence of a MERVL-positive subpopulation under self-renewal conditions. We then used fluorescence-activated cell sorting (FACS) to prospectively isolate 2C::tdTomato + cells and clonally expand reporter-positive colonies. Following the initial FACS isolation, reporter-positive cells were plated at clonal density and expanded without iterative re-sorting. Elevated tdTomato-positive fractions (typically ∼60–70% in Red-derived clones) were observed after the first replating passage, indicating stable propagation of reporter activity from the initial sort.

**Figure 1:**
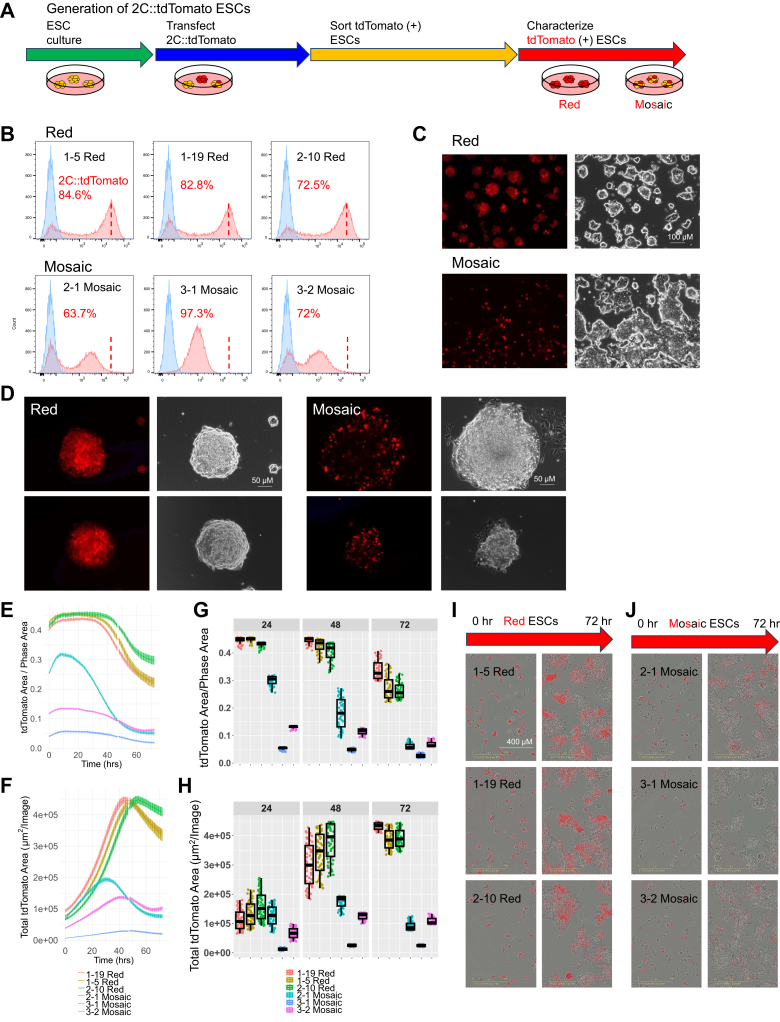
**Identification and characterization of stable MERVL-positive ESCs.***A*, schematic of the experimental workflow. ESCs were transfected with a modified 2C::tdTomato reporter vector (Addgene #40281) and subjected to FACS sorting to isolate MERVL-positive cells. The resulting populations carried stable MERVL promoter-driven tdTomato integrations, enabling visualization and prospective isolation of 2C-like cells. *B*, the 2C::tdTomato reporter was used to detect MERVL expression, enabling fluorescence-activated cell sorting of sMERVL ESCs. *Red* (*top*) and Mosaic (*bottom*) ESC colonies contained a higher proportion of MERVL-positive cells compared with conventional ESCs (see Fig. S1). Live reporter-positive cells were defined as tdTomato+/DAPI− following exclusion of DAPI-positive (nonviable) cells. *C*, post-sort analysis of ESCs showed variable MERVL-positivity in *red* and *mosaic* populations. Fluorescent (2C::tdTomato; *left*) and bright field (*right*) images are shown. *D*, representative fluorescent and bright field images of *red* (*left*) and *mosaic* (*right*) MERVL-positive ESCs. *E* and *H*, sequential imaging of *red* and *mosaic* clones under self-renewal conditions, with quantification of tdTomato area relative to phase area or total tdTomato area (μ^2^/image). These analyses show that *red* sMERVL ESCs maintain a higher and more stable fraction of MERVL-positive cells compared with Mosaic sMERVL ESCs during the initial 48 h. After 48 h, 60 to 70% of cells were reporter-positive in fluorescent images. *I* and *J*, representative bright field and fluorescent images at 0 and 72 h, demonstrating sustained MERVL expression in *red* cells compared with the more sporadic expression observed in *mosaic* colonies. ESC, embryonic stem cell; sMERVL ESC, stable maintenance of MERVL-positive ESC.

Two reproducible phenotypic classes emerged among reporter-positive colonies: (i) “Mosaic” colonies with heterogeneous, generally lower reporter signal, and (ii) “Red” colonies with uniformly higher reporter intensity. Flow cytometry of expanded clones confirmed that both classes maintained substantial reporter-positive fractions, with Red clones exhibiting markedly higher MERVL reporter levels (Fig. 1, *B* and *C*). In some red clones, up to 84% of cells were reporter-positive, far exceeding conventional ESCs, whereas mosaic clones contained fewer reporter-positive cells and at lower intensity (Fig. 1, *B* and *C*). Higher-magnification micrographs illustrate the contrasting expression patterns (Fig. 1*D*).

Live-cell imaging over 72 h showed that MERVL activation in mosaic colonies was dynamic, with transitions into and out of the positive state, whereas Red colonies displayed sustained, homogeneous reporter expression. Quantification by total tdTomato area per image and tdTomato/phase area ratio demonstrated that Red sMERVL ESCs retained higher and more stable reporter levels throughout the time course (Fig. 1, *E–H*). After the first replating passage following FACS isolation, ∼60 to 70% of cells in Red-derived clones were reporter-positive. During subsequent live-cell imaging (∼40–48 h), this elevated fraction was maintained, and by 72 h most cells in Red clones expressed the reporter, whereas Mosaic clones remained lower on average (Fig. 1, *E–H*). Representative fields at 0 h and 72 h are shown for both classes (Fig. 1, *I* and *J*). Notably, at the 72-h time point, partial reduction and increased heterogeneity of tdTomato signal are observed in some Red colonies (Fig. 1*I*); however, this interval extends beyond standard ESC passaging conditions, where increased culture density can impact self-renewal and reporter activity, and therefore is interpreted with caution. Based on their persistence and uniformity over defined imaging intervals (24–72 h) and across multiple passages, we define these Red and Mosaic reporter-positive lines collectively as transiently stable MERVL-positive ESCs.

### Clonal stability of single-cell–derived red and mosaic sMERVL ESCs

To determine whether the Red and Mosaic phenotypes represent stable lineage states or interconvertible populations, we performed single-cell recloning experiments from independently derived Red and Mosaic MERVL-positive ESC lines. Individual tdTomato-positive cells from representative Red and Mosaic clones were isolated by FACS and plated at clonal density. Emerging colonies were expanded and reanalyzed by flow cytometry and live-cell imaging.

Single-cell–derived colonies from Red lines predominantly regenerated colonies with uniformly high tdTomato intensity, retaining the characteristic Red phenotype. FACS analysis demonstrated that these secondary Red-derived clones maintained elevated fractions of reporter-positive cells relative to Mosaic-derived clones.(Fig. S2*A*). In contrast, single-cell–derived colonies from Mosaic lines largely reestablished heterogeneous, lower-intensity reporter expression profiles consistent with the original mosaic phenotype (Fig. S2*A*).

Longitudinal live-cell imaging further confirmed these differences. Red-derived reclones exhibited sustained and homogeneous tdTomato signal over time, whereas mosaic-derived reclones displayed dynamic fluctuations in reporter activity, with transitions between tdTomato-positive and -negative states (Fig. S2, *B* and *C*). Quantification of total tdTomato area and tdTomato-to-phase ratios demonstrated preservation of the original expression patterns across passages.

Although some variability in the percentage of reporter-positive cells was observed following recloning, the overall phenotypic identity of Red *versus* Mosaic lines was retained. We did not observe systematic or directional interconversion of Red-derived clones into Mosaic-like populations or *vice versa* under standard self-renewal conditions within the time frames examined, although transitions over longer durations or under different conditions cannot be excluded. These results indicate that Red and Mosaic MERVL-positive ESCs represent reproducibly propagating clonal states rather than transient fluctuations within a single unstable population. Importantly, these phenotypes were maintained across multiple passages following single-cell derivation, supporting the reproducible propagation of these states under standard ESC culture conditions.

### Reproducible derivation and stable maintenance of MERVL-positive ESCs in an independent ESC background

To test the reproducibility and generality of stable MERVL-positive cell maintenance, we repeated the reporter-based isolation strategy in an independent ESC line. R1 ESCs were transfected with the MERVL promoter driven 2C::tdTomato reporter, followed by FACS to isolate tdTomato-positive cells. Following transfection with the MERVL promoter-driven 2C::tdTomato reporter and exclusion of DAPI-positive (nonviable) cells, live reporter-positive populations were defined as tdTomato+/DAPI−, revealing a distinct tdTomato-positive subpopulation (∼8%) (Fig. S3). Single cells were clonally expanded to establish independent reporter-positive ESC lines.

Flow cytometric analysis revealed two reproducible classes of tdTomato-positive R1 ESC clones. These consisted of Red clones with uniformly high tdTomato fluorescence and Mosaic clones exhibiting heterogeneous reporter expression across the population (Fig. S4, *A* and *B*). Quantification across multiple independently derived clones demonstrated that Red clones consistently maintained a higher fraction of tdTomato-positive cells compared with Mosaic clones (Fig. S4*A*), indicating stable maintenance of elevated MERVL reporter activity.

Representative bright field and fluorescence microscopy confirmed clear morphological and reporter-expression differences between Red and Mosaic R1 ESC clones (Fig. S4*B*). Red clones displayed widespread and homogeneous tdTomato signal across colonies, whereas mosaic clones showed patchy and fluctuating reporter expression within the same culture.

To assess the temporal stability of MERVL reporter activity, we performed live-cell imaging using the IncuCyte platform. Quantitative analysis of tdTomato-positive area relative to total colony area demonstrated that red R1 ESC clones maintained high and sustained MERVL reporter activity over time, while mosaic clones exhibited dynamic transitions between reporter-positive and reporter-negative states (Fig. S4*C*). These differences were evident across multiple independently derived clones, supporting the reproducibility of the red and mosaic phenotypes. Representative images extracted from the live-cell imaging time course further illustrated the stable persistence of tdTomato signal in Red R1 sMERVL ESCs, in contrast to the reduced and heterogeneous signal observed in Mosaic clones (Fig. S4, *D* and *E*).

Together, these experiments demonstrate that stable maintenance of MERVL-positive ESCs is reproducible across independent derivations, transfections, and clonal isolations in R1 ESCs. The emergence of both Red and Mosaic MERVL-positive populations in an independent ESC background supports the robustness of this system and indicates that stable MERVL-positive states are not restricted to a single ESC line or genetic context.

### Transcriptome profiling reveals a distinct 2C program in red sMERVL ESCs

To characterize the expression profiles of red and mosaic MERVL-positive ESCs, and to understand the expression of 2C-genes, ERVs, and differentially expressed genes between red and mosaic MERVL-positive and conventional ESCs, we performed transcriptome analysis using RNA-Seq. Conventional ESCs (+LIF) and differentiated ESCs (-LIF) were used as controls (see Experimental procedure). edgeR differentially expressed (DE) analysis revealed differences in the number of upregulated and downregulated genes between Red and Mosaic sMERVL ESCs (Fig. 2*A* and Table S1). Principal component analysis (PCA) demonstrated that Red sMERVL ESCs are more distinct from conventional ESCs along the PC1 axis, which accounts for the majority of variance, compared to Mosaic sMERVL ESCs (Fig. 2*B*).

**Figure 2:**
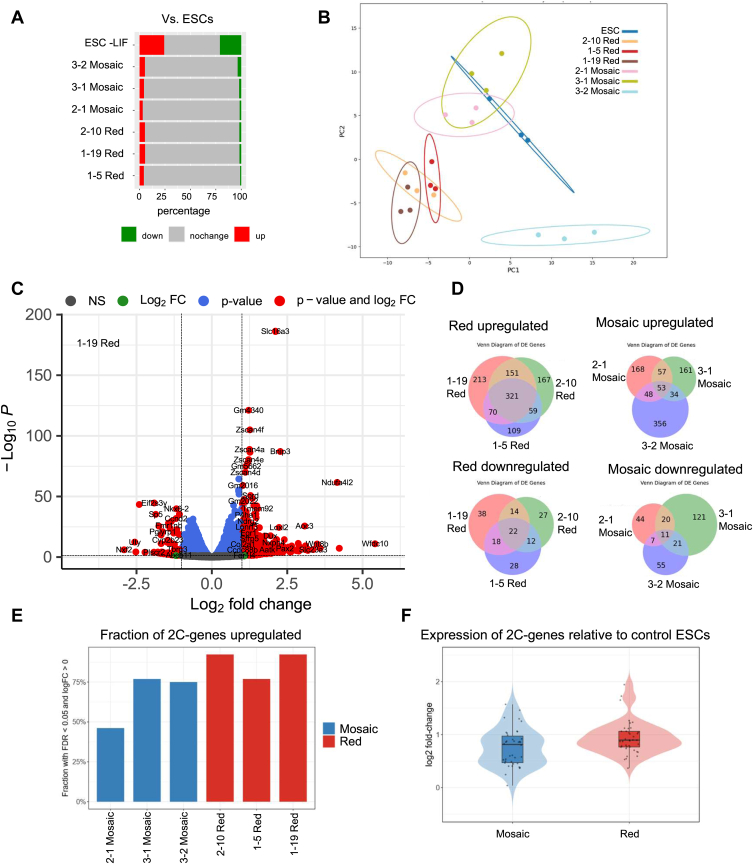
**Transcriptome analysis of sMERVL ESCs.***A*, differential expression analysis of MERVL-positive ESCs and differentiated ESCs compared with conventional ESCs, showing the number of upregulated and downregulated genes identified by edgeR. *B*, principal component analysis illustrating that red sMERVL ESCs clusters distinctly from conventional ESCs, whereas Mosaic sMERVL ESCs display greater variability and remain closer to conventional ESCs. *C*, volcano plot of differentially expressed genes between a representative *red* sMERVL ESCs line (1–19 *red*) and conventional ESCs. Each point represents a gene, plotted by log2 fold change (x-axis) and significance (-log10 *p*-value, y-axis). *Gray* points denote non-significant genes, *green points* represent significant fold changes, *blue points* indicate significant *p*-values, and *red points* highlight genes significant by both criteria. Elevated expression of transcription factors and other 2C-associated regulators is observed in *red* sMERVL ESCs. *D*, genes upregulated (*upper panels*) and downregulated (*lower panels*) in red (*left*) and *mosaic* (*right*) sMERVL ESCs. Venn diagrams show unique and shared upregulated genes across *red* and *mosaic* populations. *E* and *F*, quantification of activation of established 2C-associated gene programs across sMERVL ESCs. *E*, fraction of established 2C-associated genes significantly upregulated in *Red* and *Mosaic* sMERVL ESCs relative to conventional ESCs. *F*, distribution of log2 fold changes for established 2C-associated genes across *red* and *mosaic* sMERVL ESCs compared with conventional ESCs. ESC, embryonic stem cell; sMERVL ESC, stable maintenance of MERVL-positive ESC.

Volcano plots were used as an initial visualization of DE across clone-level comparisons, but they do not fully capture the behavior of canonical 2C markers across all samples (Figs. 2*C* and S5). Complementary MA plots confirmed consistent DE patterns across individual clones, supporting the robustness of these observations (fold-change and *p*-value; Fig. S6).

We identified 321 genes that were upregulated in Red sMERVL ESCs compared to conventional ESCs. In contrast, Mosaic sMERVL ESCs exhibited an upregulation of 53 genes relative to conventional ESCs. Additionally, there were 22 and 11 genes downregulated in Red and Mosaic sMERVL ESCs, respectively (Fig. 2*D*).

In a representative Red clone, genes such as Zscan4d, Dux, and other 2C-associated regulators were elevated relative to conventional ESCs (Figs. 2*C* and S5). However, targeted analysis of canonical 2C genes across all clone-level comparisons demonstrated that expression of individual Zscan family members is heterogeneous rather than uniformly detected in every clone (Fig. S7*A*). Zscan4-family genes, particularly Zscan4c and Zscan4d, were consistently detected in Red clones and variably detected in Mosaic clones, indicating clone-dependent differences in marker magnitude rather than absence of activation (Fig. S7*B*). Importantly, when assessed at the level of the broader transcriptional program rather than individual markers alone, 2C-associated genes showed reproducible enrichment across sMERVL ESCs, with Red clones exhibiting stronger and more consistent activation than Mosaic clones (Figs. 2, *E* and *F* and S7). These findings indicate that the 2C-like state in sMERVL ESCs is best interpreted as activation of a coordinated transcriptional program with superimposed clone-specific variability in individual marker genes.

Red sMERVL ESCs exhibited elevated expression of genes of the Zscan4 family (*e.g.* Zscan4c Zscan4d (7)), Dux (8, 9), Zim3, Wnt3, Wnt8b, and Trim56 (Figs. 2*C*, S5 and S6). Notably, Zscan4-family genes and Dux are key regulators of the 2C-like transcriptional state (7, 8, 9).

To further distinguish marker-level heterogeneity from program-level reproducibility, we quantified activation of core established 2C-associated genes across all clones. The established 2C gene set was curated from prior studies (4, 9), and includes canonical regulators (Dux, Zscan4 family), 2C-stage transcripts (Zfp352, Tcstv1/3, Tdpoz genes, Pramel6/7), and ERVL-associated genes (*e.g.*, Gm4340), together with additional 2C-enriched factors such as Sp110 and Dub1/2a. This analysis showed that the fraction of significantly upregulated 2C genes and the overall distribution of their expression changes were consistently higher in Red clones compared to Mosaic clones, although Mosaic clones also exhibited increased activation relative to conventional ESCs (Figs. 2, *E* and *F* and S7). Thus, despite variability in individual Zscan family members, Red sMERVL ESCs reproducibly exhibit the strongest 2C-like transcriptional signature at the gene-set level, with Mosaic clones representing a weaker and more heterogeneous intermediate state.

Gene ontology (GO) functional annotation of DE genes using clusterProfiler (27) allowed for the comparison of GO terms enriched in activated or suppressed genes in red and mosaic ESCs (Fig. S8). Specifically, pathways that were activated include transmembrane signaling receptor activity, positive regulation of cell adhesion, regulation of cell-cell adhesion, calcium ion binding, and signaling receptor activity, which were prominently activated in Red sMERVL ESCs. This suggests that Red sMERVL ESCs have heightened activities in cell adhesion, ion transport, and cell signaling.

Additional functional genomics analysis of regulated genes in Red sMERVL ESCs was conducted through Metascape (28). Enrichment networks were displayed using Cytoscape (29) to highlight GO clusters (Fig. S9*A*), and protein-protein interaction modules defined by MCODE (Fig. S9*B*). These networks revealed enrichment of transcriptional regulators in Red sMERVL ESCs. TRRUST analysis further identified targets of key transcription factors, including Stat3, as well as Ets1, Sp1, Etv2, Fos, Trp53, and Pparg, whose target gene expression was enriched relative to conventional ESCs (Fig. S10).

### Single-cell transcriptomics identifies distinct transcriptional states and cluster redistribution in sMERVL ESCs

To validate the transcriptional identity of MERVL-positive ESCs at single-cell resolution and to assess transcriptional heterogeneity, we performed FLEX-seq scRNA-seq on control ESCs and independent MERVL-positive lines (Red and Mosaic). All samples were processed, sequenced, and analyzed within a matched experimental and computational framework to minimize technical variability.

We analyzed the data using a non-integrated RNA-only workflow to preserve condition-associated transcriptional structure. This analysis revealed clear separation of control ESCs from Red and Mosaic MERVL-positive populations in UMAP space (Fig. 3, *A* and *B*). Quantification of cluster composition demonstrated reproducible redistribution of cells across transcriptional states (Fig. 3*C*), with multiple clusters enriched in MERVL-positive ESCs relative to control ESCs. Specifically, clusters 0, 1, 2, 7, and 10 were enriched in Mosaic and Red populations, whereas control ESCs showed greater enrichment of clusters 3, 5, and 6. A cluster enriched for 2C-associated features (cluster 9) was identified but did not exclusively define the MERVL-positive state. Red lines showed the strongest shifts, while Mosaic lines exhibited intermediate changes, indicating graded, condition-dependent remodeling of transcriptional states. Visualization of individual conditions confirmed differential occupancy of a shared transcriptional manifold rather than the emergence of a single dominant cluster (Fig. 3, *D–F*).

**Figure 3:**
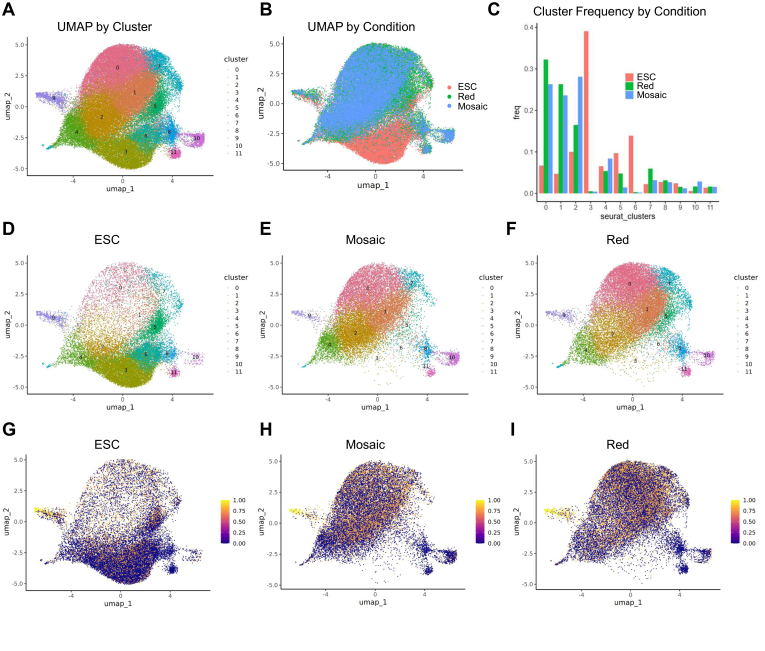
**Single-cell analysis reveals condition-dependent remodeling of transcriptional states in sMERVL ESCs.***A*, UMAP visualization of all single cells colored by unsupervised RNA-based clusters, derived from a non-integrated analysis to preserve condition-associated transcriptional structure. *B*, UMAP visualization of the same cells colored by condition (control ESCs, *mosaic* sMERVL ESCs, and *red* sMERVL ESCs), showing separation of control from MERVL-positive populations. *C*, cluster frequency distribution across conditions. *Bar plots* show the proportion of cells assigned to each cluster within each condition, highlighting condition-dependent shifts in transcriptional state abundance. *D*–*F*, UMAP projections showing individual conditions overlaid on the shared embedding: (*D*) control ESCs, (*E*) *mosaic* sMERVL ESCs, and (*F*) *red* sMERVL ESCs. These panels illustrate differential occupancy of the transcriptional manifold across conditions. *G*–*I*, overlay of 2C-associated gene expression across the UMAP (Macfarlan *et al.* 2C-gene set). Each point represents a single cell colored by the relative level of 2C-associated gene detection per cell. (*G*) control ESC, (*H*) *mosaic*, (*I*) *red*. 2C-associated transcriptional activity is broadly distributed across multiple clusters, with increased frequency of higher-scoring cells in *red* and *mosaic* MERVL-positive populations. ESC, embryonic stem cell; sMERVL ESC, stable maintenance of MERVL-positive ESC.

To relate these transcriptional states to previously defined 2C-like programs, we overlaid 2C-associated gene signatures (Macfarlan-derived 2C gene set) (Fig. 3, *G–I*). Canonical 2C-associated gene expression was detectable but did not define a spatially segregated population and was instead broadly distributed across multiple clusters in Mosaic and Red cells relative to control ESCs.

Visualization of per-cell 2C gene detection revealed a clear shift toward higher 2C-associated transcriptional activity across conditions. Mosaic and Red populations exhibited an increased frequency of cells with higher numbers of detected 2C-associated genes across the transcriptional landscape (Fig. 3, *G–I*). Consistent with this, cells with elevated 2C-associated gene detection were not confined to a single cluster but were distributed across multiple transcriptional states.

Together, these analyses indicate that 2C-like transcriptional activity is not confined to a discrete population but is instead represented as a distributed and enriched program across the transcriptional manifold. This pattern reflects the distribution of 2C-associated transcriptional features across multiple clusters rather than their restriction to a single state.

The RNA-only analysis reveals robust and reproducible restructuring of transcriptional states in MERVL-positive ESC populations. Control ESCs are clearly separated from Red and Mosaic conditions, with substantial shifts in cluster composition. These findings demonstrate that MERVL-positive ESCs occupy distinct transcriptional states relative to conventional ESCs, with 2C-like transcriptional activity distributed across a continuum of transcriptional states rather than confined to a spatially isolated cluster.

### Expression of endogenous retroelements in sMERVL ESCs

To further profile the expression of repetitive DNA elements in Red and Mosaic sMERVL ESCs, we used RepeatMasker annotations of repeat family members and repeat names, and performed edgeR analysis to identify DE elements relative to conventional ESCs. We observed several ERVL-class retrotransposons consistently upregulated in Red sMERVL ESCs, including MERVL-int, MT2_Mm, RLTR6_Mm, ORR1A3-int, and GSAT_MM, whereas Mosaic sMERVL ESCs showed significant upregulation of only RLTR13B2. These findings, illustrated in volcano plots (Fig. S11*A*) and heatmaps (Fig. S11, *B* and *C*) for both repeat families and ERVL elements (Table S2), confirm that Red sMERVL ESCs sustain elevated expression of MERVL-int and MT2_Mm. Importantly, the strong induction of RLTR6_Mm, ORR1A3-int, and GSAT_MM in Red sMERVL ESCs represents an expanded set of ERV-associated elements not previously linked to the 2C-like state. Conversely, several repetitive elements, including MER68-int, MLT1F1-int, Tigger9a, and U4, were consistently downregulated in Red sMERVL ESCs.

### Altered differentiation behavior of sMERVL ESCs revealed by embryoid body assays

2C-like cells have been associated with expanded developmental potential, including contributions to both embryonic and extraembryonic lineages. To assess whether sMERVL ESCs exhibit altered differentiation behavior, we performed embryoid body (EB) assays over a 12-day period to model early developmental transitions. Control ESCs and sMERVL ESCs were subjected to identical aggregation and differentiation conditions (LIF withdrawal) and analyzed at matched time points, ensuring direct comparability across lines.

Under these conditions, sMERVL ESCs generated EBs with reproducibly altered self-organization relative to control ESCs. Morphological analysis revealed increased heterogeneity in EB structure, reflected by greater variability in EB shapes and organization (Fig. 4*A*). These findings indicate that enrichment for sustained MERVL/2C-associated transcriptional programs is associated with altered differentiation behavior *in vitro*.

**Figure 4:**
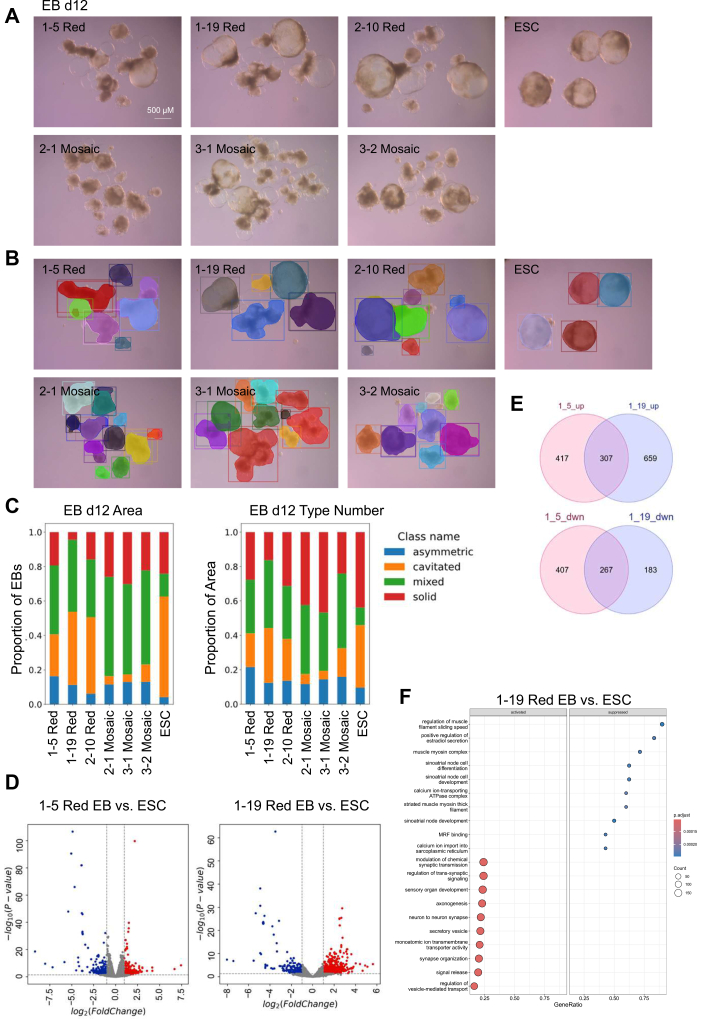
**Differentiation and transcriptome analysis of sMERVL ESCs.***A*, bright field microscopy of *Red* and *Mosaic* sMERVL ESCs, and conventional ESCs, differentiated into EBs without LIF for 12 days. *B*, Detectron2-based segmentation classified EBs as solid, asymmetric, cavitated, or mixed, and distributions were quantified by both EB number and EB area. *C*, image segmentation results from the Detectron2 model, shown as stacked bar plots depicting the distribution of EB morphologies by area and number. *D*, volcano plot of differentially expressed genes comparing day 12 EB-differentiated *red* sMERVL ESCs (clones 1–5 and 1–19) with conventional EBs. Genes are plotted by log2 fold change (x-axis) and significance (−log10 *p*-value, y-axis). *Gray* points represent nonsignificant genes, *green points* indicate significant fold changes, *blue points* denote significant *p*-values, and *red points* highlight genes significant by both criteria. (*E*) Venn diagram showing the overlap of upregulated and downregulated genes between *Red* sMERVL ESCs (clones 1–5 and 1–19) and conventional EB-differentiated ESCs. *F*, gene ontology enrichment analysis (clusterProfiler) of upregulated and downregulated genes in day 12 EB-differentiated *red* sMERVL ESCs (clone 1–19) compared with conventional EB-differentiated ESCs. EB, embryoid bodies; ESC, embryonic stem cell; sMERVL ESC, stable maintenance of MERVL-positive ESC.

We note that EB assays provide an *in vitro* measure of differentiation behavior and do not constitute definitive evidence of expanded developmental potential *in vivo*. Accordingly, these results are interpreted as evidence of altered differentiation dynamics rather than expanded potency.

To quantify EB heterogeneity in an objective and scalable manner, we trained a Detectron2-based instance segmentation model to classify EBs into four operational morphology classes: solid (compact, noncavitated), asymmetric (nonround/polarized shape without a dominant lumen), cavitated (presence of a clear lumen/cavity), and mixed (EBs containing both solid and cavitated regions and/or heterogeneous organization). Morphology classes were used as quantitative readouts of EB self-organization and cavitation dynamics rather than direct lineage assignments. Segmentation highlighted distinctive features of Red and Mosaic sMERVL-positive-ESC-derived EBs compared to controls (Figs. 4*B* and S12, *A* and *B*). Notably, Red sMERVL-positive ESCs produced fewer solid EBs, and Red and Mosaic cells produced a higher proportion of mixed EBs (Fig. 4*C*). While morphology alone does not define lineage identity, these reproducible architecture shifts prompted us to test extraembryonic lineage programs directly using marker expression assays.

To probe differentiation trajectories at the transcriptional level, we performed RNA-seq after 12 days of EB differentiation in the absence of LIF. Red sMERVL ESC-derived EBs exhibited 307 upregulated and 267 downregulated genes relative to conventional ESC-derived EBs (Fig. 4, *D* and *E* and Table S3). GO enrichment analysis (clusterProfiler) identified biological processes enriched among upregulated genes, including pathways related to muscle and cardiac development, calcium handling, and contractile fiber organization (Figs. 4*F* and S13). Together, these findings demonstrate that sMERVL ESCs undergo altered and broadened differentiation programs, consistent with altered lineage potential.

### Molecular evidence of enhanced extraembryonic lineage programs during EB differentiation

To determine whether the altered EB morphologies observed in sMERVL ESCs reflect shifts in lineage specification, we performed independent EB differentiation experiments using control R1 ESCs and clonally derived Red and Mosaic sMERVL R1 lines. Bright-field imaging at day 12 revealed clear architectural differences between control and sMERVL-derived EBs (Fig. S14, *A* and *B*). Notably, both Red and Mosaic sMERVL lines exhibited a marked increase in solid, non-cavitated EBs, with a corresponding reduction in cavitated structures relative to control ESCs (Figs. S14*C* and S15, *A* and *B*), consistent with an altered differentiation trajectory.

To provide molecular validation of these morphology-based observations, cells were differentiated in the absence of LIF and harvested at days 0, 8, and 12 for quantitative RT-PCR analysis of lineage markers (Fig. S16).

We first examined canonical trophectoderm regulators. Cdx2, a master regulator of trophectoderm specification (30), was elevated at day 8 in multiple R1 Red and Mosaic MERVL-positive clones compared with control ESC-derived EBs. Elf5 (31), a key determinant of trophoblast lineage identity and downstream effector of Cdx2, was increased in most Red and Mosaic clones during differentiation. Gata3, which functions in trophoblast development and maintenance (32), was elevated in MERVL-positive clones at both day 8 and day 12. Gata2, another transcription factor implicated in trophoblast lineage regulation (33), was significantly increased in one clone and showed elevated trends in additional lines.

We next assessed primitive endoderm-associated markers. Sox17, a regulator of extraembryonic endoderm development (34, 35), was elevated in most Red and Mosaic MERVL-positive clones during differentiation. Foxa2, which contributes to endoderm specification (36), was similarly increased in several sMERVL lines (37). In contrast, Gata4 expression, although induced during EB differentiation as expected, was broadly comparable between control and sMERVL lines, suggesting selective enhancement of specific extraembryonic programs rather than generalized amplification of endoderm differentiation.

Together, these results demonstrate that sMERVL ESCs exhibit enhanced activation of both trophectoderm-associated and primitive endoderm-associated transcriptional programs during EB differentiation. The concordance between Detectron2-defined alterations in EB morphology (Fig. S12 and S15, *A* and *B*) and the induction of extraembryonic lineage regulators provides molecular support for an association between sustained MERVL activity and activation of extraembryonic lineage programs.

### Epigenome profiling of red and mosaic sMERVL ESCs

We next examined whether sMERVL ESCs are accompanied by distinctive chromatin landscapes. To do so, we analyzed H3K4me3 (38) (active promoters/transcription start sites (TSS) (39, 40, 41)) and H3K27ac (42) (active enhancers/SEs) by ChIP-seq.

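sMERVL ESCs carry a tdTomato reporter driven by MERVL, and the ChIP-seq lines were derived from ZHBTc4 ESCs, in which OCT4 can be switched off with doxycycline. The 9 lines were 3 Red clones (1-5, 1-19 and 2-10), 3 Mosaic clones (2-1, 3-1 and 3-2), conventional ESCs without doxycycline, and ESCs given doxycycline at 2 μg/ml for 48 h with LIF (+LIF/-OCT4) or without it (-LIF/-OCT4). The clone that the paper calls 1-19 Red is called 1-9 Red in the sample labels and was taken as the paper's 1-19 Red. Each line had 2 replicate libraries per mark, which makes 36 ChIP libraries. The authors aligned the reads to GRCm37, removed redundant reads and called peaks in each library separately with SICER against input DNA at an FDR of 0.001. For each peak they deposited its position, the raw counts of ChIP and input reads in it, a fold enrichment over input, a p-value and an adjusted p-value. At peaks with the same start and end in any 2 libraries of a line, the input counts were equal in 100% of cases, so each line has 1 input library behind both marks.
The total number of reads per library is not given by these values, and depth is therefore reported as the ChIP reads within called peaks. For H3K4me3 these numbered 6805297 to 12188929 in the 6 Red libraries (median 8405630) and 6977940 to 11906261 in the 6 Mosaic libraries (median 10102700). The ESC libraries had 4048396 and 5530731 such reads, the +LIF/-OCT4 libraries 4268761 and 8370061, and the -LIF/-OCT4 libraries 6127116 and 6571744. For H3K27ac the range was 11085822 to 23561153 in Red libraries (median 11617500) and 7947238 to 16997168 in Mosaic libraries (median 11382200). The ESC libraries had 16786912 and 18915322, the +LIF/-OCT4 libraries 7498296 and 10003953, and the -LIF/-OCT4 libraries 6648996 and 10897450. The fold and the pair of counts at each peak give the ratio of ChIP to input library size, and with the input depth per line this gave each library's size relative to the ESC mean of its mark. These relative sizes were 0.849 and 1.15 in ESCs, 1.80 to 3.65 in Red clones and 1.73 to 2.49 in Mosaic clones for H3K4me3. For H3K27ac they were 0.947 in replicate 1 of ESCs, with the ESC mean set to 1, 0.843 to 1.97 in Red clones and 0.587 to 1.12 in Mosaic clones.
Peaks of all libraries of a mark were merged into 44828 regions for H3K4me3 and 59353 for H3K27ac. Reads are known only inside called peaks, so read counts were compared over the regions with a peak in all 18 libraries of the mark, which were 19869 for H3K4me3 and 14065 for H3K27ac. A region without any peak in ESCs is outside these sets, and such regions were counted from the peak calls. A library with more reads yields more peaks at the same enrichment, so peak numbers were also recomputed after ChIP reads had been thinned at random to the smallest relative library size. No gene or repeat annotation of GRCm37 was used here, and regions are given by position.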

We first quantified global peak numbers across Red and Mosaic sMERVL ESCs, conventional ESCs, and differentiated ESCs. 

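In the 12 sMERVL libraries, H3K4me3 peaks numbered 34743 ± 3188 (SD, n = 12 libraries), against 28160 and 28180 in the 2 ESC libraries, a difference of 6573 peaks between the means (two-sided exact permutation test over libraries, p = 0.022, the smallest p that 12 libraries against 2 allow). All 12 sMERVL libraries had more peaks than both ESC libraries. The test treats the libraries of a clone as separate samples and compares them with 1 ESC line. Peak numbers in Red libraries ran from 29857 to 37727 and in Mosaic libraries from 32874 to 37970. sMERVL peaks covered 79.1 ± 3.52 Mb (SD, n = 12) and ESC peaks 65.0 ± 5.88 Mb (SD, n = 2). Against the 4 libraries of the -OCT4 lines, the sMERVL mean was higher by 9655.5 peaks (two-sided exact permutation test over libraries, p = 0.0011). This comparison was chosen after the groups had been seen to lie on opposite sides of ESCs, so its p-value only restates that separation. Restricting the lists to peaks with a fold over input of at least 3 changed the difference from ESCs most, to 3454 peaks (exact permutation test, p = 0.308), with 10 sMERVL libraries above both ESC libraries and both libraries of 1-5 Red below them. After thinning to equal library size the difference was 4704 peaks (exact permutation test, p = 0.132), the 1-5 Red libraries held 26012 and 25906 peaks, and the other 10 sMERVL libraries stayed above both ESC libraries.

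**Figure D1:**
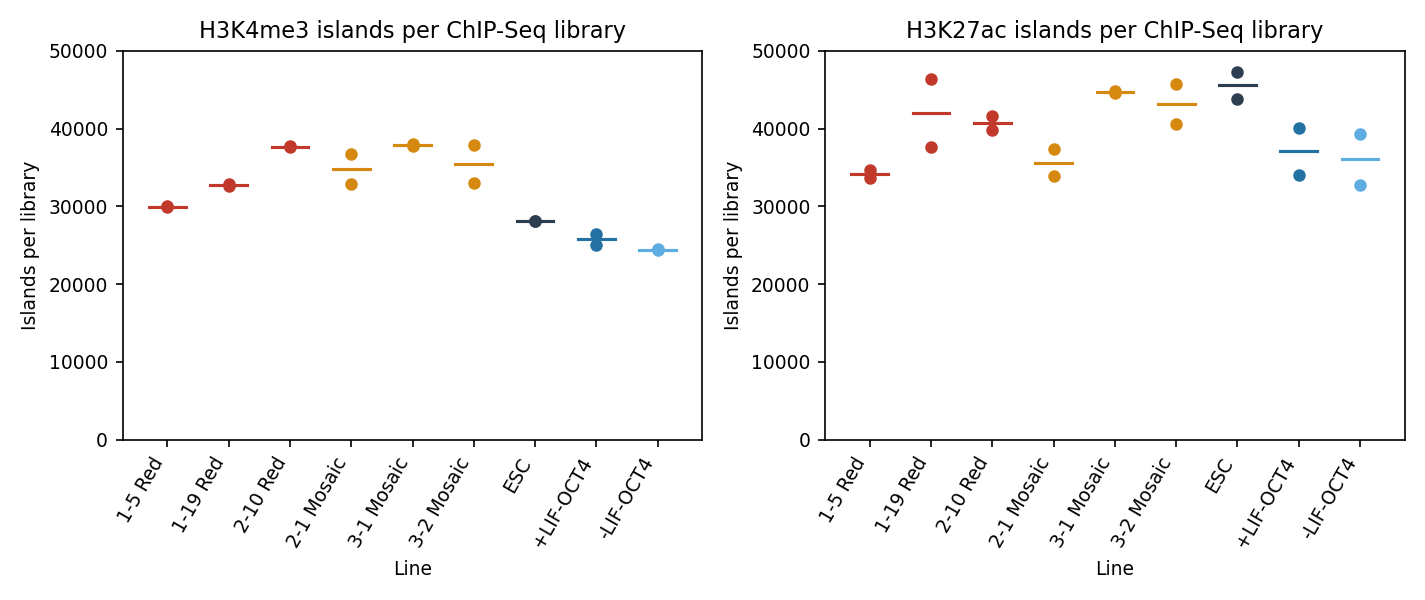
Number of peaks per library (y axis) for each line (x axis), H3K4me3 and H3K27ac in separate panels, with dots for the 2 libraries of a line and a line at their mean. All 12 sMERVL libraries lie above the ESC libraries for H3K4me3, and 8 of 12 lie below both ESC libraries for H3K27ac.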

H3K4me3 peak counts were heterogeneous but consistently elevated in Red and Mosaic sMERVL ESCs compared to ESCs and differentiated cells, ranging from ∼29,857-37,727 in Red clones (Fig. 5*A*, top). 

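H3K27ac peaks numbered 40076 ± 4667 (SD, n = 12 libraries) in sMERVL ESCs and 47288 and 43830 in the 2 ESC libraries, a difference of -5483 peaks between the means (two-sided exact permutation test over libraries, p = 0.154). None of the sMERVL libraries exceeded both ESC libraries, and 8 of 12 lay below both. Red libraries had 33663 to 46364 peaks and Mosaic libraries 33893 to 45770. The highest Red value came from replicate 2 of 1-19 Red, whose relative library size was about double that of the other Red libraries, and thinning to equal library size lowered it to 39181 peaks. Over all libraries the thinned difference from ESCs was -6013 peaks (exact permutation test, p = 0.0879). With peaks at an adjusted p-value under 1e-10 only, the difference was -6720 peaks (exact permutation test, p = 0.044), and 11 of 12 sMERVL libraries lay below both ESC libraries. The length covered by H3K27ac peaks was 156 ± 17.7 Mb (SD, n = 12) in sMERVL ESCs and 174 ± 7.73 Mb (SD, n = 2) in ESCs.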

H3K27ac peaks also increased, ranging from ∼33,663-39,794 in Red sMERVL ESCs (Fig. 5*A*, bottom). 

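With each clone taken as the mean of its 2 libraries, Red clones had 33441 ± 3925 H3K4me3 peaks and Mosaic clones 36045 ± 1602 (SD, n = 3 clones each). The difference of -2604 peaks was not larger than the spread between clones (two-sided exact permutation test over clones, p = 0.4, where 3 clones against 3 cannot go below 0.1). For H3K27ac the values were 38971 ± 4192 in Red and 41181 ± 4870 in Mosaic clones (SD, n = 3 clones each), a difference of -2210.5 peaks (exact permutation test, p = 0.5). With peaks of a fold over input of at least 3, all 3 Red clones lay below all Mosaic clones for H3K27ac, by -6477 peaks between the means (exact permutation test, p = 0.1), and after thinning the difference was -3994.5 (exact permutation test, p = 0.3). From replicate 1 of each clone alone the difference was -4579 peaks (exact permutation test, p = 0.3), and from replicate 2 alone it was 158 (exact permutation test, p = 1). Covered length gave Red clones 3.21 Mb more H3K27ac than Mosaic clones (exact permutation test, p = 0.7). The spread between Mosaic clones was smaller than that between Red clones for H3K4me3 and of similar size for H3K27ac.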

Mosaic clones tended to show slightly higher counts, consistent with a more variable transcriptional landscape. In contrast, differentiated ESCs showed reduced H3K4me3, highlighting the loss of promoter activity upon exit from pluripotency.

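The 4 libraries of ESCs with OCT4 switched off had 25088 ± 956 H3K4me3 peaks (SD, n = 4 libraries), fewer than both ESC libraries in 4 of 4 cases, and the difference between the means was -3082 peaks (two-sided exact permutation test over libraries, p = 0.133, the smallest p that 4 libraries against 2 allow). The +LIF/-OCT4 libraries had 25060 and 26447 peaks, and the -LIF/-OCT4 libraries 24357 and 24487. The mean length covered by their H3K4me3 peaks was 58.7 Mb, against 65.0 Mb in ESCs (exact permutation test, p = 0.267), with 3 of 4 libraries below both ESC libraries. H3K27ac peaks were also fewer in these lines, with 36551 ± 3712 (SD, n = 4) and a difference of -9008 peaks from ESCs (exact permutation test, p = 0.133), and again 4 of 4 libraries lay below both ESC libraries. From the lower H3K4me3 of differentiated ESCs, the paper concludes that promoter activity is lost as cells leave pluripotency.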

**Figure 5:**
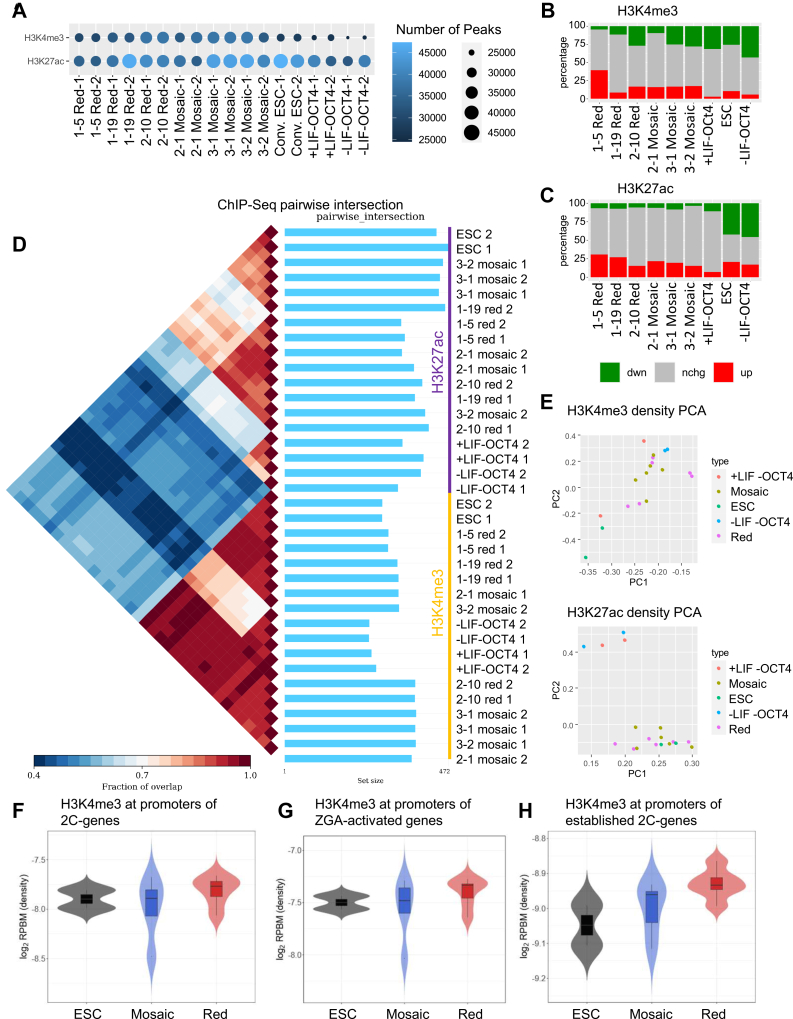
**Comparative epigenetic profiling of histone modifications in sMERVL ESCs across differentiation states.***A*, *bubble plot* showing the number of ChIP-enriched peaks for H3K4me3 and H3K27ac, with *bubble size* and *color* indicating peak counts. *B and C*, percentage change in (*B*) H3K4me3 and (*C*) H3K27ac levels across experimental conditions. *Red* indicates increased peaks and *green* indicates decreased peaks, as determined by SICER-compare analysis of multiple samples. These comparisons reveal differential epigenetic regulation in *red* and *mosai*c sMERVL ESCs relative to conventional ESCs. *D*, pairwise comparison of ChIP-enriched peak overlaps performed using Intervene. *E*, principal component analysis of normalized H3K4me3 and H3K27ac tag densities. *F* and *H*, promoter-associated H3K4me3 density at canonical 2C/ZGA gene sets. *Violin* plots show log_2_ RPBM signal density at promoter regions for (*F*) Macfarlan-defined 2C genes, (*G*) MERVL/ZGA-associated chimeric transcripts, and (*H*) curated established 2C gene sets. ESC, embryonic stem cell; sMERVL ESC, stable maintenance of MERVL-positive ESC.

To systematically compare signal dynamics, we applied SICER-compare (FDR < 0.001, FC > 1.5) (43). 

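The change in ChIP reads of each line against ESCs was tested region by region with edgeR's quasi-likelihood test, with the 18 libraries of a mark in a single fit, normalization to the relative library sizes, and the paper's criteria of an adjusted p-value under 0.001 (Benjamini-Hochberg) and a fold change over 1.5. For H3K4me3, increased regions numbered 0 in 1-19 Red, 1 in each of the other Red clones, and 0, 32 and 1 in the Mosaic clones 2-1, 3-1 and 3-2. Outside 1-5 Red, no sMERVL clone had a decreased H3K4me3 region, with 6126 to 10232 regions per clone at an unadjusted p-value under 0.05 in either direction. The -LIF/-OCT4 cells had 334 increased and 2669 decreased H3K4me3 regions, and the +LIF/-OCT4 cells had 322 and 626. For H3K27ac, -LIF/-OCT4 cells had 765 increased and 2415 decreased regions, and Mosaic clones had 46 to 665 decreased regions. Among the alternatives that use the spread between libraries, fits of only the 2 lines compared moved the H3K4me3 decreases most in the Mosaic clones 2-1 and 3-1 and the Red clones 1-19 and 2-10, to between 2856 and 4386 regions, and left 0 in 3-2 Mosaic, where DESeq2 gave 53. The fits of 2 lines gave 1541 increased H3K4me3 regions in 3-1 Mosaic, 181 in 2-10 Red and 0 to 16 in the other sMERVL clones. With DESeq2 the H3K4me3 increases numbered 49 to 240 in Red and 30 to 328 in Mosaic clones, and with TMM 0 or 1. The increases in -LIF/-OCT4 cells fell most per bp of called peak, to 24 regions for each mark. They rose most with DESeq2, to 1467 for H3K4me3 and 2209 for H3K27ac. TMM normalization, which centres the bulk of the regions at no change, moved the split of H3K27ac regions in sMERVL clones most. The share of increased regions among all changed H3K27ac regions was 2.39% in Red and 13.0% in Mosaic clones with normalization to library size, and 65.2% and 66.1% with TMM. In -LIF/-OCT4 cells TMM gave 1746 increased and 1947 decreased H3K27ac regions, and 771 and 2171 H3K4me3 regions. In simulated counts, 200 regions were raised and 200 lowered by 2-fold in 1 clone. The same fit recovered 29.25% of them for H3K4me3 and 35.75% for H3K27ac, with 0 false calls. Where so few regions change, most changes of that size would therefore be missed with 2 libraries per line. Adjusted p-values depend on how many regions change, and recovery was not simulated for changes in many regions.
Counted from peak calls instead, 1579 to 6284 H3K4me3 regions per sMERVL clone had a peak in both libraries of the clone and in neither ESC library, and 160 to 595 had a peak in both ESC libraries and in neither library of the clone. In -LIF/-OCT4 cells 673 H3K4me3 regions were gained and 2770 lost in this way. From 1 replicate of each line alone, the H3K4me3 gains were 3671 to 10317 per sMERVL clone, with 3671 and 4052 in 1-5 Red, and 1793 and 1870 in -LIF/-OCT4 cells. With peaks of a fold over input of at least 3 in the clone they were 278 in 1-5 Red and 1417 to 4669 in the other clones. For H3K27ac, 2126 to 7205 regions were lost per sMERVL clone, and -LIF/-OCT4 cells lost 11273 and gained 3647. These counts from peak calls were not thinned to equal library size. Every H3K4me3 library of the sMERVL clones was larger than both ESC libraries, and a larger library yields more peaks at the same enrichment. How much of the H3K4me3 gains comes from depth was therefore not determined.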

Red and Mosaic sMERVL ESCs showed significant increases in H3K4me3 and H3K27ac peaks relative to ESCs, whereas -LIF/-OCT4 differentiation caused pronounced losses (Fig. 5*B*). For example, the “1–5 Red” clone exhibited increased H3K4me3, while -LIF/-OCT4 cells had decreased H3K4me3. 

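In 1-5 Red, 13046 of the 19869 H3K4me3 regions were decreased and 1 was increased by edgeR's quasi-likelihood test with normalization to library size, and 99.3% of regions had a log2 fold change below 0, with a median of -0.88. With TMM normalization the median was 0.05, and 0 regions were increased and 0 decreased, with 9152 at an unadjusted p-value under 0.05. DESeq2 with its size factors called 240 regions increased and 496 decreased, and with regions that have a peak in at least 2 libraries edgeR called 391 increased and 11141 decreased. ChIP reads within H3K4me3 peaks, divided by relative library size, were 2.33 and 2.29 M in the libraries of 1-5 Red and 4.77 and 4.80 M in ESCs, while their peaks covered 78.0 and 81.1 Mb and those of ESCs 60.9 and 69.2 Mb. In -LIF/-OCT4 cells the median log2 fold change of H3K4me3 was -0.05 by library size and 0.02 by TMM.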

Two red clones also showed elevated H3K27ac compared to ESCs (Fig. 5*C*), suggesting enhancer hyperactivation.

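H3K27ac reads normalized to library size had a median log2 fold change against ESCs of -0.59 in 1-5 Red, -0.56 in 1-19 Red and -0.28 in 2-10 Red, and edgeR's quasi-likelihood test called 3936, 3249 and 412 regions decreased in these clones. With TMM normalization the medians were 0.04, 0.03 and 0.01, and the calls were 262 increased and 166 decreased regions in 1-5 Red, 166 and 72 in 1-19 Red, and 25 and 4 in 2-10 Red. With normalization to library size, 32 regions were increased and 404 decreased in all 3 Red clones. With TMM, 2-10 Red had only 4 decreased regions, so most of the 404 were not shared there. The clones share the ESC libraries as comparator. In 20 simulated draws, the clones and the ESCs were all drawn from 1 mean per region. The highest number shared by 3 clones was then 0 in either direction. With no region changed, few calls arise in any clone at this adjusted p-value. That count therefore does not show how far the shared ESC libraries make the calls of the clones coincide. The mean correlation of fold changes between Red clones across regions was 0.836, against 0.4998 in the simulated draws.
Of the 32 shared increases, those with the largest mean log2 fold change over the Red clones lay on chromosome 7 of GRCm37, from 12088801 to 12105200 and from 90553401 to 90574800. The former had 79.5 ± 12.4 normalized reads in ESCs (SD, n = 2 libraries) and 708 ± 108 in 1-5 Red, 592 ± 166 in 1-19 Red and 465 ± 26.3 in 2-10 Red, with log2 fold changes of 3.15, 2.90 and 2.54 (adjusted p = 3.6e-08, 8.0e-08 and 9.2e-06 from edgeR's quasi-likelihood test). It was also increased in the Mosaic clones, with log2 fold changes of 3.30, 3.02 and 2.93, and in +LIF/-OCT4 and -LIF/-OCT4 cells, with 2.98 and 2.62. The latter had 164 ± 5.33 normalized reads in ESCs (SD, n = 2). Its log2 fold changes were 2.95, 2.94 and 2.47 in the Red clones and 3.08, 2.50 and 2.12 in the Mosaic clones. In +LIF/-OCT4 and -LIF/-OCT4 cells they were 2.47 and 1.32, so this region too was raised in every line against ESCs. Of the 404 shared decreases, those with the largest mean change lay on chromosome 10 from 81002401 to 81009200, with log2 fold changes of -2.39, -2.18 and -1.64 in the Red clones, and on chromosome 12 from 106265401 to 106286000, with -2.51, -2.11 and -1.37. These values sum reads over called peaks and follow the called length, which on chromosome 7 was 1.5 kb in ESCs and 7.3 to 10.1 kb in Red clones at the former region. Per bp of called peak, the mean log2 fold changes of the 4 regions were 0.34, 0.56, -0.05 and -0.45, and none met the criteria in all 3 Red clones. The region on chromosome 10 did not meet them with TMM either, where its mean log2 fold change was -1.57, nor did that on chromosome 12, where it was -1.49. From H3K27ac levels above those of ESCs in a pair of Red clones, the paper proposes that enhancers are hyperactivated.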

Because peak counts and percent-change summaries can be sensitive to clone-to-clone heterogeneity, we evaluated clonal structure in the H3K27ac datasets. 

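Principal component analysis of log2 H3K27ac densities over the regions with a peak in every library placed 56.1% of the variance on the first component, which separated the 4 libraries of the -OCT4 lines (0.64 to 0.70) from all others (-0.28 to -0.06). The second component held 21.3% of the variance, with both ESC libraries at 0.40, Mosaic libraries between -0.10 and 0.26, and Red libraries between -0.42 and 0.04. The distance of a clone from ESCs, as the root mean square log2 difference per region, was 0.652 ± 0.168 in Red and 0.437 ± 0.0765 in Mosaic clones (SD, n = 3 clones each), a difference of 0.215 (two-sided exact permutation test over clones, p = 0.2, where the smallest possible is 0.1). The clones 1-5 Red and 1-19 Red were at 0.787 and 0.707, whereas 2-10 Red at 0.464 lay closer to ESCs than 2-1 Mosaic at 0.524. This order depended on the replicate: from replicate 1 alone all Red clones (0.478 to 0.747) lay farther from ESCs than all Mosaic clones (0.416 to 0.459; exact permutation test, p = 0.1), and from replicate 2 alone 2-10 Red at 0.514 lay closer than 2-1 Mosaic at 0.657 (exact permutation test, p = 0.3). The mean distance between replicate libraries of a line was 0.318, and +LIF/-OCT4 and -LIF/-OCT4 cells were at 0.934 and 0.926. Scoring each region by the presence or absence of a peak reduced the difference between Red and Mosaic clones most, to 0.0357 (exact permutation test, p = 0.5), and TMM normalization reduced it to 0.045 (exact permutation test, p = 0.4).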

Unsupervised PCA of H3K27ac profiles separates sMERVL ESCs from ESC controls and shows that Red clones exhibit a larger global shift than Mosaic clones, consistent with tdTomato intensity capturing a distinct epigenomic state. (Fig. S17*A*).

To quantify differential H3K27ac changes at the clone level, we used SICER differential output for each clone relative to the ESC control comparator and counted the number of differential increased regions (and, separately, all differential regions). 

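By edgeR's quasi-likelihood test with normalization to library size, increased H3K27ac regions numbered 69, 84 and 33 in the Red clones 1-5, 1-19 and 2-10, and 80, 37 and 6 in the Mosaic clones 2-1, 3-1 and 3-2. The means were 62.0 ± 26.2 and 41.0 ± 37.2 (SD, n = 3 clones each), and their difference of 21 regions lay within the spread between clones (two-sided exact permutation test over clones, p = 0.6, where the smallest possible is 0.1). With TMM normalization the Mosaic clones had 107, 39 and 2 increased regions, and the Red mean exceeded theirs by 102 regions (exact permutation test, p = 0.3). Fitted with only the 2 lines compared, Red clones had 67 to 140 increased regions and Mosaic clones 0 to 25, a difference of 89.3 (exact permutation test, p = 0.1). Per bp of called peak, no clone of either class had an increased region, with 1124 to 9202 regions per clone at an unadjusted p-value under 0.05. A Poisson test of the pooled reads of each clone, which takes no account of the spread between libraries, gave Mosaic clones more increased regions than Red clones, a difference of -126 regions (exact permutation test, p = 0.4). Counted from peak calls over all 59353 merged regions, 1420, 2232 and 1096 H3K27ac regions in the Red clones and 1304, 1564 and 764 in the Mosaic clones had a peak in both libraries of the clone and in neither ESC library. The difference of 372 regions (exact permutation test, p = 0.5) became -666 when only replicate 1 of each line was used (exact permutation test, p = 0.3) and 993 when only replicate 2 was used (exact permutation test, p = 0.5), which includes the large replicate 2 library of 1-19 Red.
A direct test of Red against Mosaic clones, with the 2 libraries of each clone summed and the 3 clones as replicates, found 531 H3K27ac regions at an adjusted p-value under 0.05 in edgeR's quasi-likelihood test, of which 1 was higher and 530 were lower in Red. With TMM normalization the number was 0, with 991 regions at an unadjusted p-value under 0.05, and with DESeq2's size factors 21 were higher and 12 lower. Leaving out 1-5 Red gave 21 regions and leaving out 2-10 Red gave 5685. For H3K4me3 the same test found 0 regions, with 551 at an unadjusted p-value under 0.05.

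**Figure D2:**
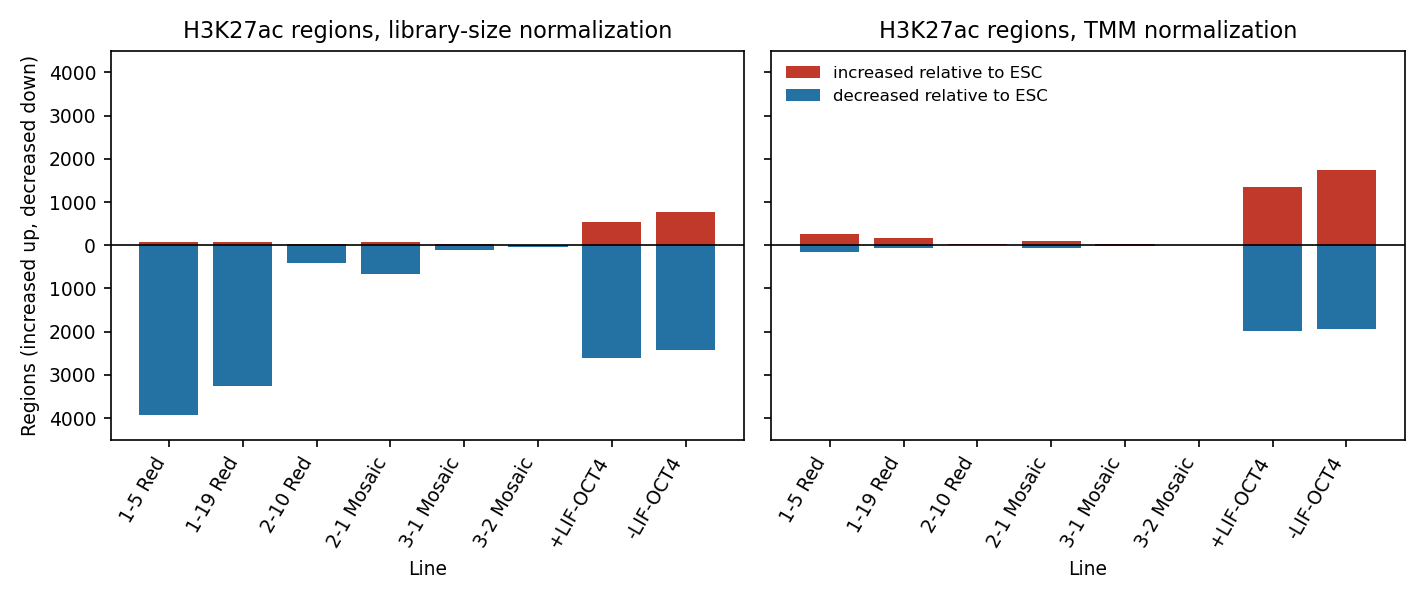
Number of H3K27ac regions increased (upward) and decreased (downward) against ESCs in each line, with normalization to library size on the left and TMM on the right. Decreased regions reach 3936 in 1-5 Red with library size, and 166 with TMM.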

While within-group variability is evident, Red clones consistently show a greater number of increased H3K27ac regions than Mosaic clones. (Fig. S17*B*).

Because global peak counts provide only a coarse summary, we next evaluated the functional context of differential histone-mark changes. Differential regions identified by SICER-compare (increased and decreased sets; Fig. 5, *B* and *C*) were analyzed using GREAT (44) to associate regions with nearby genes and to identify enriched GO Biological Process terms. GREAT summaries for H3K4me3 and H3K27ac are shown in new supplementary figures (Figs. S18 and S19), providing pathway-level interpretation of chromatin gains *versus* losses in sMERVL ESCs.

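Pairwise overlap was computed as the share of one library's peaks that overlap a peak of the other by at least 1 bp, averaged over both directions and all library pairs. H3K4me3 overlap averaged 90.1% between Red and Mosaic clones, 89.7% between different Red clones and 90.4% between different Mosaic clones. It was 87.5% between Red clones and ESCs, 85.8% between Mosaic clones and ESCs, and 82.5% and 83.4% between Red clones and -LIF/-OCT4 or +LIF/-OCT4 cells. Replicate libraries of a line overlapped by 89.7% to 93.0%. Over the 3 Red clones, overlap with Mosaic clones exceeded overlap with ESCs by 2.61 ± 3.91 percentage points (SD, n = 3 clones), and did so in 2 of 3 clones, since 1-5 Red overlapped Mosaic clones by 89.0% and ESCs by 89.2%. The Jaccard index in bp changed this result most, to 6.78 points, with Red closer to Mosaic in 3 of 3 clones. For H3K27ac the overlap was 84.1% between Red and Mosaic clones, 85.7% between different Red clones, 82.7% between different Mosaic clones, 81.4% between Red clones and ESCs, 83.5% between Mosaic clones and ESCs, and 65.8% between Red clones and -LIF/-OCT4 cells. The H3K27ac difference was 2.67 ± 1.62 points (SD, n = 3 clones) and positive in 3 of 3 clones. Overlap depends on direction where peak numbers differ: 80.1% of Red H3K4me3 peaks overlapped an ESC peak and 94.9% of ESC peaks a Red peak, whereas for H3K27ac the shares were 88.3% and 74.6%. Pairs of libraries are not independent, and no p-value was computed.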

Peak intersections using Intervene (45) showed that Red and Mosaic clones shared large fractions of H3K4me3/H3K27ac peaks, clustering more closely with one another than with ESCs or differentiated states (Fig. 5*D*). 

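The mean distance between sMERVL and ESC libraries was divided by the mean distance between libraries of different sMERVL clones, so that a ratio over 1 means that ESCs lay farther from the clones than the clones from each other. For H3K27ac this ratio was 1.24 (SD over clones 0.337, n = 6) and for H3K4me3 1.14 (SD 0.468, n = 6), a difference smaller than the spread between clones of either mark. With TMM normalization the order was the opposite, with 1.17 for H3K27ac and 1.68 for H3K4me3, and with the presence or absence of peaks the ratios were 1.09 and 1.13. Measured in the same way, the -OCT4 lines lay at 2.06 from ESCs for H3K27ac and at 1.36 for H3K4me3, and with TMM at 2.42 and 2.60. In the principal component analysis of H3K4me3, the first component held 50.6% of the variance and set the libraries of 1-5 Red (0.80 and 0.87) apart from all others, and the second held 25.5%. No p-value was computed, since there is 1 ESC line.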

PCA of H3K27ac densities across merged peaks clearly separated sMERVL ESCs from ESCs and differentiated cells (Fig. 5*E*), indicating that enhancer acetylation better discriminates the MERVL-positive state than H3K4me3.

Metagene profiles of H3K4me3 and H3K27ac across TSS to polyA regions further illustrated globally elevated activation marks in sMERVL ESCs (Fig. S20). HOMER (46) annotation confirmed enrichment of both marks in promoters, introns, and intergenic regions (Fig. S21, *A* and *B*). deepTools (47) k-means clustering identified subsets of genes with broad H3K4me3 domains and distinct H3K27ac enrichment at highly expressed loci (Fig. S21, *C* and *D*). Density comparisons against ESCs confirmed broad promoter and enhancer activation in Red and Mosaic sMERVL ESCs (Fig. S21, *E* and *F*).

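Across regions with a peak in every library, the median log2 fold change of H3K4me3 reads against ESCs, normalized to library size, was -0.37 in 1-19 Red, -0.01 in 2-10 Red, -0.15 in 2-1 Mosaic, 0.18 in 3-1 Mosaic and 0.16 in 3-2 Mosaic. For H3K27ac it was -0.26, -0.11 and -0.23 in the Mosaic clones. Per bp of called peak, the medians lay between -1.14 and 0.02 for H3K4me3 and between -0.60 and -0.10 for H3K27ac over the 6 clones. With TMM the H3K4me3 medians of all 6 clones lay between -0.08 and 0.07. Replicate libraries of a line differed by a root mean square log2 difference of 0.289 per H3K4me3 region. The restriction to shared peaks leaves out regions without a peak in ESCs, and promoters and enhancers were not separated here.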

Building on these global analyses of chromatin activation, we sought to determine whether these changes are preferentially associated with genes defining the 2C-like state. To address this, we performed gene-centric analyses of promoter-associated H3K4me3 signal across canonical 2C/ZGA gene sets (Fig. 5, *F*–*H*). Across these gene sets, we observed a consistent increase in promoter H3K4me3 signal from ESCs to Mosaic and Red sMERVL ESCs, indicating progressive promoter activation associated with the sMERVL state.

Notably, Mosaic sMERVL ESCs displayed a broader distribution of promoter H3K4me3 signal, with increased variance and a subset of loci exhibiting strong activation, consistent with a heterogeneous or transitional chromatin state. In contrast, Red sMERVL ESCs exhibited a more compact and uniformly elevated distribution, indicating coordinated and stabilized promoter activation across 2C-associated genes.

This pattern was reproducible across multiple independent gene sets, including Macfarlan-defined 2C genes (Fig. 5*F*), ZGA/MERVL-associated transcripts (Fig. 5*G*), and curated established 2C gene sets (Fig. 5*H*), demonstrating that promoter activation broadly targets genes defining the 2C-like transcriptional program.

### Enhancer remodeling in sMERVL ESCs: ERV-proximal activity and super enhancers

Given the central role of ERVs in 2C biology, we next asked whether enhancer activation is associated with MERVL loci. deepTools density analysis revealed that both MERVL-int and MT2_Mm were strongly enriched for H3K27ac in Red clones, but only weakly marked in Mosaic clones, or differentiated cells (Fig. 6, *A* and *B*). These findings indicate that ERV-associated transcriptional activity in Red clones is accompanied by proximal enhancer acetylation.

**Figure 6:**
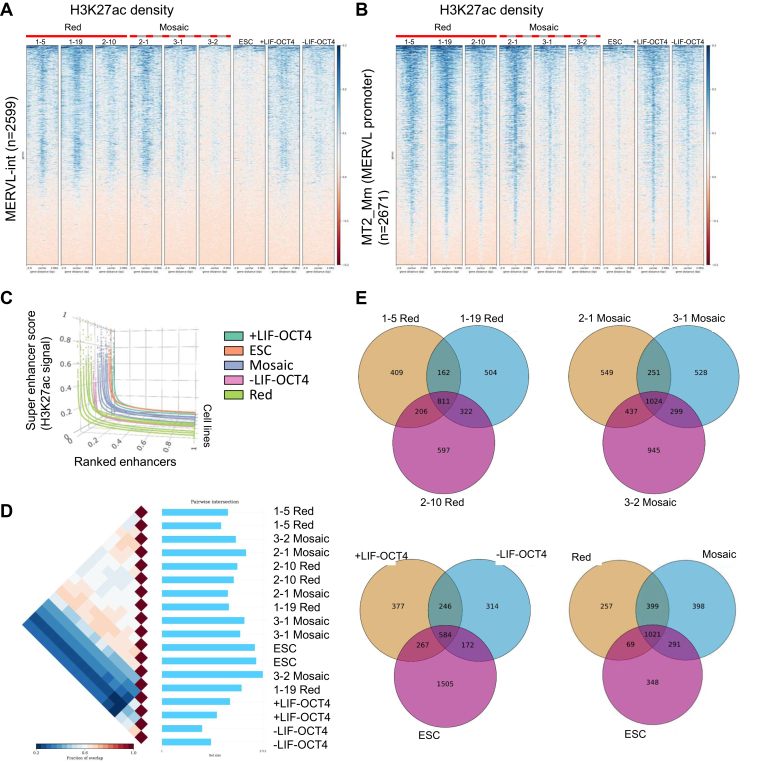
**Differential enrichment of H3K27ac and SE analysis of sMERVL ESCs.***A* and *B*, distribution of H3K27ac signals around (*A*) MERVL-int and (*B*) MT2_Mm (MERVL promoter) repeat elements, generated using deepTools. *C*, saturation curve of H3K27ac densities in sMERVL ESCs and ESCs, showing the distribution of typical enhancers and SE ranked by H3K27ac density. Normalized H3K27ac ChIP-seq signals are plotted across enhancer regions. SE were identified using HOMER (see Experimental procedures) and defined as regions with a slope >1. *D*, pairwise comparison of SE overlaps across MERVL-positive cells and ESCs under different culture conditions, performed with Intervene. *E*, venn diagram comparing shared SEs in *red* and *mosaic* clones, and ESCs, showing that the shared *red-mosaic* SE component contains both ESC-conserved and sMERVL-associated subsets. ESC, embryonic stem cell; SE, super enhancers; sMERVL ESC, stable maintenance of MERVL-positive ESC.

To extend this view, we identified SEs by ranking stitched H3K27ac peaks (HOMER (46) -superSlope −1000; merge window 12.5 kb). 

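SEs were derived from the H3K27ac peaks of each of the 18 libraries by joining peaks within 12.5 kb. A joined region was scored by its ChIP reads minus its input reads, the latter scaled by the ratio of library sizes, and SEs were the regions past a slope of 1 on the curve of ranked scores scaled to the highest. This left 18893 to 26090 joined regions per library. Scores were divided by relative library size where libraries were compared. An SE was assigned to Red or Mosaic when it was present in both libraries of at least 2 of the 3 clones, and to ESCs when it was present in both ESC libraries. HOMER itself was not used here, and the joined regions start from SICER peaks.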

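The number of SEs per library was 1372.5 ± 174 in Red and 1455 ± 98.0 in Mosaic clones (SD, n = 3 clones each), which did not differ beyond the spread between clones (two-sided exact permutation test over clones, p = 0.5, where the smallest possible is 0.1). From replicate 1 of each clone alone the difference was -183 SEs (exact permutation test, p = 0.1), and from replicate 2 alone it was 18 (exact permutation test, p = 0.9). With H3K27ac peaks that overlap an H3K4me3 peak left out, the difference was 62.7 SEs (exact permutation test, p = 0.7). Both ESC libraries had 1309 SEs, the +LIF/-OCT4 libraries 1309 and 1306, and the -LIF/-OCT4 libraries 997 and 1295. The highest SE score divided by relative library size was 29446 and 31813 in the ESC libraries, 13580 to 18443 in Red and 18265 to 27172 in Mosaic libraries. The median score of SEs on this scale was 3524 and 3574 in ESCs, 1629 to 2520 in Red and 2364 to 2739 in Mosaic libraries.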

Red sMERVL ESCs displayed high-intensity SEs distinct from Mosaic sMERVL ESCs, control ESCs, and differentiated cells (Fig. 6*C*).

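On average 82.0% of SEs overlapped between Red clone and ESC libraries (72.0% to 89.8% over library pairs), and 85.3% between Mosaic clone and ESC libraries (73.9% to 94.96%). Between Red and Mosaic clones the mean overlap was also 85.3% (64.1% to 97.6%), between different Red clones 87.7% (70.8% to 98.9%) and between different Mosaic clones 84.2%. Replicate libraries of a line overlapped by 90.7% (73.2% to 98.0%). The overlap of sMERVL clones with -LIF/-OCT4 and +LIF/-OCT4 cells was 57.1% and 58.2%. As a Jaccard index in bp, the overlap was 58.1% between Red clones and ESCs, 62.8% between Red and Mosaic clones, 70.4% between replicates and 34.1% with -LIF/-OCT4 cells.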

Overlap analysis of H3K27ac-defined SEs revealed largely condition-specific SE landscapes across sMERVL cells and ESC controls, with limited sharing between groups (Fig. 6*D*). Despite this, a subset of SEs was shared between Red and Mosaic sMERVL ESCs (Fig. 6*E*). 

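The reproducible sets held 1188 SEs in Red clones, 1160 in Mosaic clones and 1173 in ESCs. Red and Mosaic clones shared 1061 SEs, which is 89.3% of the Red set and 91.5% of the Mosaic set. The Red set held 97 SEs found neither in Mosaic clones nor in ESCs, the Mosaic set 27 such SEs and the ESC set 115.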

To determine whether these shared SEs are unique to sMERVL ESCs or conserved from ESCs, we extended the analysis to include SEs identified in conventional ESCs and performed intersections using reproducible SE sets defined within each condition across biological replicates. This analysis identified two classes of shared SEs: an ESC-conserved subset present in control ESCs and both sMERVL populations, and a smaller subset shared between Red and Mosaic cells but not detected in ESCs, representing candidate sMERVL-associated SEs (Fig. 6*E*). Thus, the shared SE component of Red and Mosaic sMERVL ESCs consists primarily of ESC-conserved elements, with a smaller fraction potentially specific to the sMERVL state. 

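Of the SEs shared by Red and Mosaic clones, 956 were present in both ESC libraries and 105 were not. Of these 105 regions, 36 were an SE in one ESC library, 104 had a score over 50% of the threshold in each ESC library, and 1 had no ESC peak. The SE of this group with the highest mean rank in Red clones lay on chromosome 7 of GRCm37 from 15714201 to 15860600. Its score divided by relative library size was 6626, 7517 and 7156 in the Red clones 1-5, 1-19 and 2-10, 10428, 6232 and 4225 in the Mosaic clones 2-1, 3-1 and 3-2, and 2218 in ESCs, where the libraries lay 166 above and below the mean. Next in rank was a region on chromosome 4 from 145834001 to 145901600, with scores of 3266, 2436 and 3218 in Red clones, 3507, 2508 and 2857 in Mosaic clones and 2056 in ESCs. Both were an SE in one ESC library, with scores of 1.18 and 1.09 times its threshold, and were below the threshold in the other, at 0.993 and 0.926.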

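The share of SEs common to Red and Mosaic clones that were also present in ESCs was 90.1% (95% Wilson interval 88.2% to 91.8%, which covers counting error only). It moved most when H3K27ac peaks overlapping an H3K4me3 peak were left out, to 66.4%. From the intersection with ESCs, the paper concludes that the shared SEs are mainly conserved from ESCs and that a smaller part may be specific to sMERVL ESCs.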

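The median fold of H3K4me3 peaks over input was 12.6 and 12.2 in the ESC libraries, 4.77 to 8.47 in Red libraries and 8.55 to 10.8 in Mosaic libraries. For H3K27ac it was 3.40 and 3.35 in ESCs, 2.38 to 3.04 in Red and 3.05 to 3.57 in Mosaic libraries. These medians were taken over all called peaks of a library. A larger library can call weaker peaks, so the medians do not separate depth from enrichment. H3K27ac reads within peaks divided by relative library size were 17.7 and 18.0 M in the ESC libraries, 11.1 to 14.1 M in Red and 13.5 to 16.2 M in Mosaic libraries, and all 12 sMERVL libraries lay below both ESC libraries. The peaks over which these reads were summed covered 168 and 179 Mb in ESCs, 147 to 190 Mb in Red and 131 to 186 Mb in Mosaic libraries. For H3K4me3, reads within peaks divided by relative library size were 3.62 to 4.85 M in the 5 clones other than 1-5 Red.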

Fingerprinting analysis of H3K4me3, H3K27ac, and Input confirmed differential coverage across samples (Fig. S22, *A*–*C*).

Together, these results indicate that MERVL-positive ESCs exhibit two layers of enhancer remodeling: (i) ERV-proximal H3K27ac enrichment associated with MERVL loci, and (ii) condition-specific SE landscapes with a partially shared regulatory component between Red and Mosaic states.

### Chromatin state modeling reveals ERV integration into H3K27ac-rich states

To provide an intuitive, mark-specific view of ERV-proximal enhancer activation, we focused on direct H3K27ac signal enrichment at MERVL-associated repeats. H3K27ac is strongly enriched at MERVL-int and MT2Mm in Red sMERVL ESCs relative to Mosaic sMERVL ESCs and controls (Fig. 6, *A* and *B*), consistent with enhancer activation at ERV loci. 

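Bins of 200 bp with a peak in both libraries of a line were assigned to H3K27ac alone, H3K4me3 alone or both marks. The share of marked bins with H3K27ac alone was 56.3% ± 4.17 in Red and 53.0% ± 2.83 in Mosaic clones (SD, n = 3 clones each), a difference of 3.29 percentage points within the spread between clones (two-sided exact permutation test over clones, p = 0.5, where the smallest possible is 0.1). From replicate 1 of each line alone, which moved the difference most, the shares were 56.5% and 56.3% (exact permutation test, p = 0.9), and with peaks of a fold over input of at least 3 they were 41.5% and 41.0% (exact permutation test, p = 1). The share with H3K27ac alone was 67.3% in ESCs, 63.0% in +LIF/-OCT4 cells and 61.6% in -LIF/-OCT4 cells. Bins with H3K4me3 alone made up 7.37% of marked bins in ESCs, 13.4% to 17.5% in Red and 13.9% to 17.3% in Mosaic clones. The marked bins covered 156 Mb in ESCs, 144 to 156 Mb in Red and 136 to 154 Mb in Mosaic clones. Overlap of these bins with repeats was not analysed here.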

A ChromHMM-based two-mark summary is provided as a supplementary analysis (Fig. S23*A*) and is interpreted conservatively given the limited number of marks.

Neighborhood enrichment revealed distinct distributions of MERVL-int: in ESCs, MERVL-int localized primarily to State 4 (H3K4me3-only), whereas in Red sMERVL ESCs it shifted into States 1 and 3 (H3K27ac-enriched), with moderate retention in State 4 (Fig. S23*B*). Mosaic sMERVL ESCs exhibited mixed enrichment across States 1/3/4, while differentiated cells favored States 3 and 4. Thus, Red sMERVL ESCs reposition MERVL into H3K27ac-rich states, aligning ERV transcription with enhancer activity.

ChromHMM applied to repeat classes showed that ERV/LTRs were preferentially enriched in Red and Mosaic sMERVL ESCs compared to ESCs or differentiated cells (Fig. S23*C*). Pearson correlations of ChromHMM enrichments clustered Red and Mosaic sMERVL ESCs together, apart from ESCs and differentiated cells (Fig. S23*D*). Analysis of RNA repeats supported this separation (Fig. S24), with low-complexity and satellite repeats showing distinct profiles. Notably, srpRNA repeats correlated specifically between red sMERVL ESCs and one mosaic clone, pointing to clone-specific features.

At the DNA repeat family level, ERVs localized predominantly to States 1 and 3 in Red and Mosaic sMERVL ESCs, while conventional and differentiated ESCs favored State 4 (Fig. S23*E*). Other repeat families (ERV1, LTR, RNA repeats) exhibited similar patterns (Fig. S25). Pearson correlations further confirmed stronger similarity between Red and Mosaic sMERVL ESCs than with ESCs or differentiated states (Fig. S23*F*).

These analyses establish that sMERVL ESCs are characterized by the redistribution of ERVs into H3K27ac-rich chromatin states, coupled with enhancer remodeling and SE establishment, which together stabilize the 2C-like transcriptional program.

## Discussion

In this study, we demonstrate that ESCs can be stably maintained in a MERVL-positive state, defined by persistent activation of MERVL elements and sustained expression of 2C-specific genes. Unlike the sporadic and heterogeneous bursts of MERVL activity in conventional ESCs, the MERVL-positive ESCs described here exhibit sustained MERVL activity over several passages, as confirmed by live imaging and flow cytometry. This persistence is accompanied by induction of canonical 2C regulators such as Zscan4 and Dux, transcription factors that are critical for early embryonic transcriptional reprogramming. Dux, a pioneer transcription factor that drives ZGA and activates MERVL transcription (8, 9), was strongly upregulated in Red sMERVL ESCs. Zscan4, expressed in 2C-stage blastomeres and transiently in ESCs (7), was also robustly induced. Although only ∼5% of ESCs typically express Zscan4 at any one time, nearly all cells activate it over successive passages (48). Our results suggest that stabilizing Dux- and Zscan4-positive cells requires an accompanying chromatin environment that permits persistent MERVL activity.

Epigenomic profiling further underscored that sMERVL ESCs possess distinct chromatin states and enhancer architectures, including elevated promoter- and enhancer-associated marks (Fig. 5), the redistribution of H3K27ac to MERVL elements (Fig. S23), and the formation of SE clusters (Fig. 6). These features distinguish Red and Mosaic sMERVL ESCs from conventional ESCs and differentiated states, supporting the idea that stabilization of the MERVL-positive state involves broad remodeling of promoter and enhancer landscapes. Our analyses of MERVL-associated enhancer acetylation provide a mechanistic link between ERV transcriptional activity and the persistence of the 2C program.

A key finding is the identification of two distinct MERVL-positive subpopulations. Mosaic clones displayed heterogeneous and fluctuating reporter activity, while Red clones exhibited uniformly high reporter expression and greater stability. These divergent expression patterns were mirrored at the transcriptomic and epigenomic levels: Red sMERVL ESCs expressed a broader repertoire of 2C-specific genes and ERVL retrotransposons, whereas Mosaic sMERVL ESCs appeared to represent an intermediate or less stable state. This heterogeneity highlights that even within MERVL-positive cells, distinct pathways may govern the acquisition and maintenance of the 2C-like state. Together, these observations support a model in which Red and Mosaic populations represent metastable, clonally propagating states within the ESC landscape that can be maintained over experimentally relevant time frames, rather than fixed or terminal cell identities.

An important insight from the transcriptomic analysis is that canonical 2C markers are not uniformly expressed across all clones. In particular, expression of individual Zscan family members varies in magnitude between Red and Mosaic lines and across clone-level comparisons. We explicitly acknowledge this heterogeneity, as Zscan genes are widely used markers of the 2C-like state. Focused reanalysis indicates that this variability reflects clone-dependent fluctuations in individual marker expression rather than absence of a 2C-like transcriptional program. When evaluated at the gene-set level, canonical 2C-associated genes show consistent activation, with Red clones exhibiting the strongest and most reproducible signal, and Mosaic clones displaying a weaker and more heterogeneous intermediate pattern. These findings underscore the importance of distinguishing between marker-level variability and program-level reproducibility, and support interpretation of sMERVL ESCs as a spectrum of 2C-like states, with Red cells representing the most robust manifestation of this transcriptional program.

Our repeat expression analyses revealed that Red sMERVL ESCs consistently upregulate multiple ERVL family retrotransposons (MERVL-int, MT2_Mm, RLTR6_Mm, ORR1A3-int, GSAT_MM), while Mosaic sMERVL ESCs uniquely upregulated RLTR13B2. Our analyses revealed correlative upregulation of RLTR6_Mm, ORR1A3-int, and GSAT_MM in Red sMERVL ESCs, suggesting these elements may serve as additional markers of the stable 2C-like state. Prior studies have shown that MERVL elements function as alternative promoters for early embryonic genes and modulate chromatin accessibility (4, 49, 50). Our data build on these findings by showing that different ERVL subfamilies contribute variably to 2C identity depending on cellular context, suggesting specialized regulatory roles for distinct retrotransposons in stabilizing or destabilizing totipotency.

The connection between ERV activity, transcription factor networks, and chromatin remodeling revealed here provides new insight into how ESCs toggle between pluripotency and totipotency. Evolutionary co-option of retrotransposons into host regulatory networks may explain why MERVL and related ERVs are central to ZGA and to the 2C program. By capturing a stable MERVL-positive state, we provide a tractable *in vitro* system to interrogate how ERV-driven transcription shapes developmental potential and to test whether modulation of enhancer states can shift cell fate.

Functionally, sMERVL ESCs demonstrated altered differentiation outcomes in EB assays and these phenotypes were supported by increased expression of extraembryonic lineage regulators during EB differentiation. These results support the idea that stabilization of the 2C program directly influences lineage trajectories, reinforcing the link between ERV activation, chromatin remodeling, and altered differentiation behavior. Conventional ESC cultures, in which MERVL + cells are rare and transient, are limited for such studies. By contrast, sMERVL ESCs provide an enriched and reproducible model for dissecting totipotent-like features.

Importantly, the altered morphology of sMERVL-induced EBs is accompanied by transcriptional activation of both trophectoderm and primitive endoderm regulators. Cdx2 and Elf5 define the trophoblast lineage hierarchy (30, 31), while Gata3 and Gata2 function in trophoblast development and maintenance (32, 33). In parallel, Sox17 and Foxa2 regulate extraembryonic endoderm specification (34, 35, 36), whereas Gata4 is broadly induced during endoderm differentiation. The coordinated induction of these extraembryonic programs suggests that stable MERVL-positive ESCs possess increased differentiation plasticity *in vitro*. These findings align with prior reports demonstrating that 2C-like cells exhibit increased contribution to extraembryonic lineages.

While the differentiation phenotypes observed in EB assays support altered lineage behavior and increased plasticity, these assays do not provide definitive evidence of expanded developmental potency *in vivo*. Future studies using *in vivo* functional assays, such as chimera formation, will be required to rigorously assess developmental potential.

Taken together, our findings establish that the stable maintenance of 2C-like cells is achievable *in vitro* and that this state is defined by coordinated regulation of transcription factors, retrotransposons, and chromatin states. By elucidating the molecular and epigenetic features of sMERVL ESCs, our study extends current understanding of how ESCs access the 2C-like state and demonstrates that this state can be captured and sustained. These results not only illuminate fundamental principles of early embryonic gene regulation but also provide a foundation for future investigations into ERV biology, reprogramming, and regenerative medicine. In summary, the establishment of stable 2C-like cells offers a robust new model for investigating the interplay between retroelements, chromatin organization, and developmental potential in mammalian cells.

## Experimental procedures

### ESC cell culture

ESCs were cultured according to previously established methods with some alterations (51, 52). ZHBTc4 ESCs (OCT4-regulatable (53)) and R1 ESCs were maintained feeder-free on gelatin-coated tissue culture dishes in ESC medium (DMEM, 15% FBS, LIF/ESGRO) at 37 °C and 5% CO_2_, supplemented with 1.5 μm CHIR99021 (GSK3 inhibitor). ZHBTc4 ESCs are widely employed to study both self-renewal and differentiation, as they retain pluripotency under maintenance conditions yet can be driven to differentiate through OCT4 downregulation. Unless otherwise indicated, “conventional ESCs” refers to cultures maintained in LIF without doxycycline. To downregulate OCT4, ZHBTc4 ESCs were cultured in the same medium supplemented with doxycycline (2 μg/ml). R1 ESCs were maintained under feeder-free, LIF-supported conditions and were used for independent derivation of MERVL-positive lines and EB differentiation experiments as described in the Results. For differentiation experiments, ESCs were cultured in the absence of LIF (± doxycycline as indicated). Cells were routinely passaged after PBS washing and trypsin dissociation using serological pipettes (sc-200279, sc-200281).

### Generation and isolation of MERVL reporter-positive ESCs

To isolate MERVL/2C-like cells, we used a MERVL promoter-driven 2C::tdTomato reporter plasmid (4) (Addgene #40281) and modified it to include a HisD selectable cassette (from pENTR-R2L3-cGR-ID; Addgene #139541). Both ZHBTc4 and R1 ESCs were transfected with the modified reporter using Lipofectamine 2000 and selected with histidinol (800 μm−1.6 mM). After selection, resistant populations were expanded and tdTomato-positive cells were prospectively isolated by FACS and then clonally expanded to establish independent reporter-positive ESC lines. Throughout the manuscript, “stable MERVL-positive (sMERVL)” refers to clonally derived tdTomato-positive lines that maintain a substantial tdTomato-positive fraction upon expansion. ZHBTc4 ESCs were used for OCT4-regulatable experiments and initial reporter characterization (Fig. 1*A*), whereas R1 ESCs were independently transfected and used to validate reproducibility of stable MERVL-positive line derivation across genetic backgrounds.

### Flow cytometry analysis

For flow cytometry, ESCs were washed with 1 × PBS, dissociated with trypsin to single cells, and resuspended at 1 × 10^6^ cells/ml in FACS buffer (PBS + 1% FBS). tdTomato gates were defined using parental reporter-negative ESCs and/or a tdTomato-positive control population (as indicated), and applied consistently across experiments. Dead cells were excluded by DAPI staining, and live reporter-positive cells were defined as tdTomato+/DAPI−. Flow cytometry data were collected on a BD LSR II and analyzed using FlowJo software (https://www.flowjo.com/). Experiments were performed with three biological replicates.

### Quantitative RT-PCR

Control R1 ESCs and independently derived Red and Mosaic MERVL-positive R1 clones were subjected to EB differentiation in the absence of LIF. Cells were harvested at day 0, day 8, and day 12 of differentiation. Total RNA was isolated using the Qiagen RNeasy Mini Kit according to the manufacturer’s instructions. RNA concentration and purity were assessed spectrophotometrically prior to reverse transcription using a Nanodrop. cDNA synthesis was performed using the High-Capacity cDNA Reverse Transcription Kit (Applied Biosystems) with random primers, following the manufacturer’s protocol. Quantitative real-time PCR was conducted using a SYBR Green 2X Master Mix on a QS5 real-time PCR system. Relative gene expression levels were normalized to 18S rRNA and calculated using the ΔΔCt method.

### Real-time imaging

The 2C::tdTomato ES cells were imaged every 30 min over a period of 72 h using the Sartorius IncuCyte SX five live-cell imaging system. The analysis focused on assessing the tdTomato area relative to the phase area (which corresponds to the ES cell colony size) and the total tdTomato area, measured in μm^2^/image. Representative images are displayed in Figure 1, *I* and *J*

### Training a Detectron2 model for precise segmentation of embryoid body images

#### Data preparation

We applied a machine learning approach, using a Detectron2 model (https://github.com/facebookresearch/detectron2), to quantify variations and to segment EBs into several morphological categories: solid, asymmetric, cavitated, and mixed. This approach was used to reduce subjective manual scoring and to enable consistent quantification of EB morphology distributions across conditions. For each sample, morphology composition was summarized both by EB number and by EB area derived from segmentation masks. The dataset was manually annotated using annotation software capable of exporting annotations in COCO JSON format (https://www.makesense.ai/). We used the polygon tool for object annotation and exported the annotations as a single file in COCO JSON format.

#### Model training

We installed Detectron2 by cloning the repository from GitHub and setting up the environment with necessary dependencies. The installation process involved the following steps.

#### Model configuration and training

We configured the Detectron2 model for instance segmentation using the DefaultPredictor class from Detectron2. The configuration steps included setting up the model configuration, specifying the dataset, and defining the training parameters.

#### Model testing and evaluation

We tested the trained model on a set of validation images. The images were preprocessed and fed into the model for prediction. The output masks were visualized to assess the model’s performance in segmenting the EBs.

### ChIP-seq analysis

ChIP-Seq experiments followed previously described methods with some modifications (54, 55). We used the rabbit monoclonal antibody H3K4me3 (17–614) from Millipore and the rabbit polyclonal H3K27ac (ab4729) from Abcam. Briefly, ESCs were crosslinked using 1% formaldehyde for 10 min at 37 °C. The fixed cells were then frozen at −80 °C. Later, these cell pellets were thawed and sonicated. For ChIP assays, extracts from four million cells were used along with 4 μg of antibody. The ChIP-enriched DNA was processed using the NEBNext Ultra II End Repair/dA-Tailing module, followed by ligation of Illumina adapters. PCR was conducted with the Phusion 2X High Fidelity PCR master mix. The prepared ChIP libraries were then sequenced using Illumina HiSeq platforms following the manufacturer's protocols. Sequence reads were aligned to the mouse genome (GRCm37) *via* bowtie2 (56) using default settings. For data processing, previously outlined C++ programs (57) were utilized for: converting SAM-formatted files to BED6 format from bowtie2 (Sam2Bed6_Bowtie2), removing redundant reads from a BED6 file (RemoveRedundantReads), and converting a BED6 files to a BEDGraph file (GenerateRPBMBasedSummary).

ChIP-Seq enriched regions (peaks) were detected by comparing them against control Input DNA using SICER (43). The settings applied were a window size of 200 bp, a gap size of 400 bp, and an FDR of 0.001. For analyzing multiple samples, the SICER-compare function was used with criteria of FDR< 0.001 and a fold-change >1.5. Normalization of ChIP-Seq libraries was carried out based on the size of the library, employing the RPBM metric (reads per base per million reads) to measure densities in genomic areas from ChIP-Seq datasets. The analysis included two biological replicates. Visualization of the normalized ChIP data was achieved through the UCSC genome browser.

### RNA-seq analysis

Poly-A mRNA was extracted using the NEBNext Ultra II RNA Library Prep Kit for Illumina. RNA-Seq libraries were sequenced on an Illumina system in accordance with the manufacturer’s instructions. Sequence reads were aligned to the mouse genome (GRCm37) using bowtie2 (56) with default settings. The RPKM metric (reads per kilobase of exon model per million reads) (58) was used to measure the mRNA expression levels of genes from RNA-Seq data. Genes showing DE were determined using edgeR, applying criteria of an FDR less than 0.001 and a fold change greater than 1.5) (59). RNA-Seq analysis was conducted with three biological replicates.

To further evaluate clone-level heterogeneity of canonical 2C markers, additional targeted analyses were performed on DE results from control-versus-clone comparisons. Established 2C-associated genes and Zscan4-family genes were examined separately to distinguish variability in individual markers from coordinated activation of the broader 2C-like transcriptional program. For each clone, we quantified mean log2 fold-change, the fraction of significantly upregulated genes within the established 2C gene set, and the distribution of log2 fold-changes across the gene set.

### FLEX-seq single-cell RNA sequencing

Single-cell RNA sequencing was performed using the 10x Genomics Chromium Single Cell Gene Expression Flex platform with the Chromium Mouse Transcriptome Probe Set v1.0.1 (mm10–2020-A). Libraries were generated according to the manufacturer’s protocol and sequenced on an Illumina platform. A total of 1.45 billion reads were obtained for the pooled Flex library. The mean reads per cell was 18,003, with a median of 10,145 UMI counts and 4166 genes detected per cell. Across samples, 10,243 to 19,241 cells were recovered per replicate, yielding robust coverage of transcriptional heterogeneity. Reads mapped efficiently to the probe set, with 98.29 percent of reads mapped to the probe set and 97.31 percent confidently mapped in cells. Sequencing saturation was 9.58 percent. In total, 16,425 genes were detected across the dataset. Raw base call files were demultiplexed and converted to FASTQ format using Cell Ranger (v8.0.1) (https://www.10xgenomics.com/support/software/cell-ranger/latest). Alignment and gene counting were performed against the mm10 reference genome (refdata-cellranger-mm10–1.2.0) using the Cell Ranger multi workflow with probe barcode demultiplexing enabled. The create-bam option was specified to retain aligned BAM files for downstream analyses. Six biological samples were analyzed across three experimental conditions, each with two independent replicates: control ESCs (ZHBTc4 ESC), red 2c::tdTomato-positive ESC clones, and mosaic 2c::tdTomato-positive ESC clones. Gene-barcode count matrices generated by Cell Ranger were used for downstream analysis.

### Single-cell data processing and RNA-only clustering analysis

Downstream analyses were conducted in R using Seurat v5. Cells were filtered to remove low-quality profiles, excluding cells with low gene detection and cells with greater than 20 percent mitochondrial transcripts, as well as cells with abnormally high gene counts indicative of potential doublets. After quality control filtering, 68,135 high-quality cells were retained for analysis. Gene expression values were normalized using SCTransform, and highly variable genes were identified for dimensionality reduction. Principal component analysis was performed, and the top principal components were used to construct a shared nearest neighbor graph. Clustering was performed using the Louvain algorithm on the RNA assay. Uniform manifold approximation and projection was computed on the RNA assay using principal components. To preserve condition-associated transcriptional structure, clustering and visualization were performed using a non-integrated RNA-only workflow rather than integrated embeddings.

### Cluster frequency analysis

To assess condition-dependent changes in cellular composition, cluster frequencies were calculated for each biological replicate. The proportion of cells assigned to each cluster was determined by dividing the number of cells in that cluster by the total number of cells in the replicate.

### Single-cell 2C gene program activity analysis

2C-associated gene program activity was evaluated using curated gene sets derived from previously published 2C-gene signatures (4). For each cell, gene set activity was quantified as the average normalized expression of genes within each set. In parallel, the number of detected genes per set was calculated to assess per-cell gene activation. Gene set activity was visualized across UMAP embeddings (Fig. 3, *G*–*I*). These analyses were used to assess condition-dependent enrichment and distribution of 2C-associated transcriptional activity across the transcriptional manifold.

### Chromatin state learning

Chromatin states in MERVL-positive ESCs were determined using ChromHMM v1.2 (60), which utilizes a multivariate Hidden Markov Model approach. The ChromHMM model was configured by merging data on histone modifications (ChIP-enriched peaks, refer to ChIP-Seq methods described previously) specifically for H3K4me3 and H3K27ac. For each ChIP-Seq dataset, peaks were evaluated in 200 bp bin intervals across the genome. These bins were classified into two categories: 1 for peak enrichment and 0 for no enrichment. A four-state model was chosen because it effectively identified key combinatorial patterns of histone modifications across the genome.

### Chromatin state annotations

The four chromatin states in the ESC epigenome were annotated using CpG islands from the UCSC Genome Browser, and genic features such as TSS, transcription end sites, genes, exons, and introns were incorporated into ChromHMM using ENCODE annotations, following previously described methods.

### SE analysis

SEs marked by H3K27ac was detected using HOMER (46). Initially, all enhancers were evaluated using the findPeaks function of HOMER and plotted with the addition of the "-superSlope −1000" parameter. H3K27ac peaks within 12.5 kb of each other were consolidated. The signal of each SE area was derived by deducting the count of normalized input reads from the count of normalized reads. These areas were then sorted, scaled relative to the highest value, and the quantity of typical enhancer regions was calculated. SE were designated as areas exceeding a slope of 1 (slope >1).

### Metascape network analysis

Metascape (28) was used to perform GO functional annotation and to provide functional insights into genes. This included GO enrichment analysis covering biological processes, canonical pathways, and WikiPathways results. Additionally, protein network analyses were carried out using Metascape.

### Heatmaps

The "computeMatrix" and "plotHeatmap" functions in the DeepTools (47) software suite were used to generate heatmaps and profile plots for histone marks and transcription factor binding from ChIP-seq datasets. These visualizations focused on regions extending from -3kb to +3 kb around the peak centers.

## Ethics approval and consent to participate

Not applicable.

## Consent for publication

All authors have read and approved the final version of this manuscript.

## Statistics and reproducibility

We generated biological duplicate H3K4me3 and H3K27ac ChIP-Seq datasets. We also generated biological triplicate RNA-Seq datasets, and biological duplicate FLEX-Seq scRNA-Seq datasets.

### Data availability

The sequencing data from this study have been submitted to the NCBI Gene Expression Omnibus under accession no. GSE275030.

## Supporting information

This article contains supporting information.

## Conflict of interest

The authors declare that they have no conflicts of interest with the contents of this article.

# Supplementary material for: Stable maintenance of MERVL-positive embryonic stem cells reveals sustained transcriptional programs and enhancer remodeling
**Source:** J Biol Chem. 2026 May 15;302(7):113166. doi: 10.1016/j.jbc.2026.113166
**Supplement:** Supplementary Material

## SUPPLEMENTARY INFORMATION

Stable maintenance of MERVL-positive embryonic stem cells reveals sustained transcriptional programs and enhancer remodeling

Rui Geng<sup>1-2</sup>, Benjamin L. Kidder<sup>1-2\*</sup>

Running title: Stable maintenance of MERVL-positive ESCs.

## **Supplemental Figures**

### **Figure S1. Flow cytometry analysis of MERV<sub>L</sub> expression in ESCs.**

Flow cytometry analysis of the 2C::tdTomato reporter to detect MERV<sub>L</sub> expression in ESCs. Dead cells were excluded using DAPI staining, and live reporter-positive populations are indicated as tdTomato<sup>+</sup>/DAPI<sup>-</sup>.

### **Figure S2. Clonal stability of single-cell-derived Red and Mosaic MERV<sub>L</sub>-positive ESCs.**

(A) Flow cytometry analysis of secondary single-cell-derived clones generated from representative Red and Mosaic MERV<sub>L</sub>-positive ESC lines. Individual tdTomato-positive cells were isolated by FACS, plated at clonal density, expanded, and reanalyzed for MERV<sub>L</sub> promoter-driven 2C::tdTomato reporter activity. (B) Quantification of tdTomato dynamics in secondary clones over time. Curves show total tdTomato-positive area and tdTomato-to-phase area ratios measured by live-cell imaging, with quantitative analysis focused on a 24-hour post-sorting window. (C) Representative bright-field and fluorescent images of single-cell-derived Red and Mosaic clones at indicated time points.

### **Figure S3. Detection and isolation of MERV<sub>L</sub> reporter-positive cells in R1 ESCs.**

(A) Flow cytometry analysis of parental R1 ESCs (left) and R1 ESCs following transfection with the MERV<sub>L</sub> promoter-driven 2C::tdTomato reporter (right). Dead cells were excluded using DAPI staining prior to analysis, and live reporter-positive populations are indicated as tdTomato<sup>+</sup>/DAPI<sup>-</sup>. Percentages of tdTomato-positive cells are indicated within gates.

**Figure S4. Clonal characterization and live-cell analysis of MERV L reporter-positive R1 ESC lines.**

(A) Flow cytometry histograms of tdTomato fluorescence intensity in independently derived R1 MERV L reporter-positive clones. Representative Red and Mosaic clones are shown. Percentages indicate the fraction of tdTomato-positive cells within the gated population. (B) Representative bright-field and tdTomato fluorescence images of Red and Mosaic R1 reporter-positive clones. (C) Quantification of tdTomato signal during live-cell imaging, with analysis focused on a 48-hour interval. Left, tdTomato-positive area normalized to phase area over time for individual clones. Right, cumulative tdTomato signal over time. (D-E) Representative live-cell imaging frames of Red (D) and Mosaic (E) R1 MERV L reporter-positive clones at 0 h and 48 h under self-renewal conditions.

**Figure S5. Differential RNA-Seq expression analysis of sMERVL ESCs.**

Volcano plot of differentially expressed genes identified between Red and Mosaic sMERVL ESCs and conventional ESCs. Points represent genes, plotted by log<sub>2</sub> fold change (log<sub>2</sub>FC) on the x-axis and p-value significance on the y-axis. Grey points are not significantly differentially expressed (NS), green points signify significant log<sub>2</sub>FC, blue points indicate significant p-values, and red points mark genes with both significant log<sub>2</sub>FC and p-values, highlighting the most differentially expressed genes in Red and Mosaic sMERVL ESCs vs. conventional ESC comparison.

**Figure S6. MA plots of differential expression in sMERVL ESCs relative to conventional ESCs.**

MA-plots were used to compare gene expression in Red and Mosaic sMERVL ESCs to that in conventional ESCs. The plot maps the normalized mean expression levels on the x-axis against the log<sub>2</sub> fold changes on the y-axis for each gene. Red dots in the plot denote genes that are significantly downregulated, whereas blue dots represent those that are upregulated.

**Figure S7. Clone-level expression of 2C-associated genes in sMERVL ESCs.**

(A) Dot plot showing mean log<sub>2</sub> fold-change (color scale) and statistical significance (dot size,  $-\log_{10}$  FDR) for established 2C-associated genes across individual sMERVL ESC clones. Genes are displayed on the y-axis and clones on the x-axis. (B) Mean log<sub>2</sub> fold-change of selected Zscan4-family genes across individual Mosaic and Red sMERVL ESC clones relative to control ESCs. Bars are grouped by clone and colored by condition.

**Figure S8. Gene ontology analysis of differentially expressed genes in sMERVL ESCs.**

Clusterprofiler GO term analysis of genes that are upregulated (left; activated) or downregulated (right; suppressed) in Red (left panels) and Mosaic (right panels) sMERVL ESCs compared to conventional controls. Enriched GO terms highlight the biological processes and pathways predominantly activated or repressed in these distinct ESC populations, revealing key pathways that are differentially regulated between the cell types.

**Figure S9. Gene ontology enrichment and protein interaction networks of genes enriched in Red sMERVL ESCs.**

(A) Cytoscape visualization of Metascape enrichment analysis, depicting gene ontology clusters specifically activated in Red sMERVL ESCs. (B) Protein interaction networks identified by Metascape, illustrating biochemical assemblies and signaling pathways enriched in Red sMERVL ESCs. Nodes are color-coded by gene ontology enrichment p-value, and protein-protein interaction clusters are annotated in corresponding colors.

**Figure S10. TRRUST analysis of transcription factor targets in sMERVL ESCs using metascape.**

TRRUST analysis identifies and highlights the targets of transcription factors (TFs) whose expression is notably enriched in Red sMERVL ESCs.

**Figure S11. Volcano plots and heat map clustering of differentially expressed genes in sMERVL ESCs.**

(A) Volcano plots display the differential expression of repeat elements (left) and family members (right) between Red and Mosaic sMERVL ESCs compared to conventional ESCs. Each point represents a gene, plotted by log<sub>2</sub> fold change (log<sub>2</sub>FC) on the x-axis and p-value significance on the y-axis. Grey points indicate genes without significant differential expression, green points denote significant log<sub>2</sub>FC, blue points represent significant p-values, and Red points highlight genes that are significantly different in both log<sub>2</sub>FC and p-values, showcasing the most distinctively expressed genes in the comparison between Red and Mosaic sMERVL ESCs versus conventional ESCs. Heat maps illustrate

the clustering of differential expression for repeat elements (**B**) and family members (**C**) in Red and Mosaic sMERVL ESCs relative to conventional ESCs, highlighting patterns of gene expression variations across these groups.

**Figure S12. Day 12 embryoid body differentiation and morphological segmentation using Detectron2**

(A) Tile of image segmentation using Detectron2, with each color denoting a different EB.  
(B) Bright field microscopy tiled image displaying the differentiation of EBs at day 12, highlighting Red and Mosaic sMERVL ESCs.

**Figure S13. Enrichment of gene ontology (GO) terms in differentiated expressed genes of Red sMERVL ESCs during EB differentiation compared to conventional ESCs**

Clusterprofiler analysis reveals GO terms enriched in both activated and suppressed genes for groups of 1-5 Red sMERVL ESCs compared to conventional EBs.

**Figure S14. Day 12 embryoid body morphology and quantitative segmentation analysis.**

(A) Representative bright-field images of day 12 embryoid bodies (EBs) generated from R1 control ESCs and independently derived Red and Mosaic MERVL-positive R1 ESC clones. (B) Detectron2-based instance segmentation overlays for corresponding day 12 EBs shown in (A). Individual EBs are segmented and color-coded according to morphology class. (C) Quantification of EB morphology distribution at day 12. Top panel,

proportion of EBs by morphology class based on object number. Bottom panel, proportion of total EB area assigned to each morphology class. Morphology categories include solid, cavitated, mixed, and asymmetric.

**Figure S15. Day 12 embryoid body differentiation in R1 ESCs and MERVL-positive clones.**

(A) Representative bright-field images and corresponding Detectron2 segmentation outputs of day 12 EBs derived from R1 control ESCs and Red and Mosaic MERVL-positive R1 clones. Segmented EBs are shown with color overlays corresponding to classification categories. (B) Bright-field images of day 12 EBs derived from R1 control ESCs and independently derived Red and Mosaic MERVL-positive R1 clones.

**Figure S16. qRT-PCR analysis of extraembryonic lineage marker expression during EB differentiation.**

Quantitative RT-PCR analysis of lineage marker expression in R1 control ESCs and independently derived Red and Mosaic MERVL-positive R1 clones during embryoid body (EB) differentiation. Cells were harvested at day 0 (ESC), day 8 EB, and day 12 EB. Gene expression levels are shown. Expression values are normalized to R1 ESC day 0 levels as indicated on each axis. Bars represent mean  $\pm$  SEM.

**Figure S17. Principal component analysis and H3K27ac differential peak summary.**

(A) Principal component analysis (PCA) of bulk RNA-seq samples grouped by condition. Axes represent the first two principal components with the percentage of variance

explained indicated. **(B)** Quantification of H3K27ac differential regions identified by SICER analysis. Left, number of regions with increased H3K27ac signal relative to control ESCs. Right, total number of differential H3K27ac regions identified by SICER.

**Figure S18. GREAT analysis of SICER-identified differential H3K4me3 regions in Red and Mosaic MERVL-positive ESCs.**

Bubble plot summarizing Gene Ontology (GO) biological process terms identified by GREAT analysis of SICER-defined differential H3K27ac regions between Red MERVL-positive ESCs and control ESCs, and between Mosaic MERVL-positive ESCs and control ESCs. Each column represents an individual sample comparison. Dot size indicates the number of genes assigned to each GO term, and color intensity reflects  $-\log_{10}(q \text{ value})$ . Direction of differential enrichment (increased or decreased H3K27ac relative to control ESCs) is indicated below the x-axis.

**Figure S19. GREAT analysis of H3K27ac differential regions across individual Red and Mosaic MERVL-positive ESC clones.**

Bubble plot showing GO biological process enrichment from GREAT analysis of SICER-identified differential H3K27ac regions for individual Red and Mosaic MERVL-positive ESC clones compared with control ESCs. Each column corresponds to a specific clone-level comparison. Dot size represents the number of genes associated with each GO term, and color intensity corresponds to  $-\log_{10}(q \text{ value})$ . Terms are displayed for regions with differential H3K27ac signal relative to control ESCs.

**Figure S20. Genome-wide H3K4me3 and H3K27ac density profiles across RefSeq genes.**

Average density profiles of (A) H3K4me3 and (B) H3K27ac across all RefSeq genes, spanning transcription start sites (TSS) to polyadenylation sites (pA). Genes were stratified into quartiles based on expression levels in conventional ESCs, illustrating global patterns of histone modifications and the distinctive epigenetic landscapes of Red and Mosaic sMERVL ESCs.

**Figure S21. Epigenome profiling of H3K4me3 and H3K27ac in sMERVL ESCs.**

HOMER annotation of (A) H3K4me3 and (B) H3K27ac peaks in Red and Mosaic sMERVL ESCs, conventional ESCs, and ESCs cultured in differentiation conditions, which revealed enrichment of peaks in promoter, intergenic, and intronic regions. deepTools was used to generate heatmap density profiles of (C) H3K4me3 and (D) H3K27ac ChIP-Seq signals in ESCs around transcriptional start sites (TSS) and gene body regions generated. Row linked heatmaps show k-means clusters of genes with similar histone modification profiles. Scatter plot of (E) H3K4me3 and (F) H3K27ac densities in Red and Mosaic sMERVL ESCs relative to conventional ESCs.

**Figure S22. Fingerprints of ChIP signal-to-noise ratios.**

DeepTools facilitated the generation of ChIP-seq fingerprint profiles, which illustrate the cumulative sum of per-base coverage across each analyzed genomic bin.

**Figure S23: Chromatin state analysis and repeat element enrichment in sMERVL ESCs.**

(A) ChromHMM identification of four chromatin states defined by H3K4me3 and H3K27ac, delineating active regions in sMERVL ESCs. (B) ChromHMM enrichment of MERVL-int elements across chromatin states in sMERVL ESCs, conventional ESCs, and ESCs under differentiation conditions. (C) ChromHMM enrichment of DNA repeat classes across chromatin states in the same conditions. (D) Pearson correlation analysis of ChromHMM enrichment for LTR (top) and LINE (bottom) repeats. (E) ChromHMM enrichment of repeat families across chromatin states in ESCs. (F) Pearson correlation analysis of ChromHMM enrichment for ERV (top) and ERVL (bottom) repeats.

**Figure S24. Pearson correlation of ChromHMM enrichment for DNA repeat across chromatin states in sMERVL ESCs.**

Pearson correlation analysis of ChromHMM enrichment analysis of repeat classes in different chromatin states identified in sMERVL ESCs, ESCs, and differentiated cells. The analysis provides insights into the relationships and patterns of chromatin organization associated with repeat elements in these cells.

**Figure S25. Pearson correlation of ChromHMM enrichment for DNA family members across chromatin states in ESCs.**

Pearson correlation analysis of ChromHMM enrichment analysis of repeat family members in different chromatin states identified in sMERVL ESCs, ESCs, and differentiated cells.

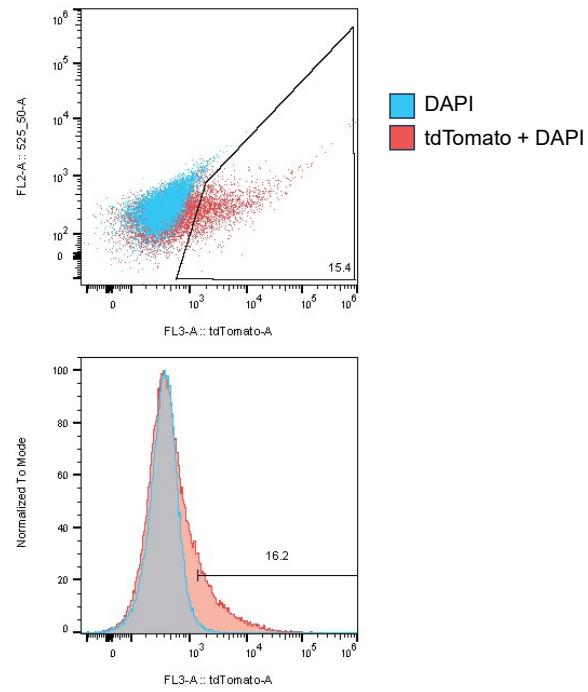

Figure S1

**A**

2c::tdTomato ESC (ZHBTC4)

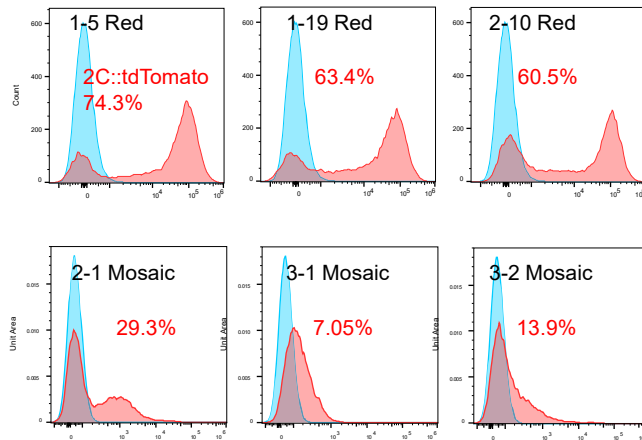**B**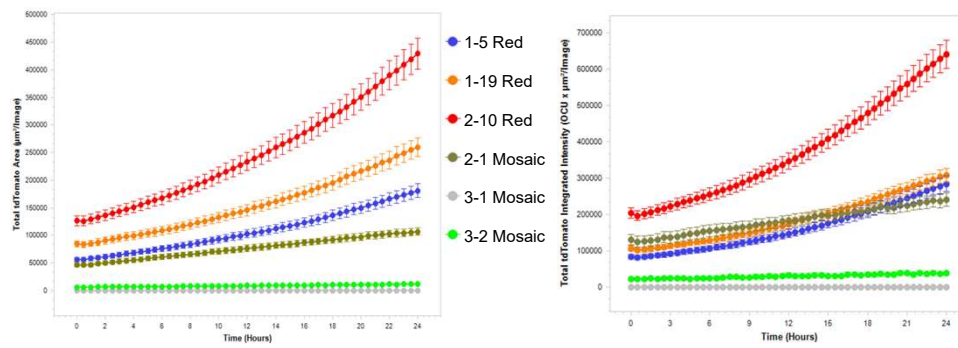**C**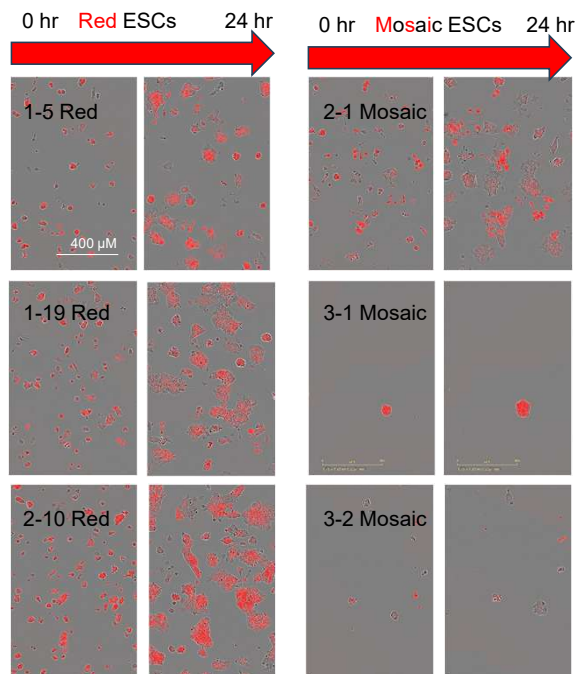

Figure S2

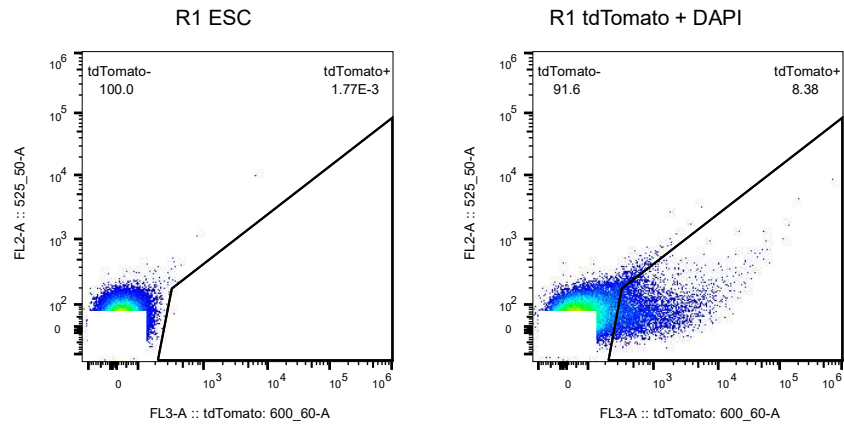

Figure S3

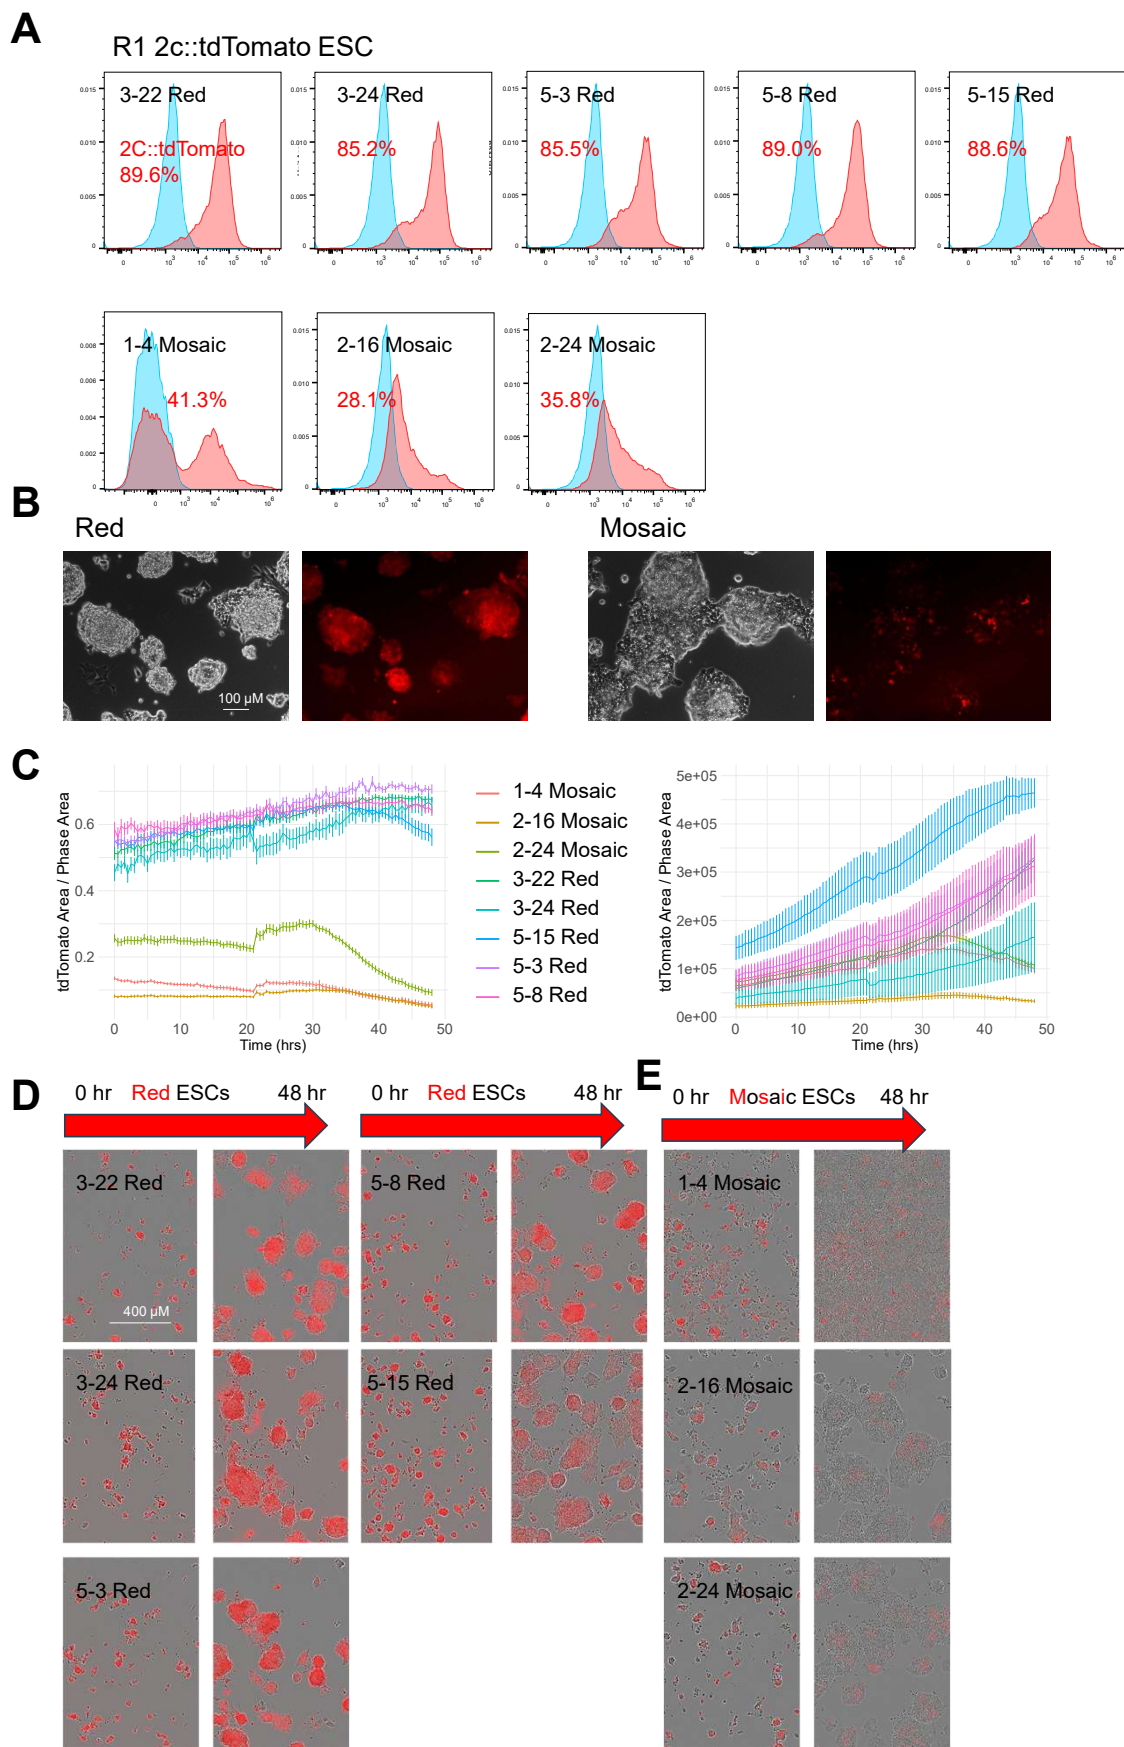

Figure S4

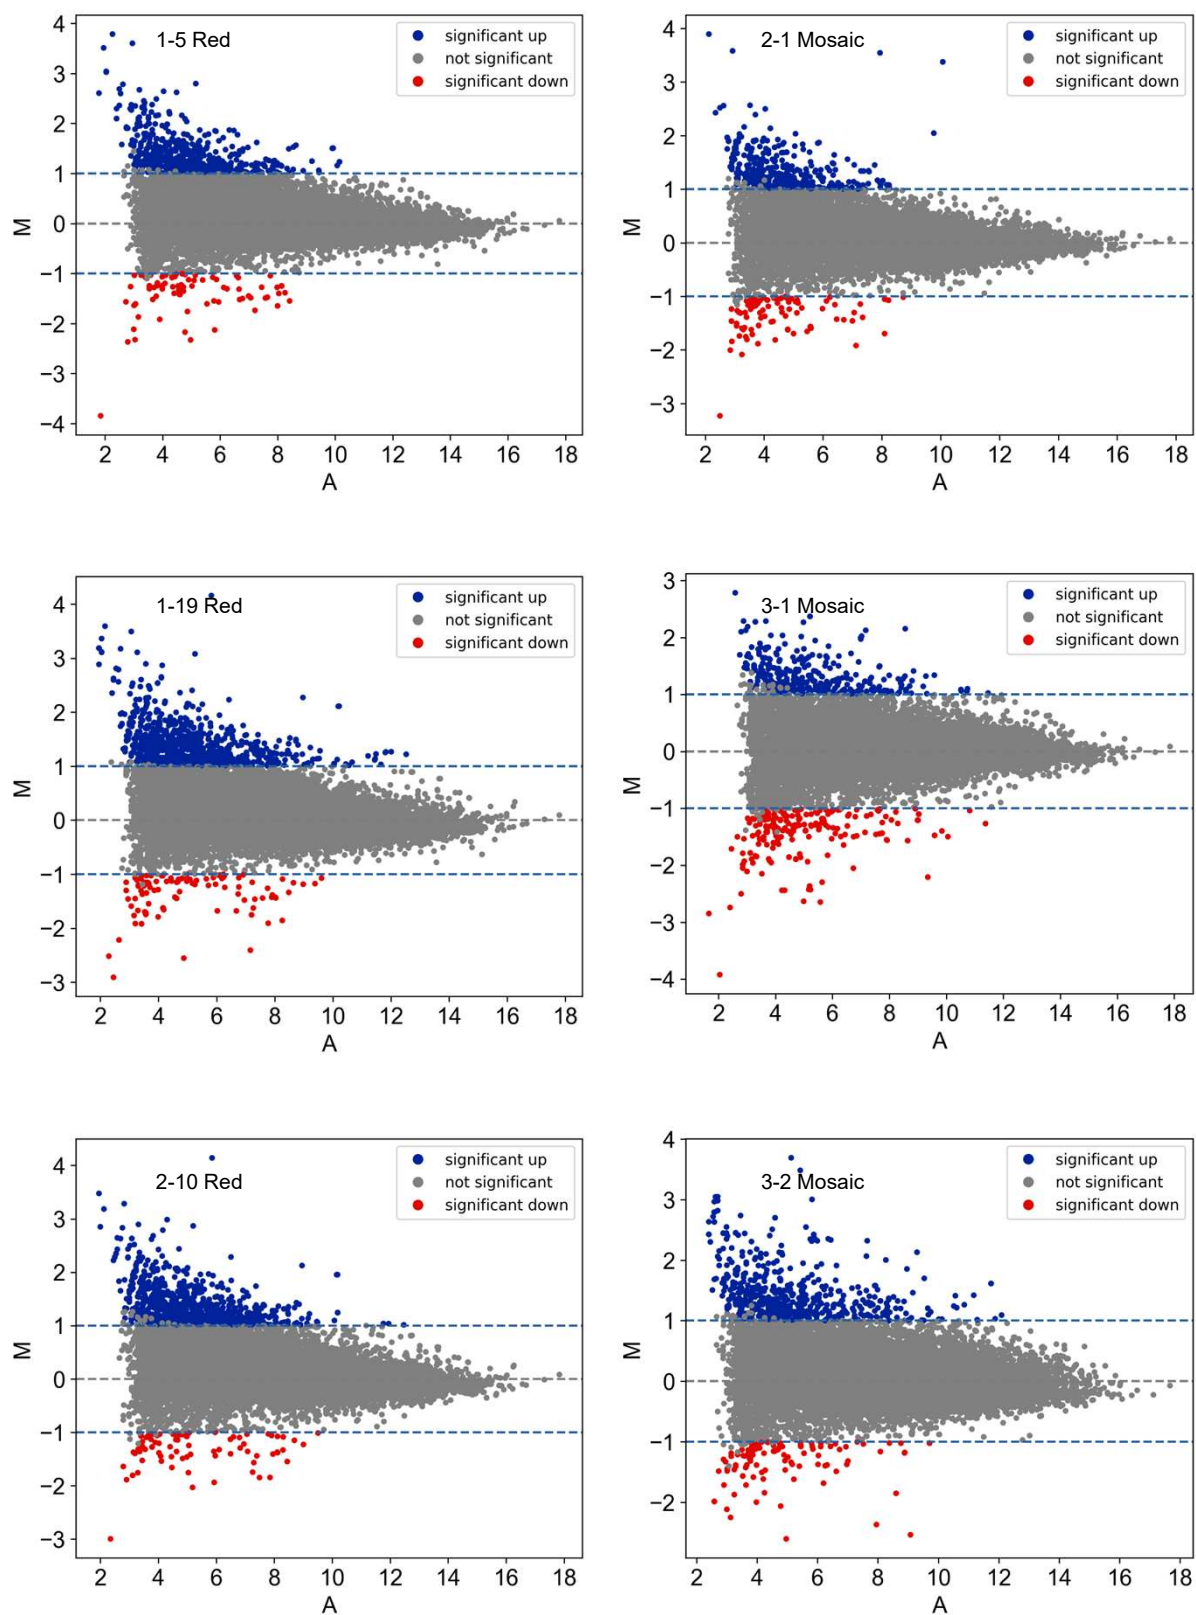

Figure S6

**A** Established 2C genes, mean fold-change expression by clone

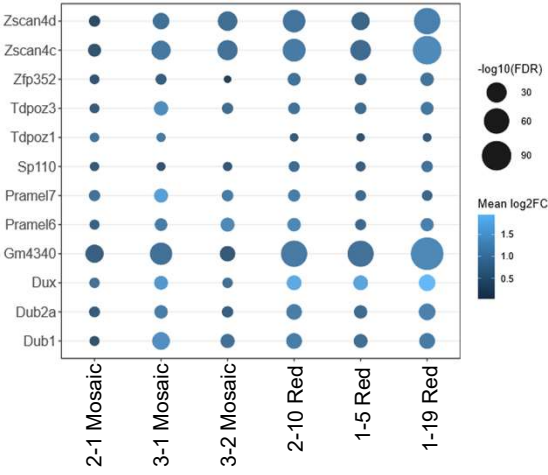

**B** Zscan4 mean log2 fold-change expression by clone

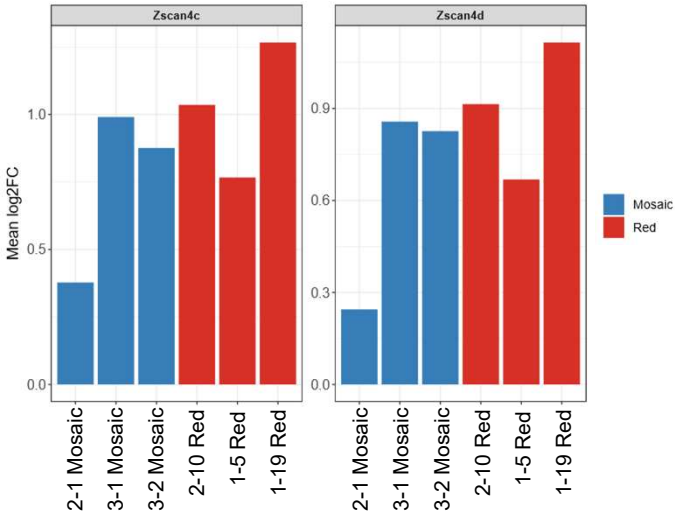

Figure S7

## 1-5 Red

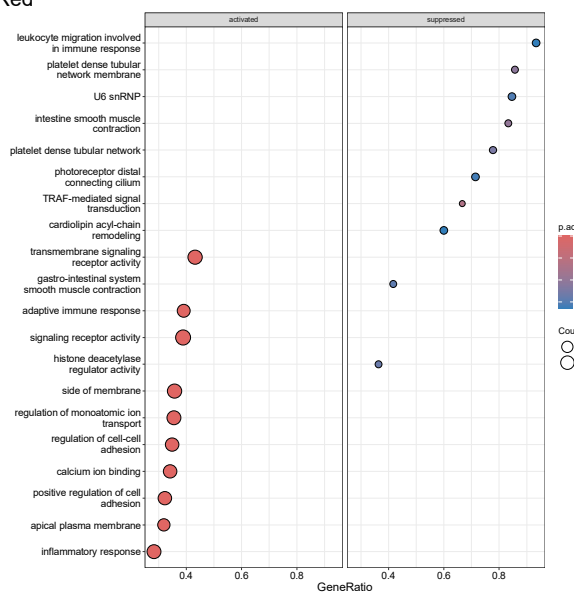

## 2-1 Mosaic

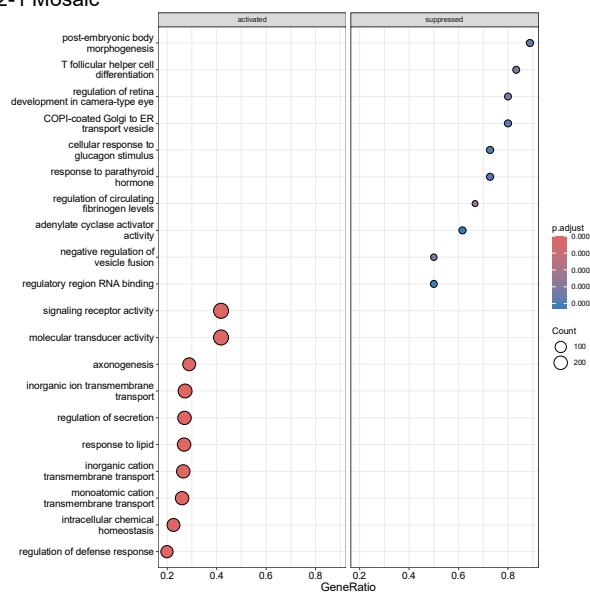

## 1-19 Red

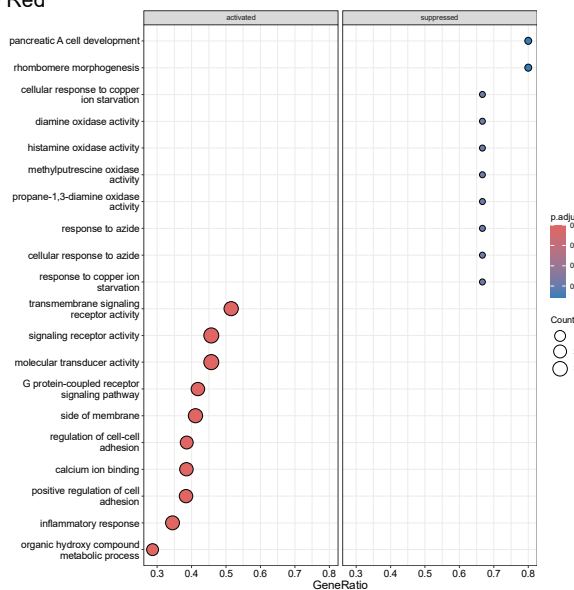

## 3-1 Mosaic

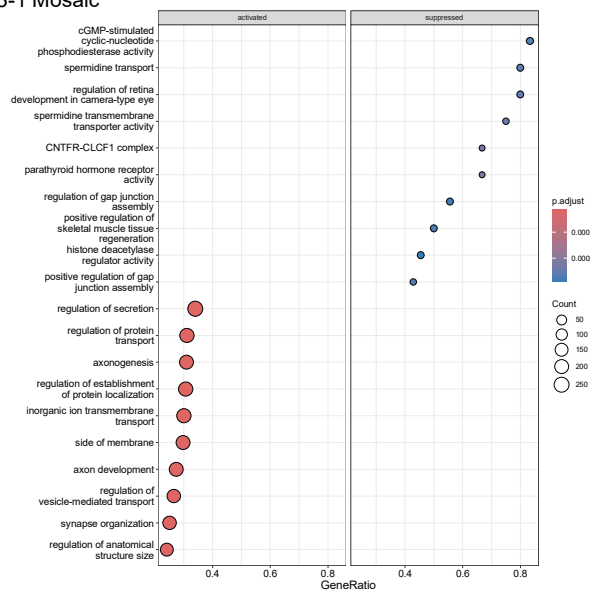

## 2-10 Red

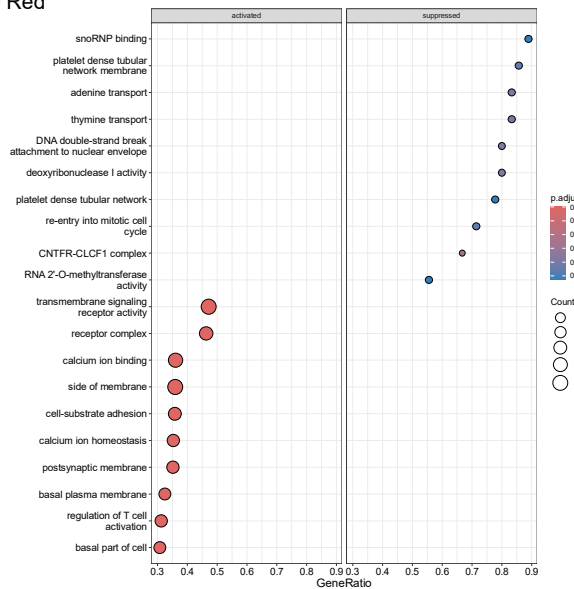

## 3-2 Mosaic

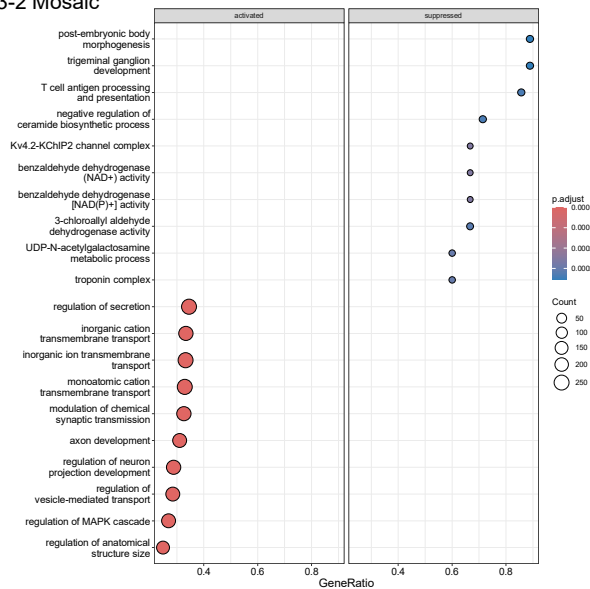

Figure S8

**A**

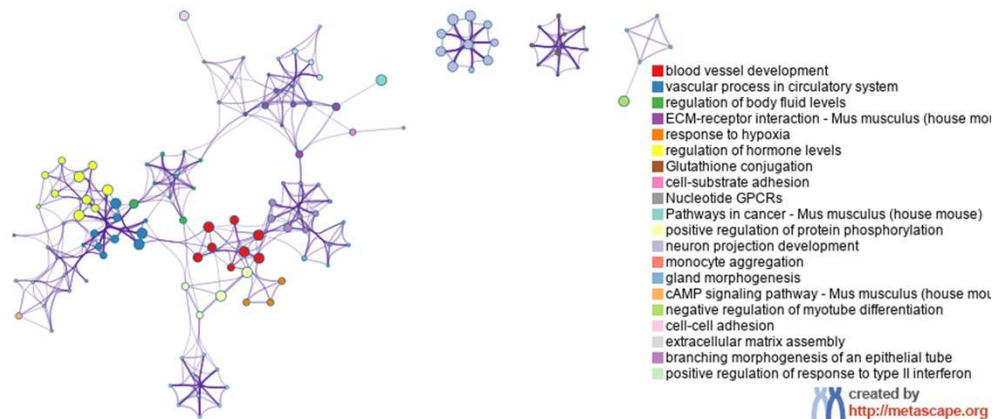

**B**

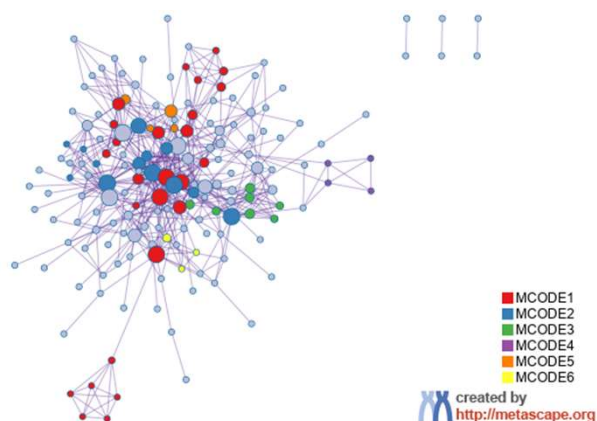

### Enrichment analysis in TRRUST

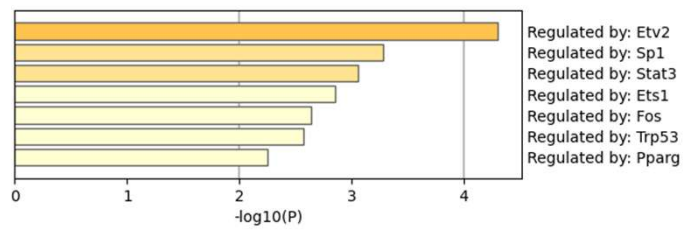

**A**

1-5 Red

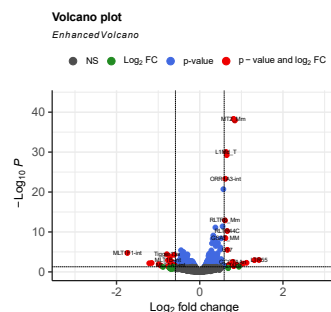

1-19 Red

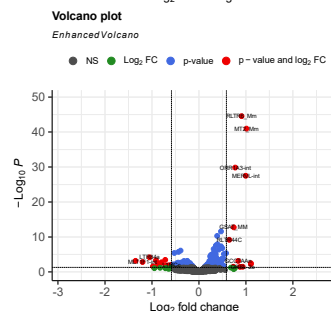

2-10 Red

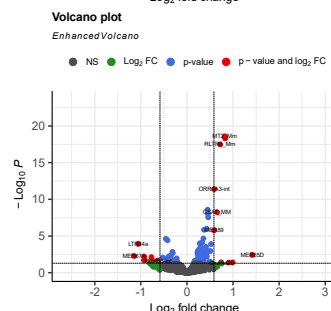

Day 12 EB Differentiation and Segmentation using Detectron2

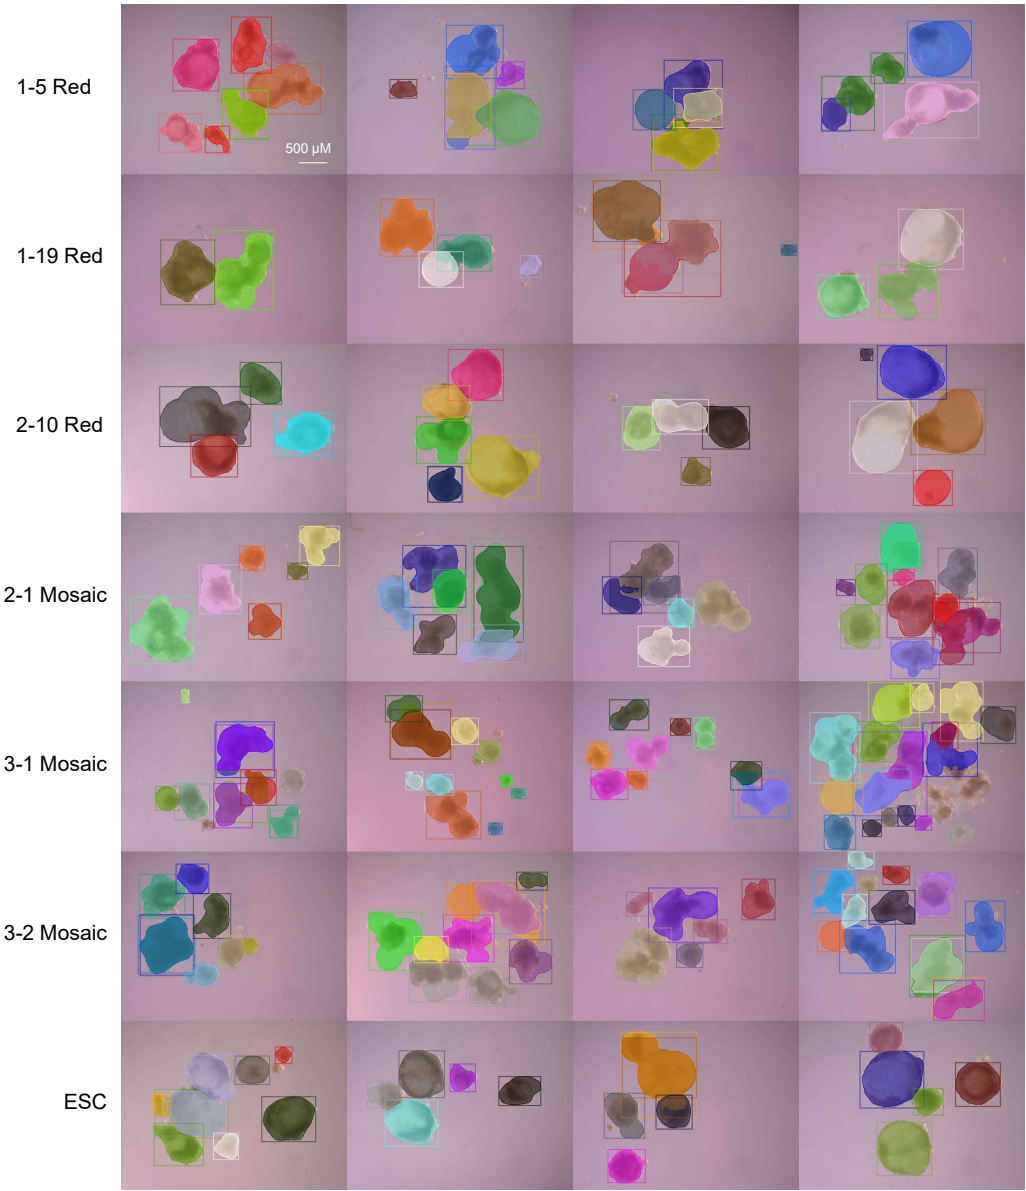

Figure S12A

Day 12 EB Differentiation

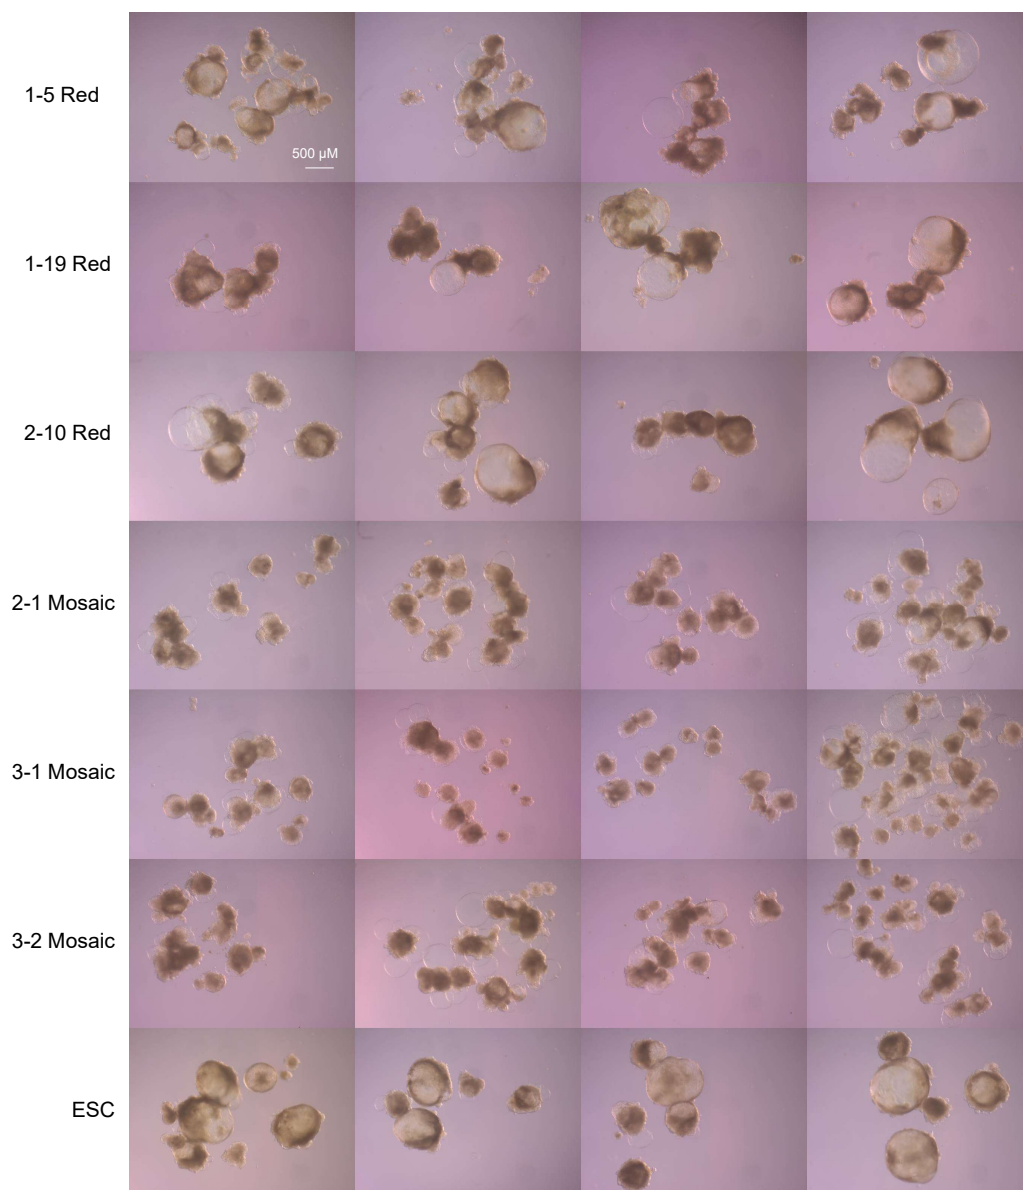

Figure S12B

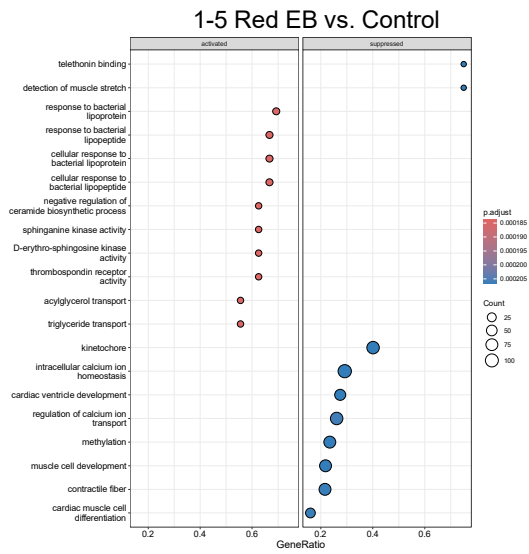

Figure S13

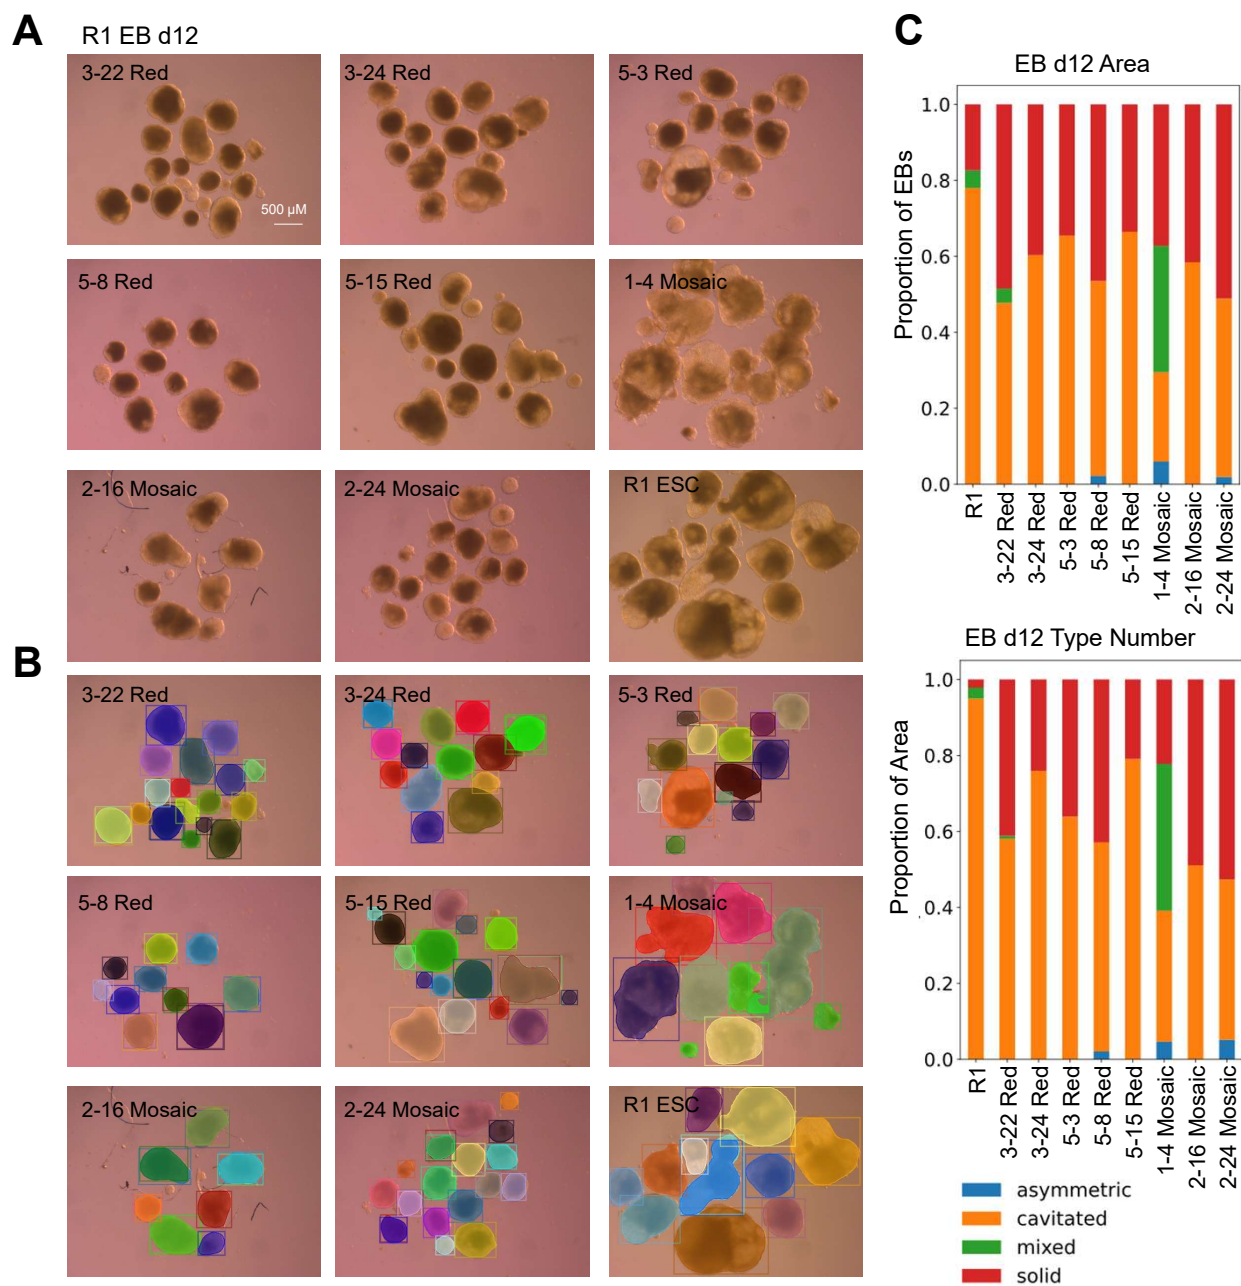

Figure S14

Day 12 R1 EB Differentiation and Segmentation using Detectron2

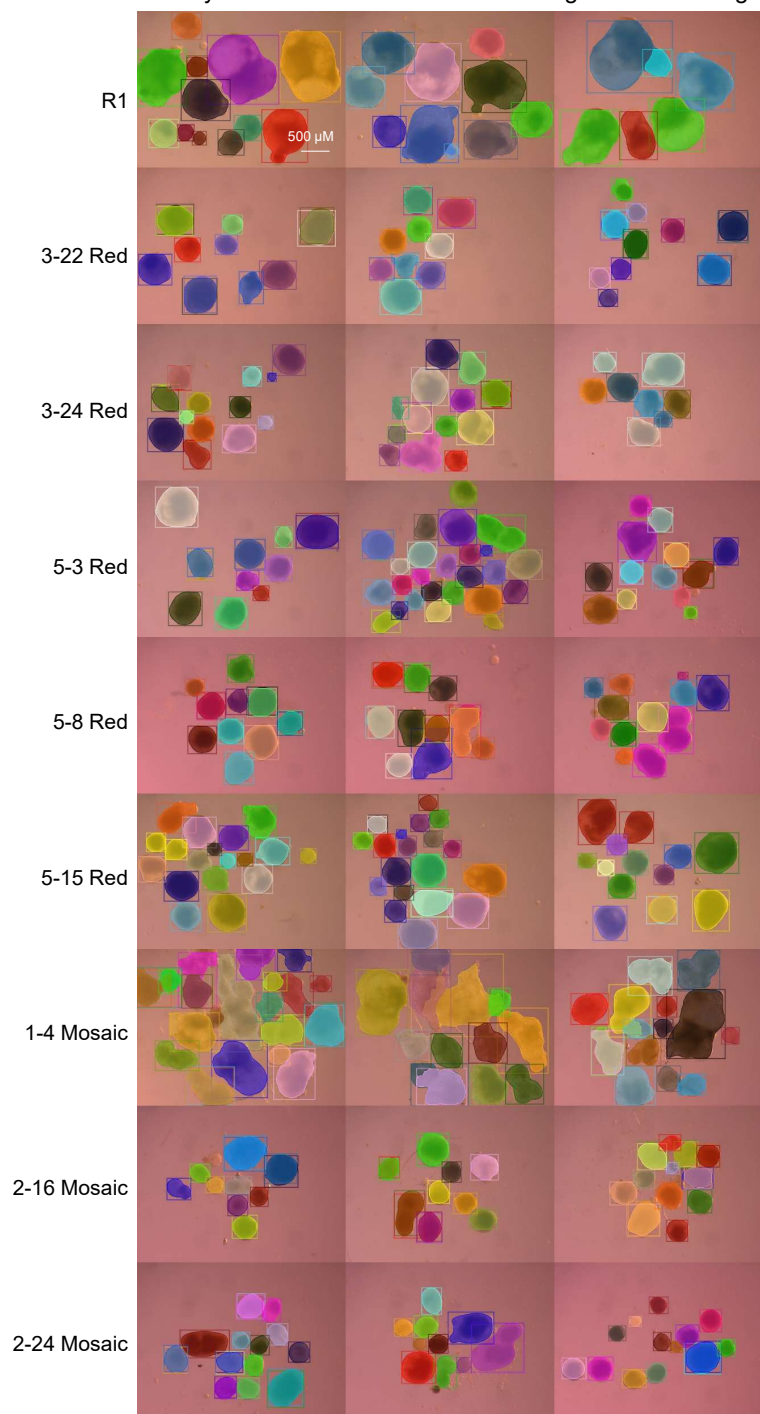

Figure S15A

Day 12 R1 EB Differentiation

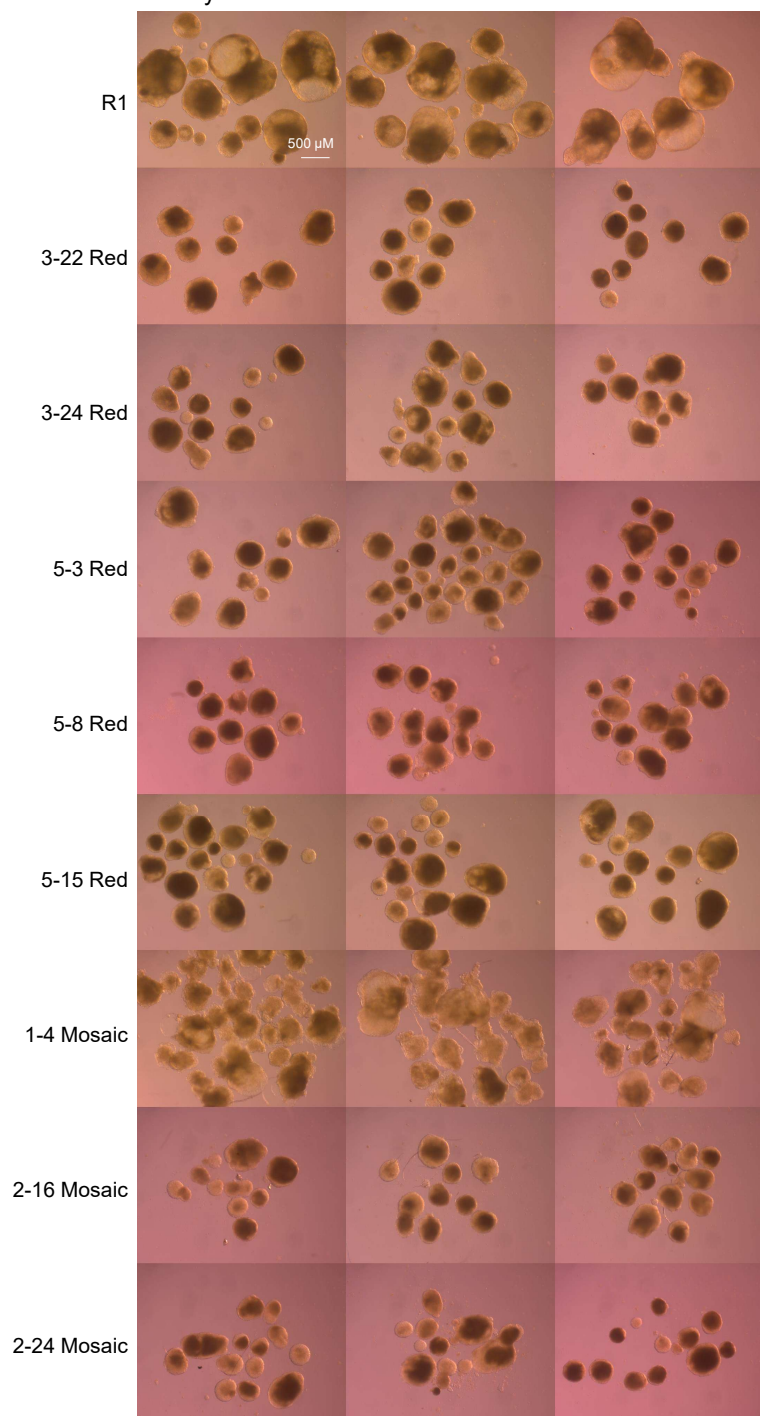

Figure S15B

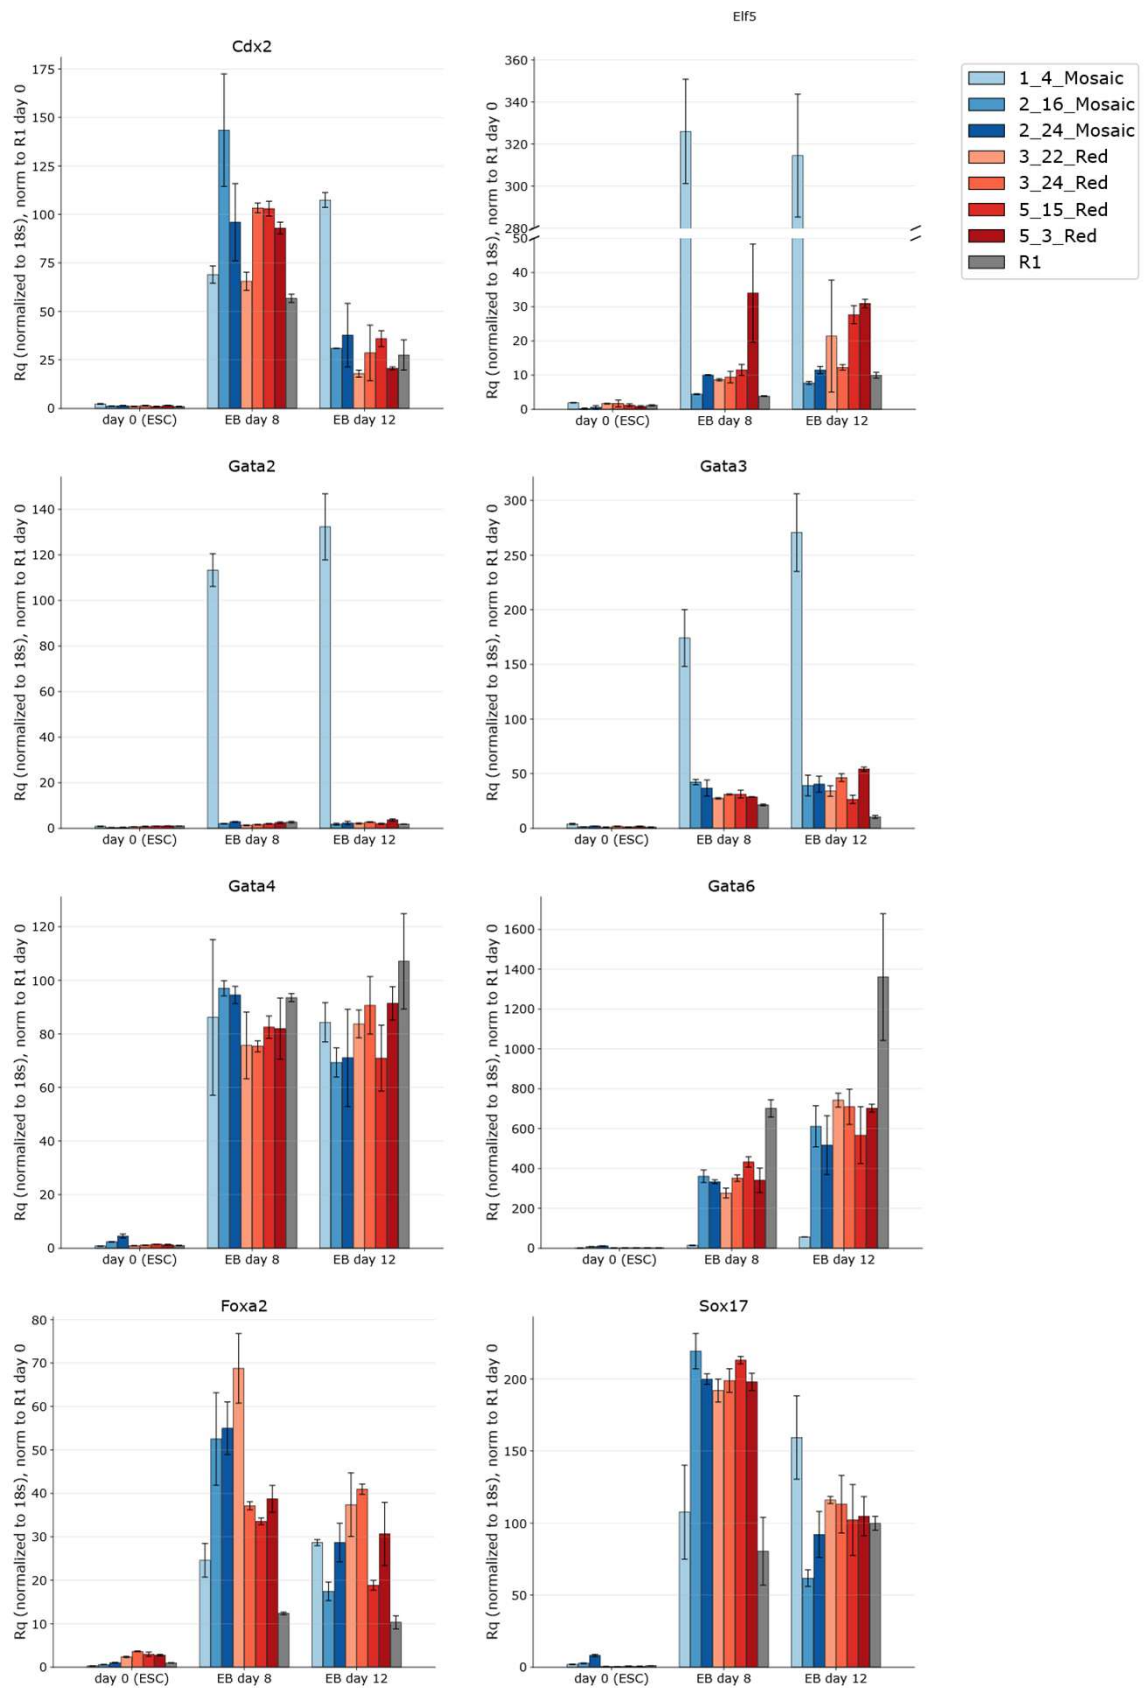

Figure S16

**A**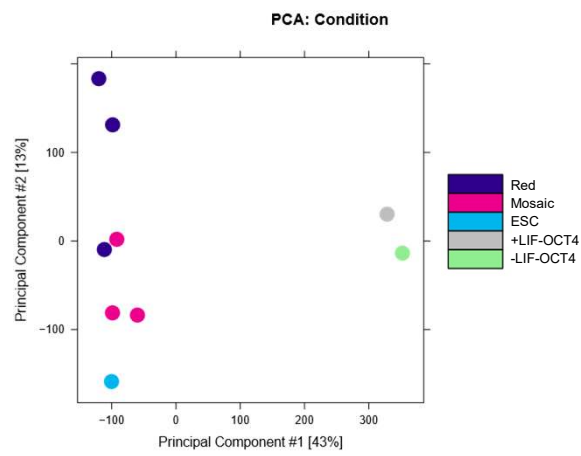**B**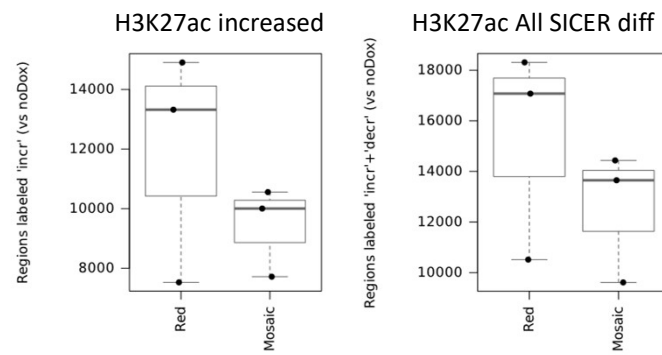

Figure S17

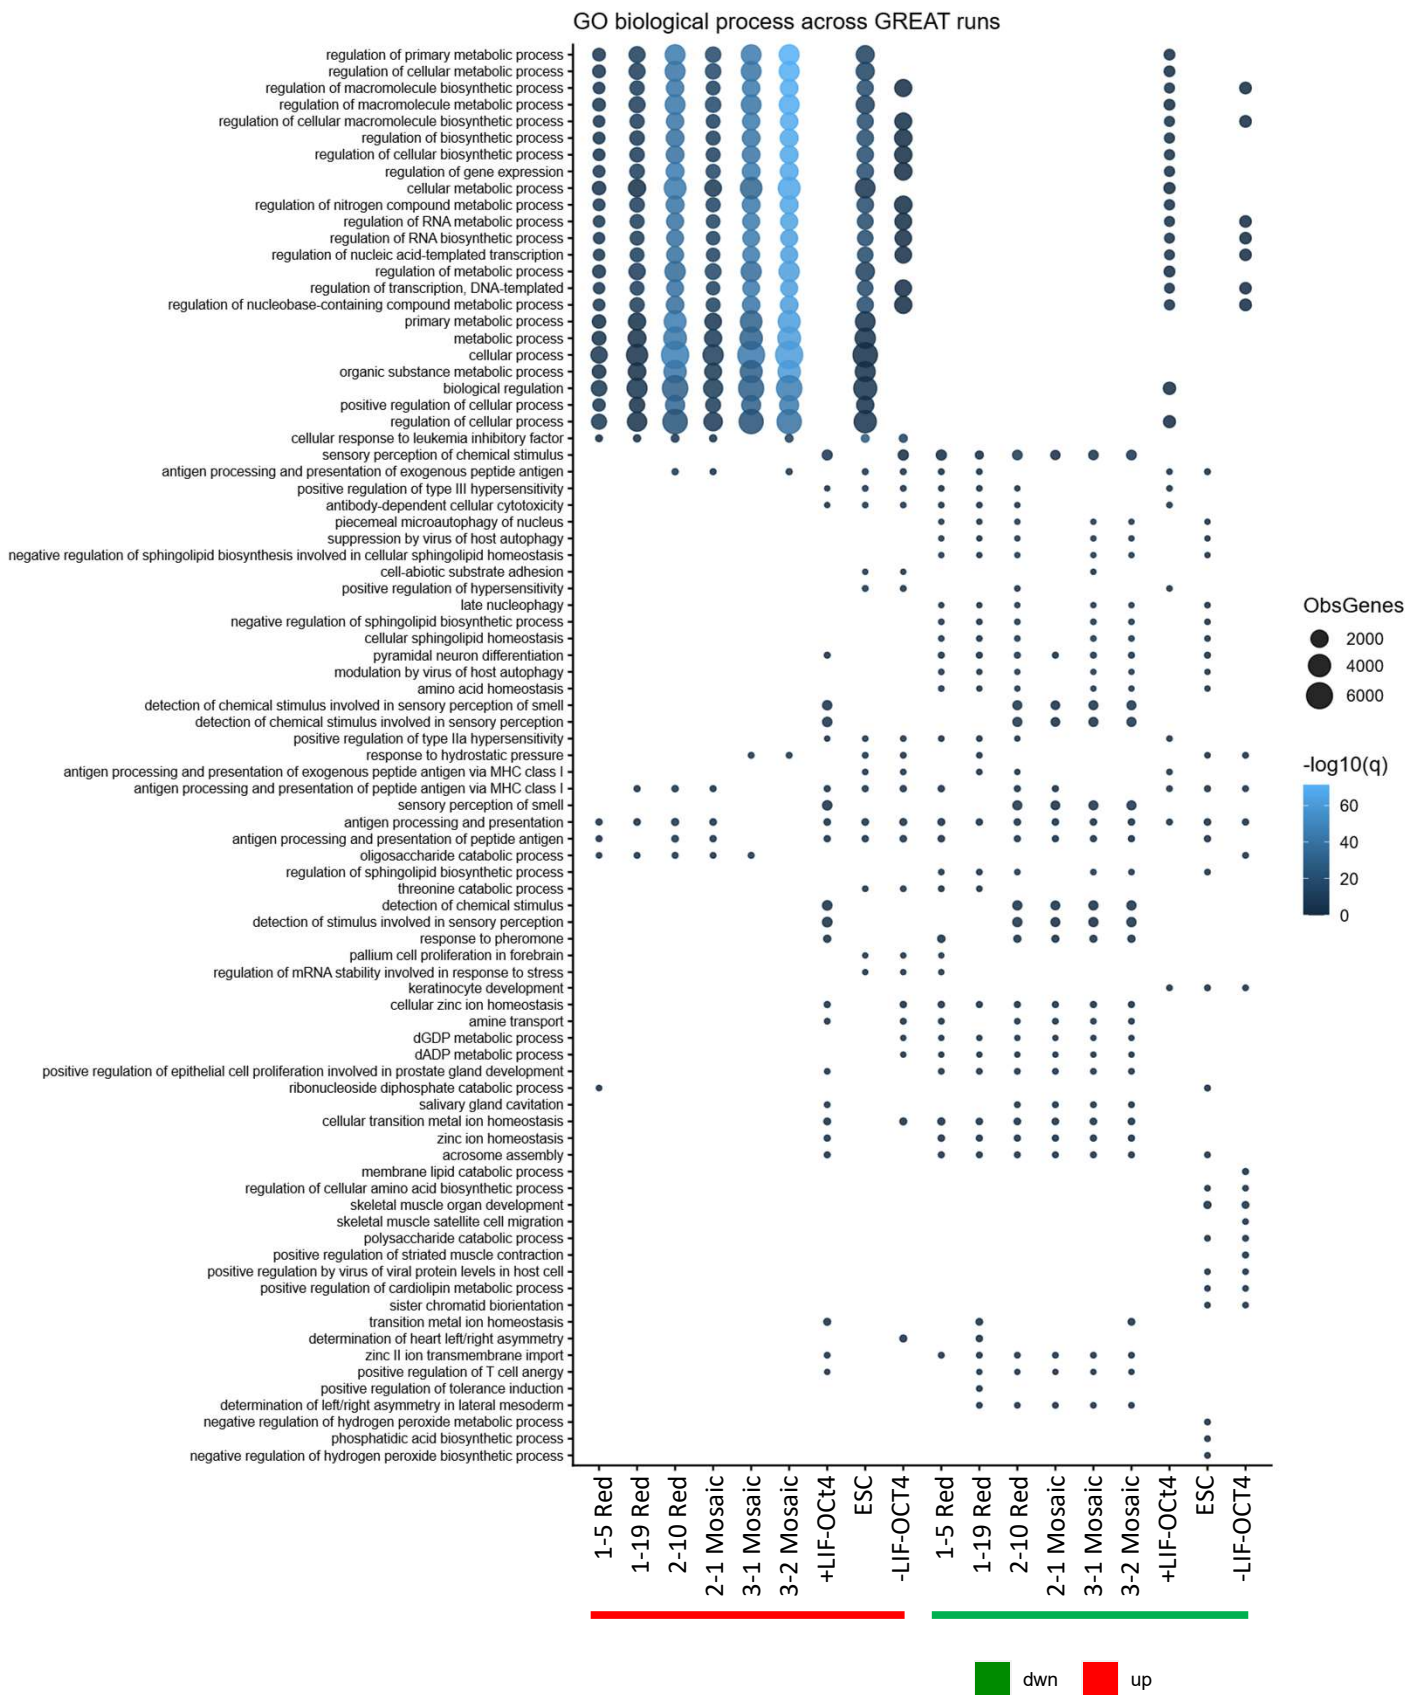

Figure S18

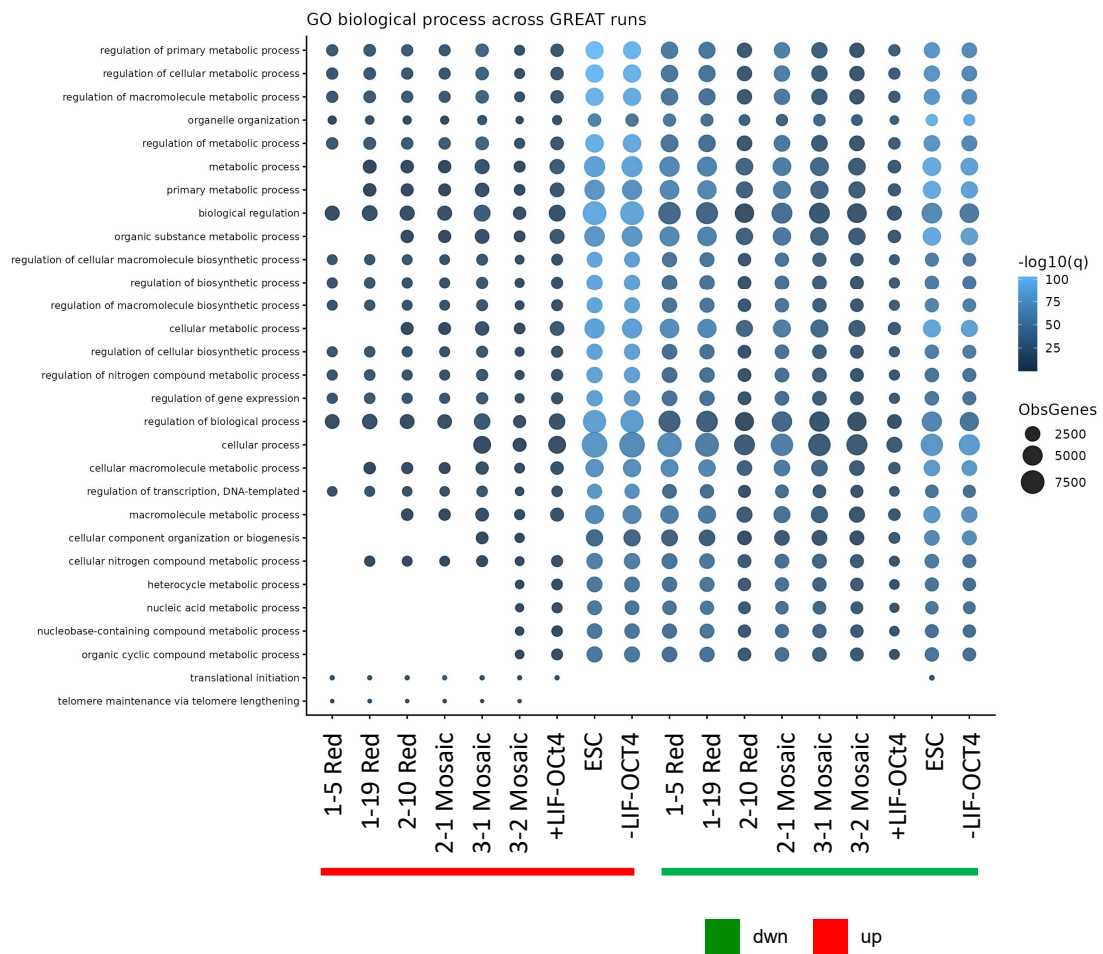

Figure S19

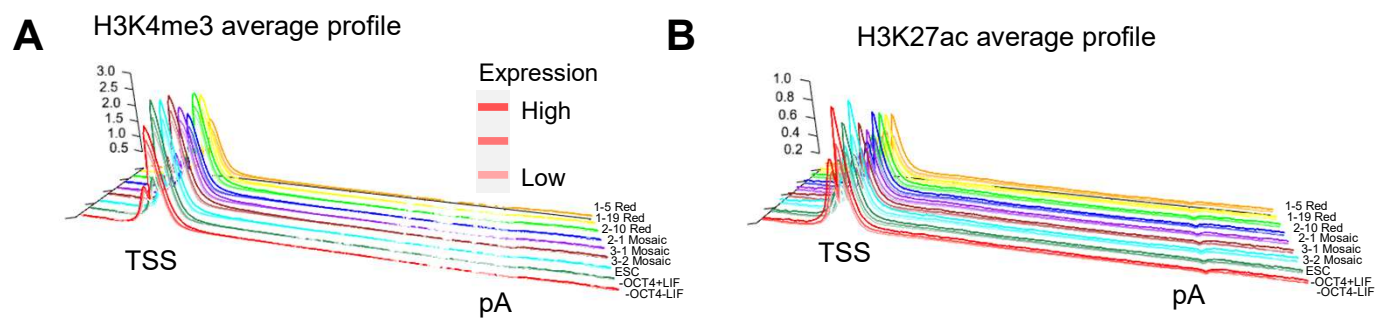

Figure S20

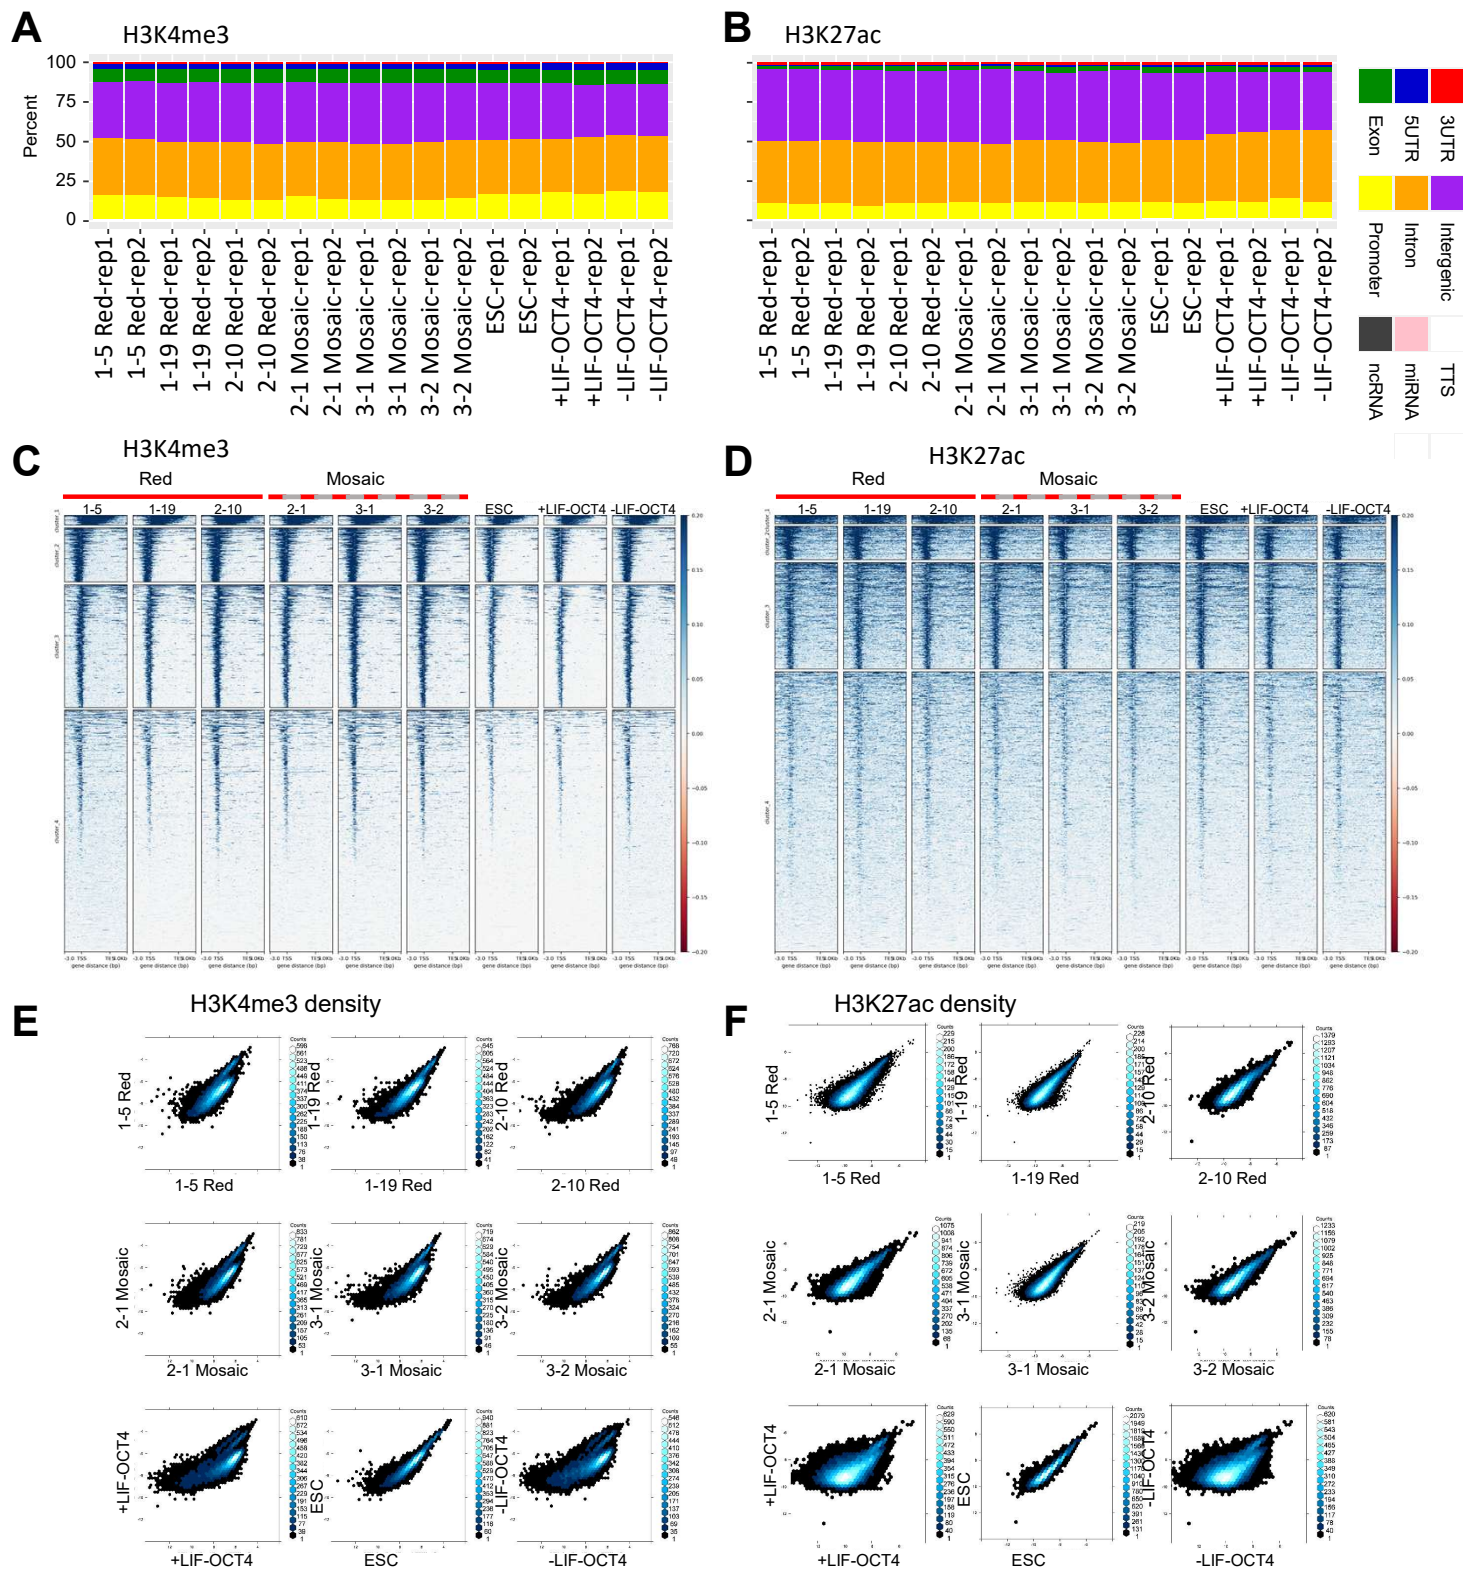

Figure S21

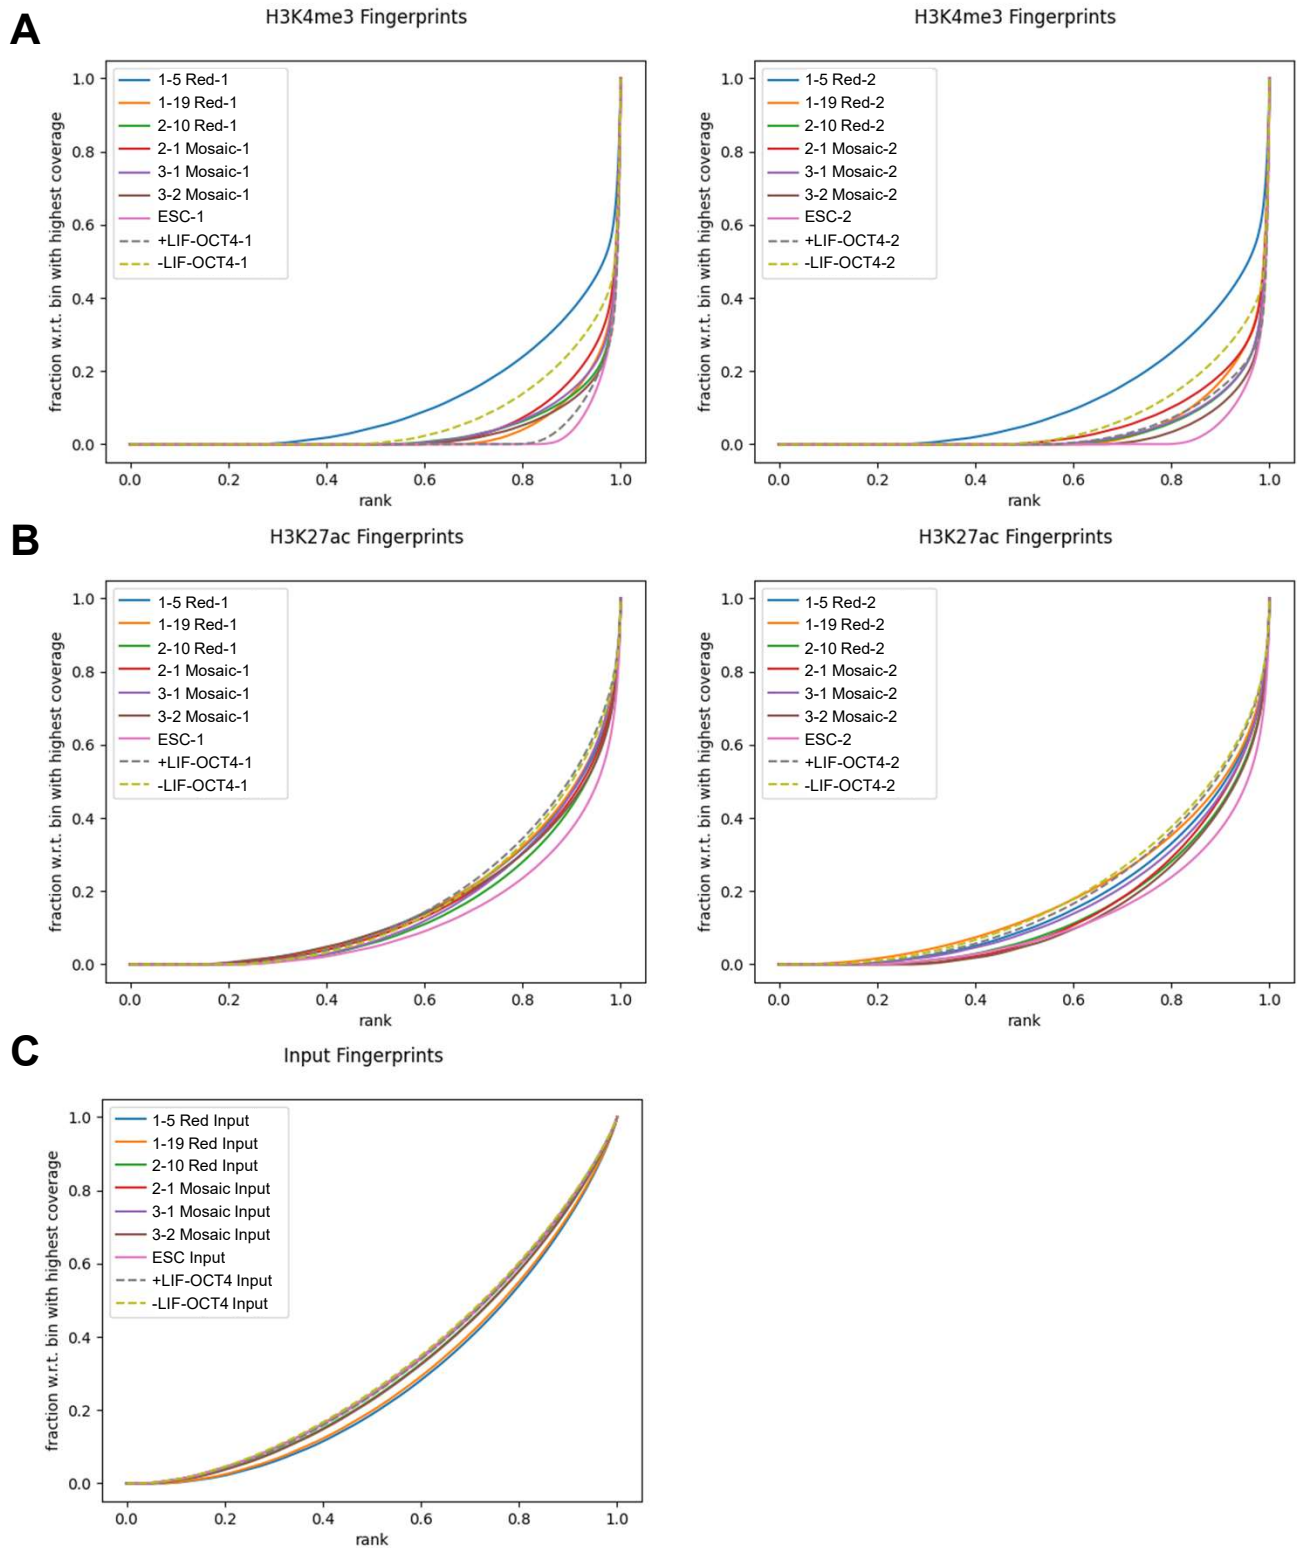

Figure S22

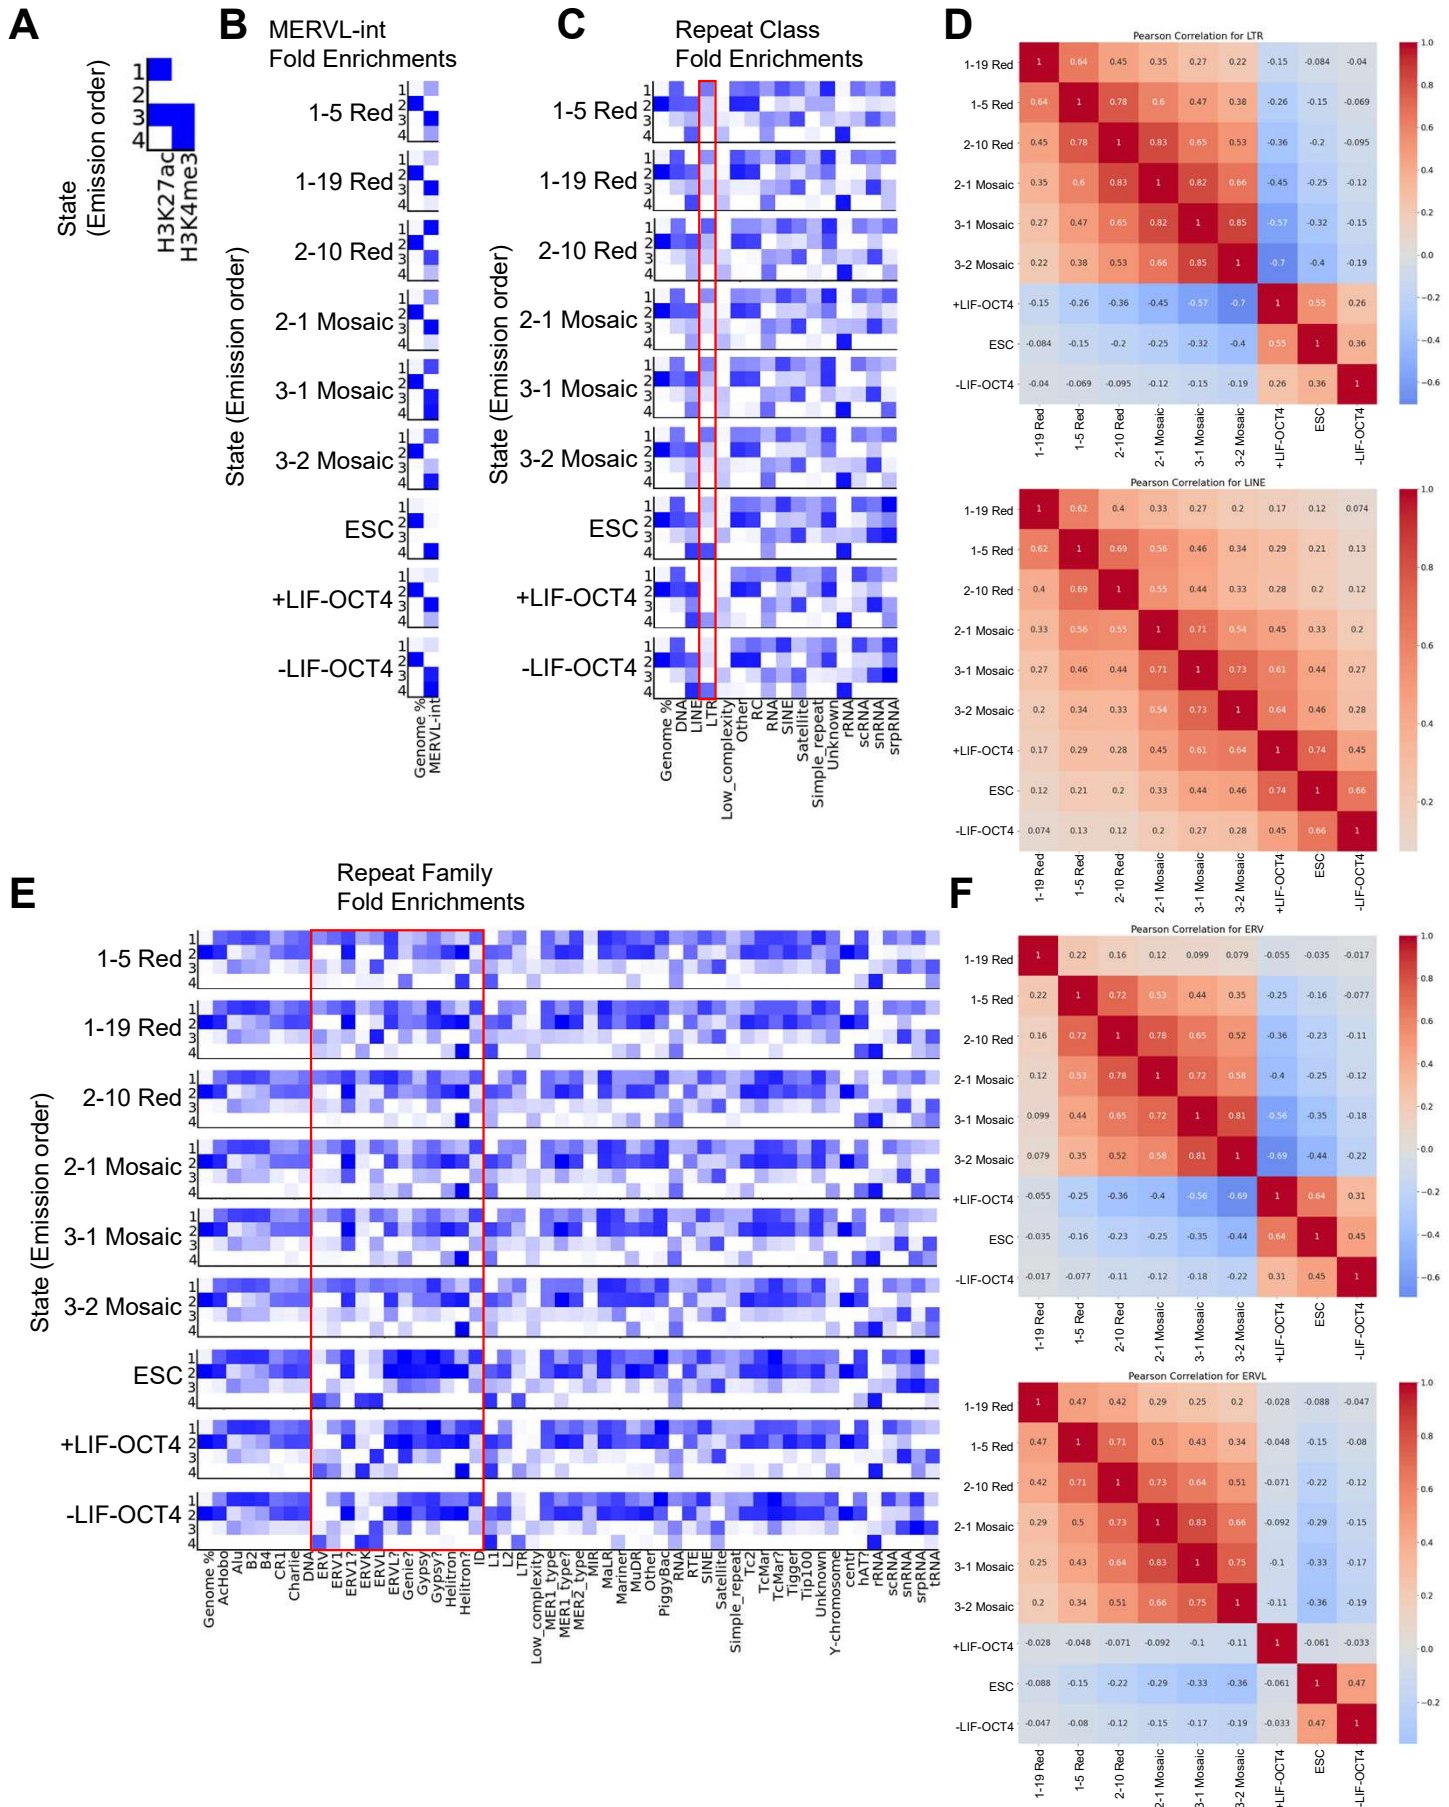

Figure S23

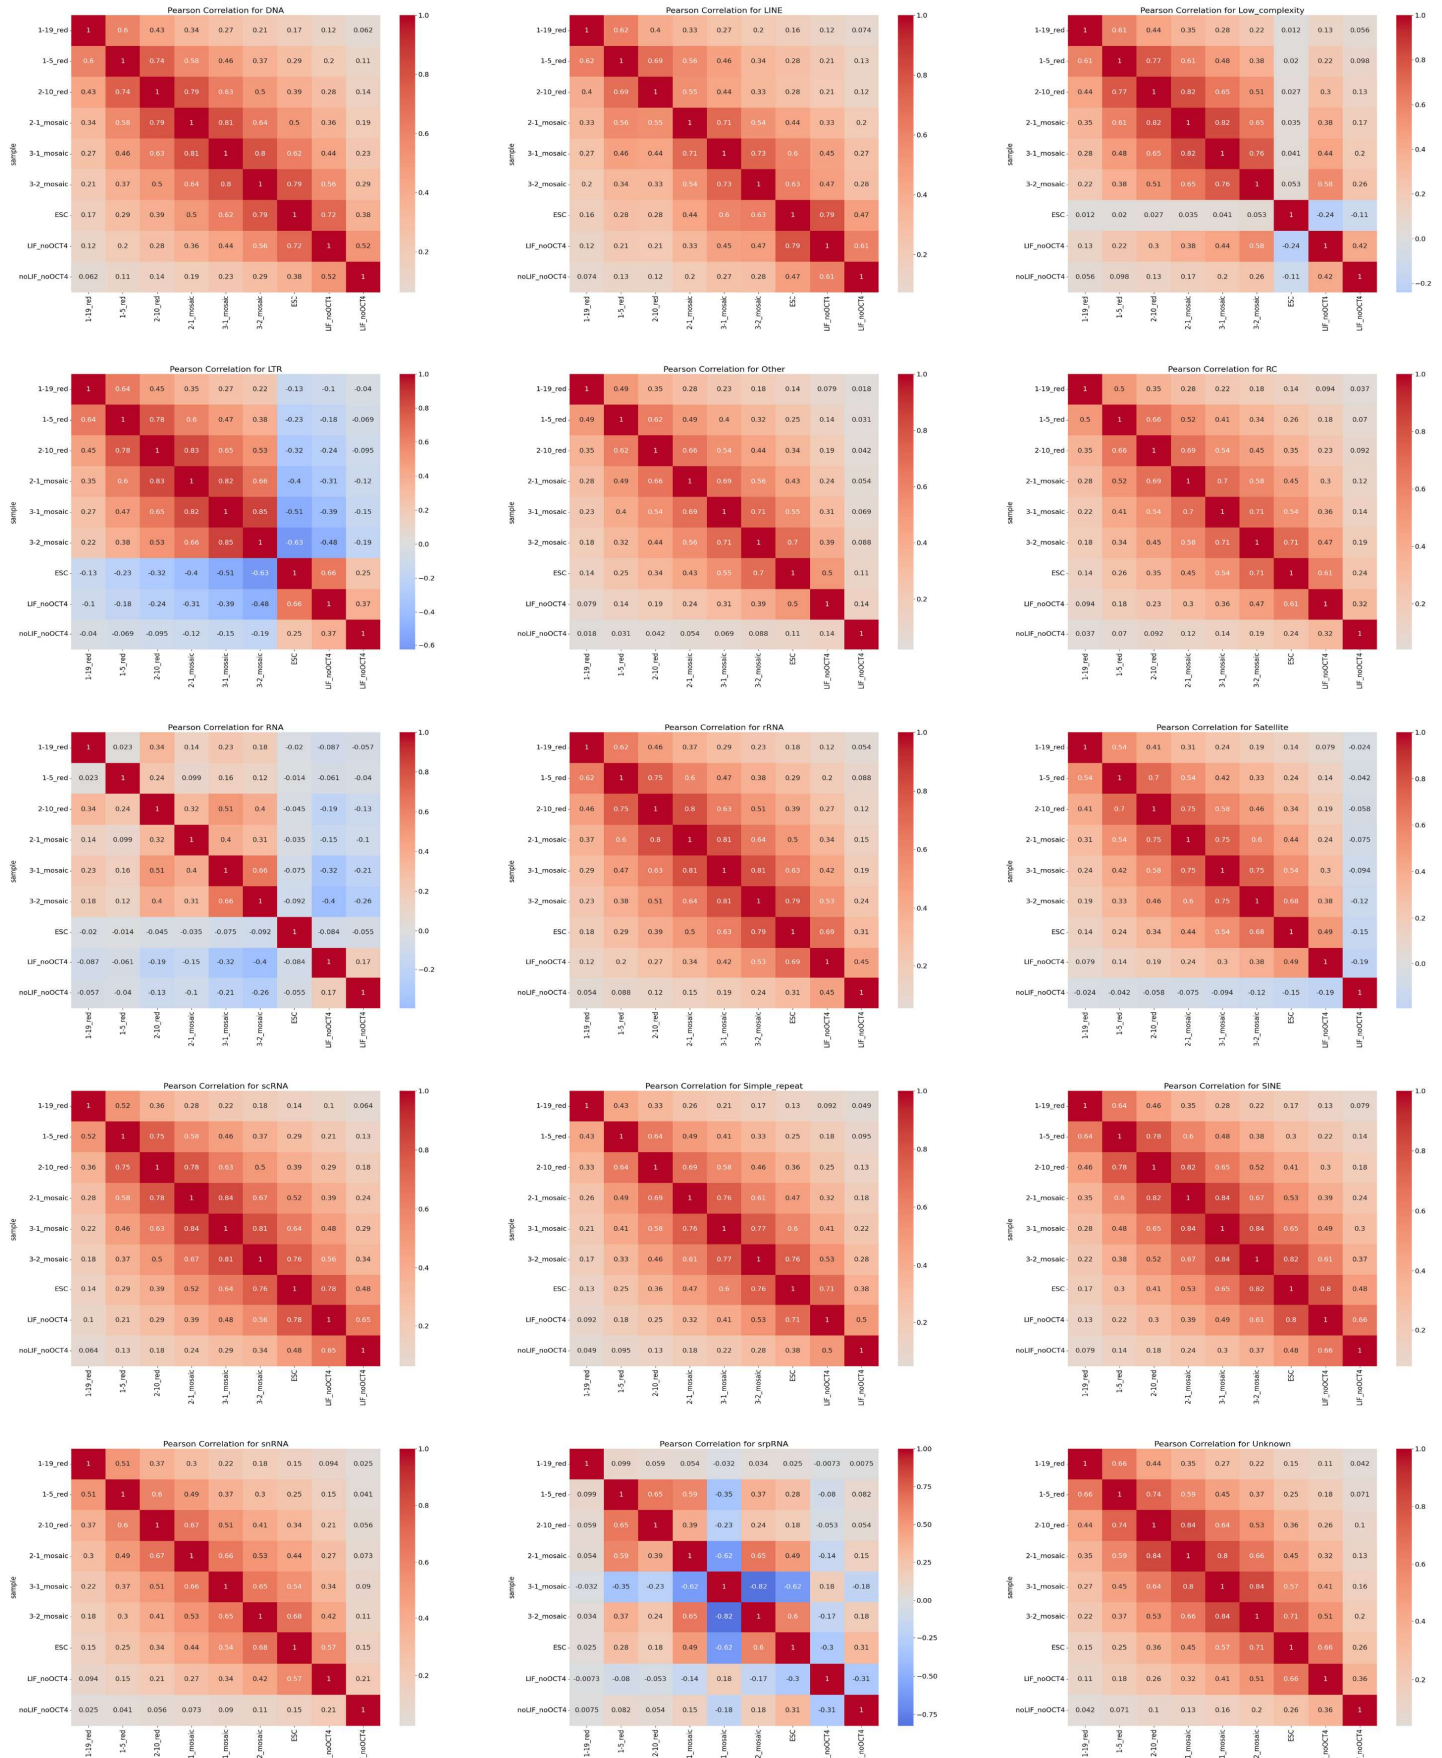

Figure S24

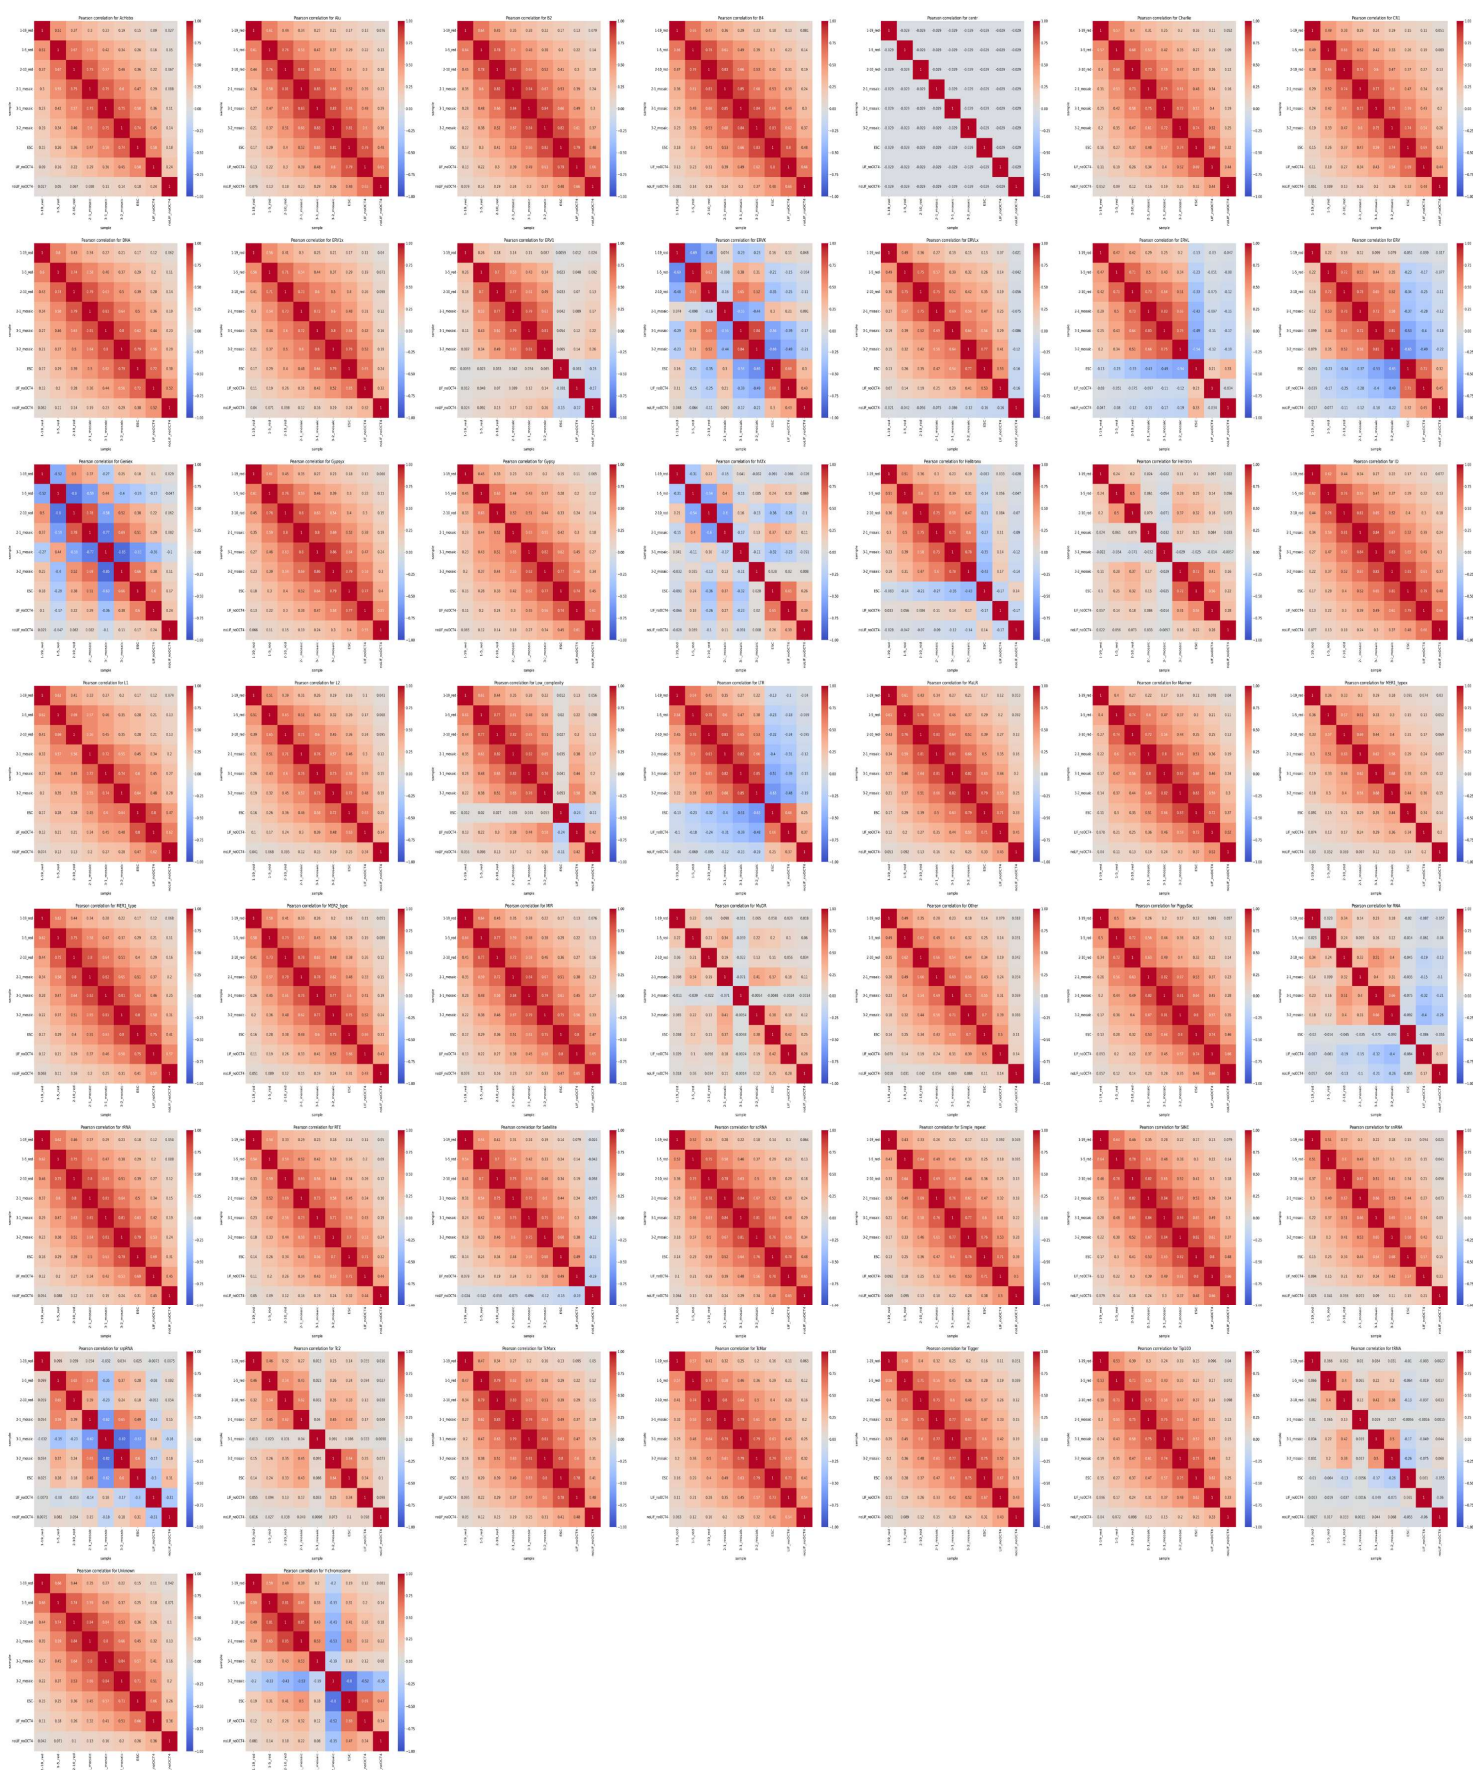

Figure S25

How the deposited data were processed for this re-analysis (not part of the article)

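H3K4me3 and H3K27ac ChIP-seq peaks were analysed in 9 lines: 3 Red and 3 Mosaic sMERVL clones, conventional ZHBTc4 ESCs, and ESCs given doxycycline at 2 μg/ml for 48 h to switch off OCT4, with LIF (+LIF/-OCT4) or without it (-LIF/-OCT4). Each line had 2 libraries per mark, 36 in all, which were grouped by the sample labels. The clone called 1-9 Red in the labels was taken as 1-19 Red.

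The authors aligned reads to GRCm37 with bowtie2, removed redundant reads and called peaks with SICER against input DNA in windows of 200 bp at an FDR of 0.001, separately for each library. The read counts they deposited for each peak are raw ChIP counts and raw input counts, without scaling. The fold enrichment they deposited is the ratio of ChIP reads to input reads scaled by the 2 library sizes. The p-value the authors deposited comes from a Poisson test of ChIP reads against scaled input, and the adjusted p-value is SICER's FDR over candidate peaks. Total library sizes were not used here. The ratio of ChIP to input library size was recomputed from the counts and the fold and was constant within each library. Input counts were equal at 100% of the peaks shared between libraries of a line, so 1 input serves each line. Relative library size was this ratio multiplied by the relative depth of the input, taken from input reads per bp in autosomal regions with peaks in all lines, with the ESC mean of each mark set to 1.

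Depth, as ChIP reads within peaks, ran from 4048396 to 12188929 for H3K4me3 and from 6648996 to 23561153 for H3K27ac. Peak numbers were compared between sMERVL clones and ESCs and between -OCT4 lines and ESCs by exact permutation of libraries (91 and 15 assignments), and between Red and Mosaic by exact permutation of clone means (20 assignments), all two-sided. With 3 clones per class no p-value under 0.1 is possible. Libraries of a clone are not independent clones, and the comparisons with ESCs rest on 1 ESC line.

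Peaks of a mark were merged over its 18 libraries with bedtools 2.31.1. Regions with a peak in all 18 libraries were tested with edgeR 4.0.16 in R 4.3.3 (quasi-likelihood test, all libraries in 1 fit, relative library sizes as the normalization), at the paper's adjusted p-value of 0.001 and fold change of 1.5. Red and Mosaic clones were compared directly with the libraries of a clone summed, at an adjusted p-value of 0.05. The edgeR procedure was tested on simulated data with 200 regions raised and 200 lowered by 2-fold. Comparisons that share the ESC libraries were set against simulated clones and ESCs, all drawn from 1 mean per region. Regions gained or lost by calls had a peak in both libraries of a line and neither ESC library, or the reverse. Overlaps needed 1 bp. Distances were root mean square differences of log2 reads over regions shared by all libraries. Super enhancers joined H3K27ac peaks within 12.5 kb and were taken past a slope of 1. Bins were 200 bp. Other computations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1.

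The comparisons at the paper's conclusions, their tests and their alternatives were chosen before the data were examined, apart from the comparison of H3K4me3 peak numbers between sMERVL and -OCT4 libraries and a Poisson test of pooled reads. Most tests of explanations for unusual values were chosen later. The regions named were also fixed by rule: for each mark, the 2 largest mean increases and the 2 largest mean decreases over the Red clones among regions past the criteria in all 3, the 2 super enhancers with the highest mean rank in Red among those in Red and Mosaic and not in ESCs, and chromosomes whose input log2 ratio to ESCs exceeded 0.3 in size. No H3K4me3 region met the rule.

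The alternatives were stricter peaks (a fold of at least 3, or an adjusted p-value under 1e-10), peaks within 2 kb merged, thinning to the smallest relative library size, covered length, TMM normalization, DESeq2 1.42.0 with its size factors (regions it left without an adjusted p-value were not counted), regions with peaks in at least 2 libraries, at least 50 reads, fits of only the lines compared, the replicate number as a block, reads per bp of called peak, reciprocal overlap of 50%, the 20000 peaks with the most reads, the Jaccard index, presence or absence of peaks, joining within 5 kb, the 1000 highest regions, H3K27ac peaks away from H3K4me3, ChIP reads alone, other rules for clones, and each replicate left out.

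RNA-seq, single-cell RNA-seq, embryoid bodies and repeat enrichment were not analysed here. The gene annotation at hand was for GRCm38, and positions were not carried between builds, so peaks were not assigned to genes or promoters.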

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

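The test of super enhancer numbers after thinning was chosen before its result was seen, and every other test in this part was chosen after.

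Replicate 2 of the 1-19 Red H3K27ac libraries lay far from the other 5 Red libraries. Its peaks covered 189.6 Mb (others 147 to 155 Mb) and held 23561153 ChIP reads (others 11085822 to 12478489), and its relative library size was 1.97 (others 0.843 to 0.996). The reads and the relative size are themselves measures of library size. After thinning, its 39181 peaks lay below the 40412 of the highest other Red library, while its covered length of 172 Mb stayed above theirs (at most 152 Mb). Thinning drops peaks and cannot shorten them, so for the covered length a larger ChIP library cannot be told apart from other causes. No biological explanation was tested, since both libraries come from 1 clone.

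Replicate 1 of -LIF/-OCT4 had 997 super enhancers, whereas the other 3 libraries of the -OCT4 lines had 1295 to 1309. After thinning to its relative size, the other 3 libraries had 1291 to 1368 super enhancers. Thinning cannot shorten the peaks that are joined, and the threshold is set relative to the highest score of each library. A smaller library therefore cannot be ruled out by this test. What sets this library apart stays open, and no biological explanation was tested.

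These 4 outlying values came from 39 checks, each of 1 measure in 1 group of libraries. Chance would give about 5% of independent checks such a value. The measures of a library depend on each other, and 3 of the 4 values belong to 1 library.

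H3K4me3 peak numbers moved in opposite directions: sMERVL libraries differed from ESCs by 6573.25 peaks (12 of 12 above both ESC libraries) and libraries of the -OCT4 lines by -3082.25 (4 of 4 below both). The difference between these groups, 9655.5 peaks, was tested by exact permutation of libraries (p = 0.0011, two-sided), which treats libraries of a clone as separate. The groups had already been seen not to overlap, so this p-value only restates their separation. Smaller ESC libraries could give more peaks in sMERVL clones, but 10 of 10 libraries of the clones other than 1-5 Red stayed above both ESC libraries after thinning. For 1-5 Red the excess went with depth, with a mean of 25959 peaks after thinning. A biological difference between sMERVL and differentiated cells stays open for the other 5 clones, with 1 ESC line as the reference.

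Outside the regions the paper discusses, input reads were higher relative to ESCs on chromosome Y in 7 of 8 lines, with log2 ratios of 0.70 in 1-5 Red, 0.49 in 1-19 Red, 0.37 in 2-1 Mosaic, 0.34 in 3-1 Mosaic, 0.40 in 3-2 Mosaic, 0.49 in +LIF/-OCT4 and 0.66 in -LIF/-OCT4. Only 6 regions on the chromosome could be measured. With input reads in H3K4me3 peaks (8 regions), 5 lines exceeded the limit of 0.3. Of the 6 regions, 4 were raised in +LIF/-OCT4, the fewest in any of these lines, which chance allows (one-sided exact sign test, p = 0.344). All 6 were raised in 2-1 Mosaic and 3-2 Mosaic, and 5 in each of 1-5 Red, 1-19 Red, 3-1 Mosaic and -LIF/-OCT4. The sign test was run only for the lowest number. All lines share 1 ESC input, so a few regions with unusual counts cannot be told apart from a difference in copy number. No biological explanation was tested.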

How the results depend on the processing

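All alternatives in this part were chosen before the values were seen except the Poisson test of pooled reads, which was chosen after.

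Of 59 comparisons of a tested result with an alternative, 48 kept their direction and their side of the threshold, 6 reversed, 1 fell to 0, 3 became weaker and 1 became stronger. Exact permutation of 3 clones against 3 cannot go below p = 0.1, nor 4 libraries against 2 below p = 0.133. Such tests could not pass the threshold of 0.05, so for them only the direction could change. Only the tests of sMERVL against ESC libraries could pass it, and the weaker and stronger results were all among these. Of values without a test, 24 stayed within 1 SD and 2 moved. The share of common super enhancers also in ESCs moved beyond its interval under 7 alternatives and stayed within it under 1. For counts, 44 stayed within 1.5 times and 72 did not. For the named regions, 17 values kept the criteria and 10 lost them.

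The excess of H3K4me3 peaks in sMERVL libraries kept its direction but passed the threshold no longer with a fold of at least 3 (3454 peaks, exact permutation p = 0.308), an adjusted p-value under 1e-10 (5234, p = 0.0879) or thinning (4704, p = 0.132). The H3K27ac deficit passed it with an adjusted p-value under 1e-10 (-6720 peaks, exact permutation p = 0.044). The cause was not tested, apart from thinning, which removes depth.

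The H3K27ac difference between Red and Mosaic was -6477 peaks with a fold of at least 3 (exact permutation p = 0.1) and -3994.5 after thinning (p = 0.3). It reversed with covered length (3.21 Mb, exact permutation p = 0.7) and ran from -4579 to 158 peaks across the 2 fits that each left out one replicate. H3K27ac regions gained by calls ran from -666 to 993 and the super enhancer difference from -183 to 18 in the same way. Without peaks that overlap H3K4me3, the super enhancer difference was 62.7 (exact permutation p = 0.7). The cause was not tested.

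The H3K4me3 overlap difference was 6.78 points with the Jaccard index, and the H3K4me3 separation from ESCs was 1.68 with TMM. The share of common super enhancers also in ESCs was 96.4% with joining within 5 kb, 66.4% without peaks that overlap H3K4me3, 98.2% with ChIP reads alone, 92.2% with the 1000 highest regions, 95.2% with all 3 clones required, 78.7% with any library accepted, and 87.5% to 89.7% without one replicate. The cause was not tested.

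For changed regions, the values are means over Red clones, means over Mosaic clones and the -LIF/-OCT4 count, each given only where it moved. With TMM, H3K4me3 increases were 0.667 in Mosaic and 771 in -LIF/-OCT4, and decreases 0 in Red. H3K27ac increases were 151 in Red and 1746 in -LIF/-OCT4, and decreases 80.7 in Red and 25.3 in Mosaic. By construction TMM centres most regions at no change.

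With DESeq2, H3K4me3 increases were 128 in Red, 147 in Mosaic and 1467 in -LIF/-OCT4, and decreases 200 in Red and 92.7 in Mosaic. H3K27ac increases were 297, 161 and 2209, and decreases 280 in Red and 151 (150.667) in Mosaic. With regions called in at least 2 libraries, H3K4me3 increases were 158 in Red and 81.3 in Mosaic, and decreases 1 in Mosaic. H3K27ac increases were 159 in Red and 125 in Mosaic, and decreases 1528 in Red and 5873 in -LIF/-OCT4. With at least 50 reads in every library, H3K4me3 increases were 0.333 in Red and 7 in Mosaic.

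With only the lines compared in the fit, H3K4me3 increases were 66.3, 517 and 783, and decreases 7641, 2129 and 5161. H3K27ac increases were 97.7, 8.33 and 467, decreases 26.7 in Mosaic, and the difference in increases between Red and Mosaic 89.3 (exact permutation p = 0.1). With reads per bp of called peak, H3K4me3 increases were 0, 0 and 24, and decreases 1395 in -LIF/-OCT4. H3K27ac increases were 0, 0 and 24, decreases 311, 0 and 586, and the difference in increases between Red and Mosaic was 0 (exact permutation p = 1).

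With the Poisson test of pooled reads, chosen after the values were seen, H3K4me3 increases were 204, 1187 and 1399, and decreases 8837, 4369 and 6235. H3K27ac increases were 189, 315 and 1855, decreases 5550, 1792 and 4013, and the difference in increases between Red and Mosaic was -126 (exact permutation p = 0.4). By construction it ignores the spread between libraries. The causes of the other changes were not tested.

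H3K27ac regions different between Red and Mosaic numbered 24 at the paper's criteria, 0 with TMM, 33 with DESeq2, and from 21 to 5685 across the 6 fits that each left out one clone. For H3K4me3 they numbered 4 with DESeq2 and from 0 to 2 across such fits. The cause was not tested.

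With a replicate block, H3K4me3 increases were 0.333 in Red and 4.33 in Mosaic. By line, the H3K4me3 increases moved by over 1.5 times in 3-1 Mosaic (32 to 13), +LIF/-OCT4 (322 to 211), 1-5 Red (1 to 0) and 3-2 Mosaic (1 to 0), and the other counts of increased and decreased regions by line did not. The replicate numbers do not pair the samples: deviations of same-numbered libraries correlated above 0.1 in 13 of 36 pairs of lines for H3K4me3 (-0.75 to 0.74) and in 16 of 36 for H3K27ac (-0.43 to 0.31).

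Fits of changed regions without one replicate were not run, since 1 library per line would remain, and the 1000 highest regions leave no super enhancer count to compare. Peak annotation and promoter H3K4me3 at named genes were not run for lack of a GRCm37 annotation. With 2 libraries per line, the edgeR fit recovered 29.25% (H3K4me3) and 35.75% (H3K27ac) of simulated 2-fold changes. Only 200 regions were raised and 200 lowered there, so this limits its counts where few regions change. Recovery was not simulated for the alternative fits.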

Differences from the paper's values

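No tests are reported in this part, and of the settings named only the Poisson test of pooled reads was chosen after the values were seen.

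For super enhancers in Red alone, 97 were found against the paper's about 260 in Fig. 6E, read by eye, and none of the alternatives set before the data were examined closed the gap (14 to 137). For Mosaic alone, 27 were found against the paper's about 400 in Fig. 6E, read by eye, and none of these alternatives closed the gap (4 to 207). For Mosaic and ESCs without Red, 72 were found against the paper's about 290 in Fig. 6E, read by eye, and none closed the gap (50 to 136).

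For ESCs alone, 115 were found against the paper's about 350 in Fig. 6E, read by eye. Among the alternatives set before the data were examined, the value came within range with joining within 5 kb (292), without peaks that overlap H3K4me3 (407), with ChIP reads alone (435) and with all 3 clones required (258). It did not with the 1000 highest regions (118), any library accepted (20), or without replicate 1 (124) or 2 (71).

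For Red and Mosaic without ESCs, 105 were found against the paper's about 400 in Fig. 6E, read by eye. The value came within range with any library accepted (320) and with no other alternative set before the data were examined (13 to 153). For Red and ESCs without Mosaic, 30 were found against the paper's about 69 in Fig. 6E, read by eye. It came within range with joining within 5 kb (89), ChIP reads alone (89), all 3 clones required (50) and without replicate 1 (51), and did not without peaks that overlap H3K4me3 (141), with the 1000 highest regions (20), any library accepted (5) or without replicate 2 (8).

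Increased H3K27ac regions numbered 33 in the lowest and 84 in the highest Red clone against the paper's about 7500 and about 15000 in Fig. S17B, read by eye, and 6 and 80 in Mosaic clones against the paper's about 7700 and about 11000 in Fig. S17B, read by eye. The values found cover only the 14065 regions with a peak in every library. None of the alternatives set before the data were examined closed the gap (highest with DESeq2, 457 in Red and 243 in Mosaic), nor did the Poisson test of pooled reads, chosen after the values were seen (217 and 482).

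The paper describes a rise in H3K27ac peak numbers in sMERVL clones, while the mean was 40076 in sMERVL and 45559 in ESC libraries. Its upper value for H3K27ac peaks in Red clones lies below those of 2 Red libraries, with 41656 and 46364 peaks.

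The paper gives 1-5 Red as an example of a rise in H3K4me3. Its H3K4me3 peaks were more numerous than in ESCs (29857 and 30009 against 28160 and 28180), while 13046 regions were decreased and 1 increased with normalization to library size, and 0 of either kind with TMM. DESeq2 called 240 increased and 496 decreased, and edgeR over regions with a peak in at least 2 libraries called 391 increased and 11141 decreased.

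The paper describes raised H3K27ac in a pair of Red clones, while the median log2 fold change was below 0 in all 3 with normalization to library size (-0.59, -0.56 and -0.28) and near 0 with TMM (0.04, 0.03 and 0.01). It describes more increased H3K27ac regions in Red than in Mosaic clones, while 2-10 Red had 33 and 2-1 Mosaic 80, although the Red mean was higher (62 against 41). With only the 2 lines compared in the fit, every Red clone had more than every Mosaic clone (67 to 140 against 0 to 25).

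The paper places H3K27ac above H3K4me3 in telling sMERVL clones from ESCs. The separation was 1.24 for H3K27ac and 1.14 for H3K4me3 with normalization to library size, and 1.17 and 1.68 with TMM. The paper describes promoters and enhancers as broadly activated by density. Median log2 fold changes were taken over regions with a peak in every library, normalized to library size. For H3K4me3 the median was above 0 only in 3-1 Mosaic (0.18) and 3-2 Mosaic (0.16), and for H3K27ac it was below 0 in all 6 clones. Over regions with a peak in at least 2 libraries, the H3K4me3 median was also above 0 in 2-10 Red (0.13). With TMM, H3K4me3 medians were above 0 in every clone except 1-19 Red (-0.08), and H3K27ac medians in all 6 (0.003 to 0.04). The paper places Red and Mosaic peaks closer to each other than to ESCs, which held for the mean overlap of both marks. It also held for every Red clone except 1-5 Red in H3K4me3, whose peaks overlapped Mosaic clones by 89.0% and ESCs by 89.2%. By the Jaccard index (65.7% against 61.0%) and by reciprocal overlap (80.0% against 77.9%), 1-5 Red also lay closer to Mosaic clones. With the 20000 peaks with the most reads, 1-5 Red lay closer to Mosaic clones too (94.1% against 91.3%). There 1-19 Red was the exception, with 93.3% for Mosaic clones and 93.4% for ESCs. For H3K27ac, different Mosaic clones overlapped each other by 82.7% and ESCs by 83.5%.

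The paper places Red clones farther from ESCs than Mosaic clones in H3K27ac profiles. The legend of the figure it cites, Fig. S17A, names bulk RNA-seq, whereas the distances here come from H3K27ac ChIP reads. The paper's order held for the means (0.652 against 0.437) and for 1-5 Red (0.787) and 1-19 Red (0.707) against every Mosaic clone. It did not hold for 2-10 Red at 0.464 against 2-1 Mosaic at 0.524. Without replicate 2, every Red clone lay farther from ESCs (0.478 to 0.747) than every Mosaic clone (0.416 to 0.459).

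The paper describes super enhancers as specific to each condition, while 82.0% were shared between Red and ESC libraries on average. It describes high-intensity super enhancers in Red clones, while the highest normalized scores were 13580 to 18443 in Red and 29446 and 31813 in ESC libraries.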

Other observations

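The tests of input error on chromosomes 5 and X and of weaker regions on chromosome X were chosen before their results were seen, and all other tests in this part were chosen after.

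H3K27ac peaks were fewer in sMERVL clones than in ESCs. Larger ESC libraries do not account for this, since the difference after thinning was -6013.25 peaks. Higher ChIP enrichment in the ESC libraries and a lower level of acetylation in the clones cannot be told apart: 12 of 12 sMERVL libraries had fewer reads in peaks per relative library size than both ESC libraries.

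H3K4me3 reads were lower in 1-5 Red than in ESCs over 99.3% of regions, and 0 regions remained decreased with TMM, although DESeq2 called 496 decreased and 240 increased. This is consistent with lower ChIP enrichment as the cause of most of the fall in both libraries of 1-5 Red. A global fall in H3K4me3 in this clone would give the same and stays open.

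Input reads on chromosome 5 were higher in 3-2 Mosaic than in ESCs, with a log2 ratio of 0.17. The chromosome was singled out after its values were seen, and its ratio is under the limit of 0.3. An error of the input library alone does not account for it, since ChIP reads on chromosome 5 rose by 0.17 (H3K4me3, 0.174; others at most 0.0335) and 0.15 (H3K27ac, 0.148; others at most 0.00157) in log2 over the other autosomes. All 8 blocks of 20 Mb were raised, the lowest by 0.129, which is consistent with a gain of the chromosome in part of the cells.

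Input reads on chromosome X were higher than in ESCs in 1-5 Red and 1-19 Red, with log2 ratios of 0.24 and 0.19, also singled out after the values were seen. An error of the input libraries cannot be told apart from a gain: the ChIP log2 difference between chromosome X and the autosomes was -0.71 and -0.17 for H3K4me3 (others at most -0.34) and 0.09 (0.0908) and 0.06 (0.0585) for H3K27ac (others at most 0.23).

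H3K4me3 reads on chromosome X were lower relative to the autosomes than in ESCs in all 8 lines. Weaker regions on the chromosome do not account for it, since in each line autosomal regions of the same ESC level fell by less than 50% of the fall on the chromosome: -0.06 against -0.17 in 1-19 Red, where the fall was smallest, and -0.28 against -0.74 in -LIF/-OCT4, where the autosomal fall was largest. Fewer copies of chromosome X do not either, as the lowest input log2 ratio was -0.03 (-0.0277). Library size cannot be told apart as a cause: in 7 of 9 lines the larger library had the smaller share on chromosome X. No biological explanation was tested.

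H3K27ac differed between Red and Mosaic clones in 531 regions, and 2 of 10 ways to split the 6 clones into 3 and 3, the real one included, gave as many. For H3K27ac, a difference between Red and Mosaic cannot be told apart from the chance assignment of clones to the classes. For H3K4me3, 10 of 10 splits gave 0 regions, the real one with 551 at an unadjusted p-value under 0.05, and this comparison decides nothing.

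The 105 super enhancers in Red and Mosaic clones and not in ESCs had a median score of 96.5% of the threshold in the higher of the 2 ESC libraries, 90.0% in the lower and 93.3% for the mean of both, and 104 were over 50% in each. Most of them thus scored near the threshold in ESCs, and the group need not mark enhancers absent from ESCs. The threshold divided by relative library size was also higher in ESCs, at 2022 and 2067. It was 924 to 1481 in Red and 1374 to 1605 in Mosaic libraries. On that scale, an equal score could make a super enhancer in a clone and not in ESCs.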
